# Nod Factor Effects on Root Hair-Specific Transcriptome of *Medicago truncatula*: Focus on Plasma Membrane Transport Systems and Reactive Oxygen Species Networks

**DOI:** 10.3389/fpls.2016.00794

**Published:** 2016-06-07

**Authors:** Isabelle Damiani, Alice Drain, Marjorie Guichard, Sandrine Balzergue, Alexandre Boscari, Jean-Christophe Boyer, Véronique Brunaud, Sylvain Cottaz, Corinne Rancurel, Martine Da Rocha, Cécile Fizames, Sébastien Fort, Isabelle Gaillard, Vincent Maillol, Etienne G. J. Danchin, Hatem Rouached, Eric Samain, Yan-Hua Su, Julien Thouin, Bruno Touraine, Alain Puppo, Jean-Marie Frachisse, Nicolas Pauly, Hervé Sentenac

**Keywords:** *Medicago truncatula*, root hairs, deep-RNA sequencing, Nod factors (lipochitooligosaccharides), legume-rhizobium symbiosis, plasma membrane transport systems, reactive oxygen species

## Abstract

Root hairs are involved in water and nutrient uptake, and thereby in plant autotrophy. In legumes, they also play a crucial role in establishment of rhizobial symbiosis. To obtain a holistic view of *Medicago truncatula* genes expressed in root hairs and of their regulation during the first hours of the engagement in rhizobial symbiotic interaction, a high throughput RNA sequencing on isolated root hairs from roots challenged or not with lipochitooligosaccharides Nod factors (NF) for 4 or 20 h was carried out. This provided a repertoire of genes displaying expression in root hairs, responding or not to NF, and specific or not to legumes. In analyzing the transcriptome dataset, special attention was paid to pumps, transporters, or channels active at the plasma membrane, to other proteins likely to play a role in nutrient ion uptake, NF electrical and calcium signaling, control of the redox status or the dynamic reprogramming of root hair transcriptome induced by NF treatment, and to the identification of papilionoid legume-specific genes expressed in root hairs. About 10% of the root hair expressed genes were significantly up- or down-regulated by NF treatment, suggesting their involvement in remodeling plant functions to allow establishment of the symbiotic relationship. For instance, NF-induced changes in expression of genes encoding plasma membrane transport systems or disease response proteins indicate that root hairs reduce their involvement in nutrient ion absorption and adapt their immune system in order to engage in the symbiotic interaction. It also appears that the redox status of root hair cells is tuned in response to NF perception. In addition, 1176 genes that could be considered as “papilionoid legume-specific” were identified in the *M. truncatula* root hair transcriptome, from which 141 were found to possess an ortholog in every of the six legume genomes that we considered, suggesting their involvement in essential functions specific to legumes. This transcriptome provides a valuable resource to investigate root hair biology in legumes and the roles that these cells play in rhizobial symbiosis establishment. These results could also contribute to the long-term objective of transferring this symbiotic capacity to non-legume plants.

## Introduction

Root hairs are long tubular outgrowths that project into the soil from root epidermal cells named trichoblasts. Together with the pollen tube in plants, axons in animals, and hyphae in filamentous fungi, they provide one of the very rare models of cell types displaying polarized “tip” growth. Root hair elongation results in an increased area of the root-soil interface. At this interface, root hairs contribute to plant autotrophy by taking up nutrient ions and water from the soil solution.

Root hairs are also involved in beneficial interactions with soil microorganisms. They exudate compounds that act as a chemotactic signal or promote the growth of symbiotic fungi and bacteria (Bais et al., 2006). Moreover, they are directly involved in the formation of nitrogen-fixing nodules in legumes. The plant secretes signaling flavonoid compounds that are perceived by the rhizobial symbiont, which responds to this message by secreting specific lipochitooligosaccharides, named Nod factors (NF; Oldroyd and Downie, 2008). NF are signal molecules whose binding to root hair receptors triggers complex signaling events leading the root hair to curl and thereby to entrap rhizobia. Then, an infection thread develops, allowing rhizobia to migrate through the root cortex toward the nodule primordium.

With respect to the initial signals triggered by NF perception, the earliest events that have been reported so far involve reactive oxygen species (ROS) and ion fluxes across the cell membrane. ROS signals have been recorded within seconds after addition of NF on growing root hairs (Cardenas et al., 2008). In contrast, several minutes after NF perception, the production of hydrogen peroxide (H_2_O_2_) appears to be inhibited (Shaw and Long, 2003; Lohar et al., 2007). Several hours later, a gradual increase in ROS production occurs in root cortical cells of inoculated plants, which peaks at 24 h after rhizobial inoculation and remains high 48 h after inoculation (Ramu et al., 2002; Peleg-Grossman et al., 2007, 2012). Thus, ROS play a role in the early signaling leading to establishment of the symbiotic partnership (Montiel et al., 2012) as well as later on, when rhizobia invade the root hair via progression of the infection thread (for review, see Puppo et al., 2013).

Ions whose transport across the root hair plasma membrane has been shown to be rapidly modulated during the initial root hair response to NF are H^+^, Ca^2+^, Cl^−^, and K^+^ (Felle et al., 1996, 1998, 1999; Kurkdjian et al., 2000). In summary, the present model is that NF perception leads to a transient inhibition of plasma membrane H^+^-ATPases (proton pumps), an activation of Ca^2+^ channels, allowing a depolarizing influx of Ca^2+^, immediately followed by an activation of anion (Cl^−^ permeable) channels, mediating an efflux of anions that further depolarizes the cell membrane. In turn, this depolarization activates voltage-gated K^+^ channels, giving rise to a repolarizing efflux of K^+^. This series of events is thought to generate electrical and calcium signals that play a major role in the initial dialogue between root hairs and rhizobia (Felle et al., 1996, 1998, 1999; Kurkdjian et al., 2000). It might be connected to the first ROS signals triggered by NF perception since ROS production by NADPH oxidases has been shown to stimulate plasma membrane Ca^2+^ channel activity in Arabidopsis root hairs (Foreman et al., 2003). Also, based on results obtained in Arabidopsis, ROS could play a role in control of K^+^ channel activity involved in electrical signaling (Garcia-Mata et al., 2010; Tran et al., 2013) as well as in control of annexins involved in Ca^2+^ signaling (Richards et al., 2014). The decision of the plant to engage in rhizobial symbiosis is strongly dependent on the availability of nutrient ions in the soil solution, in particular of nitrate and ammonium (Barbulova et al., 2007). Hence, by routing nutrient ions, transport systems are likely to impact the plant decision to establish symbiosis. ROS signals are likely to play a role in this process since nutrient ion deprivation has been shown to lead to altered levels of ROS in Arabidopsis and *M. truncatula* roots (Schachtman and Shin, 2007; Bonneau et al., 2013), and NADPH oxidases genes are necessary for up-regulation of genes in response to nutrient deficiency (Shin and Schachtman, 2004).

The multiple and essential functions of the root hair clearly establish this cell type as a system biology model to investigate plant cell development, uptake of water and nutrients, and response to abiotic and biotic signals. Indeed, a number of genome-wide studies have been published using root hairs from several model and crop plants (Hossain et al., 2015; Wang et al., 2016). The present paper is conceived as a contribution to improved understanding of the molecular mechanisms underpinning the roles of root hairs in legumes. We used *M. truncatula* as a model legume. A detailed analysis of gene expression in *M. truncatula* root hairs from young seedlings (without lateral roots) and of their responses to NF treatments for 4 h (to get information on early NF signaling events) or 20 h has been carried out using a high throughput RNA sequencing strategy (RNA-seq). This is likely to provide the first RNA-seq dataset from *M. truncatula* root hairs, thereby the most exhaustive transcriptome available to date for this cell type, and thus a valuable resource to investigate root hair functions in legumes. Expert gene analyses have been focused in order to uncover ROS networks and pump, transporter and channel machineries likely to play a role in two major functions of root hairs, namely nutrient ion uptake and early molecular dialogue with rhizobia following NF perception. Moreover, using whole genome comparisons, we identified legume-specific genes expressed in root hairs, responding or not to NF. Altogether, these results constitute a promising dataset for researchers interested in plant mineral nutrition, rhizobial symbiosis, and legume specificities.

## Results

### Preparation of root hair libraries

Root hairs were obtained from excised root segments (Figure 1). Before excision, the root systems were treated with 10 nM NF solution for 4 or 20 h, or with pure H_2_O as a control treatment (NF 4 h, NF 20 h, and control treatments, respectively). Microscopic observation of root segment samples before root hair isolation indicated that the two NF treatments had actually induced the expected root hair morphological changes, i.e., root hair tip swelling in the case of the NF 4 h treatment, and reoriented root hair growth and branching in the case of the NF 20 h treatment (Figure 2A). Root hairs in the H_2_O treated control plants did not display such features (Figure 2A). RT-PCR analyses performed on root segments free from root hairs (material remaining after root hair isolation) provided further evidence that the NF treatments had been effective by showing a strong accumulation of *MtENOD11* transcripts (Figure 2B), one of the earliest markers induced by NF perception in root epidermal cells (Journet et al., 2001). Finally, absence of transcripts from the *MtSUNN* gene, which is known to be specifically expressed in root stele tissues (Schnabel et al., 2005), indicated that the root hair RNA pools were not substantially contaminated by RNA from inner root cells, and thus from whole root segments.

**Figure 1:**
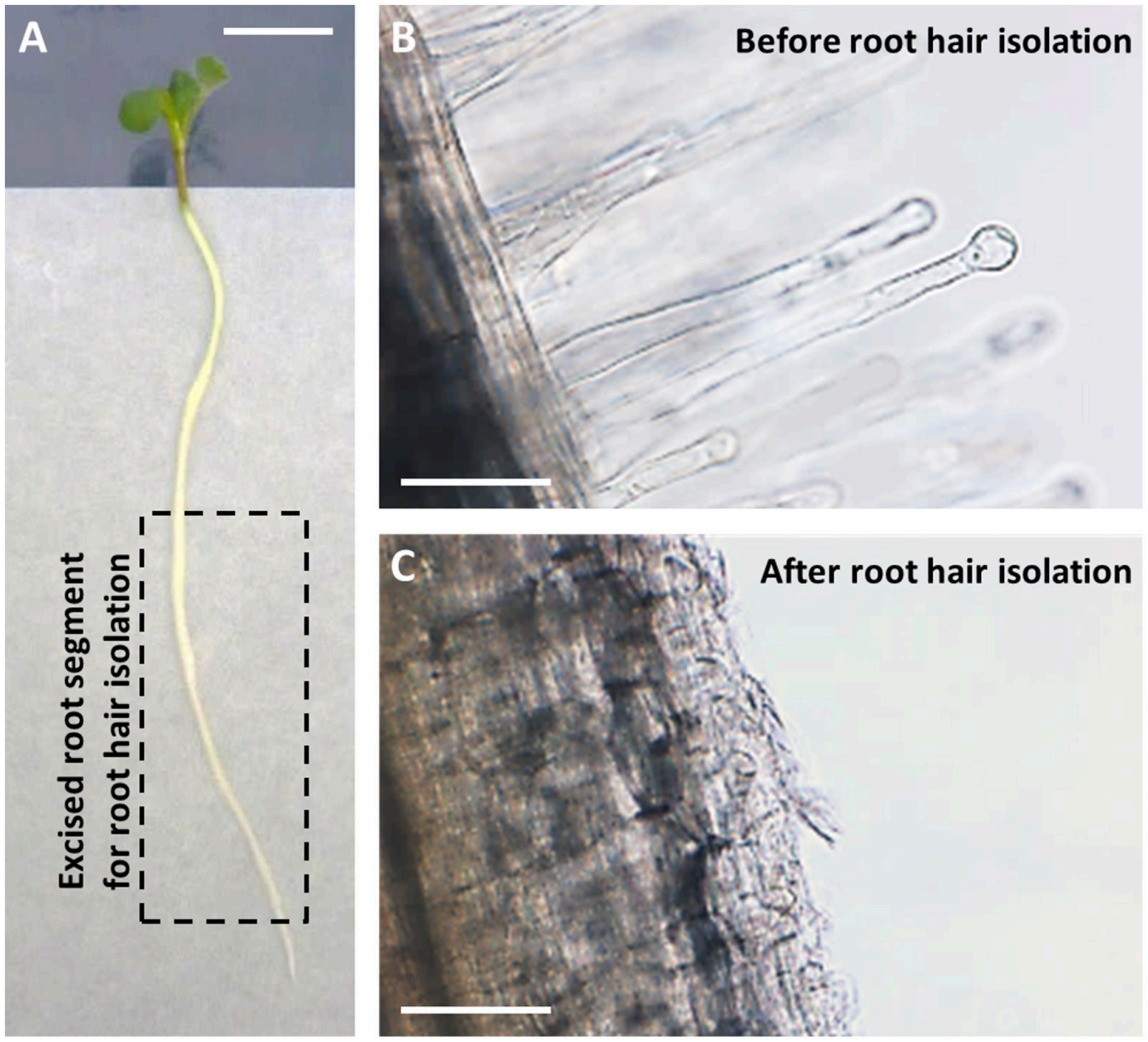
**Root hairs isolation from *Medicago truncatula*. (A)** Five-day old seedling just before root hairs isolation (Scale bar = 1 cm). Root hairs were isolated by vortexing frozen excised root segments long of about 4 cm and free from the root tip (0.5 cm) as displayed by the dotted line rectangle. **(B,C)** Representative photographs of root material before **(B)** and after **(C)** root vortexing, showing the absence of root hairs in the remaining material at the end of the isolation procedure (Scale bar = 100 μm).

**Figure 2:**
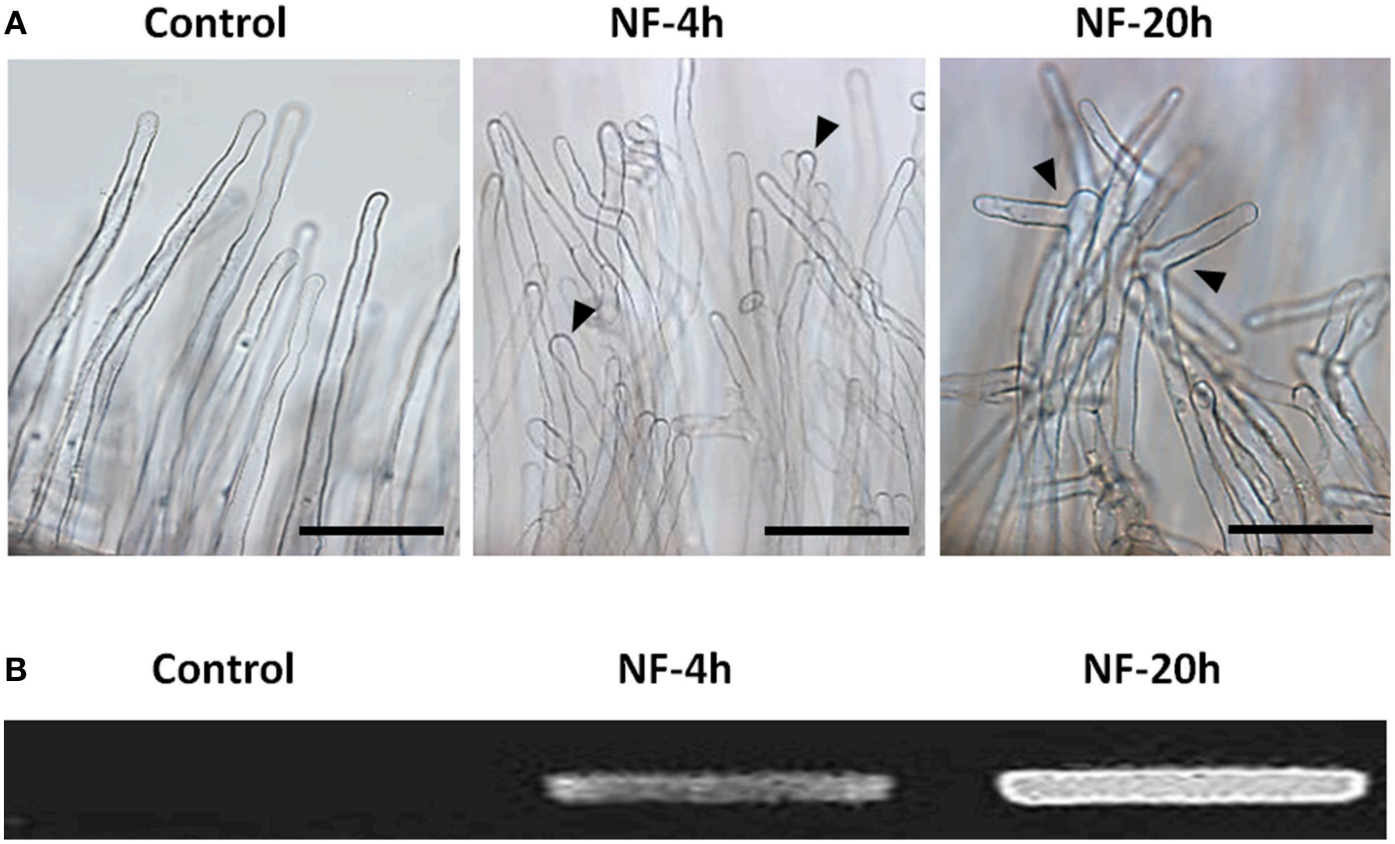
**Root responses to Nod factor treatments. (A)** Root hair morphological responses. Representative photographs of root hairs from roots subjected to a control treatment with pure H_2_O or treated with 10 nM Nod factors (NF) for 4 h or 20 h (left, middle, and right panel, respectively; Scale bar = 100 μm). **(B)** Gene expression response to NF highlighted by increased *MtENOD11* transcript accumulation. Differences in *MtENOD11* transcript levels were revealed by RT-PCR experiments performed in parallel on control roots or roots pretreated by Nod factors for 4 or 20 h (left, middle, and right lane of the electrophoresis gel, respectively).

### General features of the *M. truncatula* root hair transcriptome

RNA sequencing was carried out on two independent biological replicates for each of the three treatments (H_2_O, NF 4 h, NF 20 h), yielding six root hair transcriptomic datasets. 

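Each sample was the mRNA of root hairs pooled from 100 plants whose roots had received 50 µl per plant of sterile water (control) or of 10 nM NF, the lipochitooligosaccharide signal of the bacterial partner, for 4 h or 20 h. The authors aligned the read pairs to the Mt4.0v1 transcripts with Bowtie 2 in local mode. For each transcript they deposited its length and, without normalization, the whole number of pairs whose mates both fell unambiguously on the same gene. The 5 libraries analysed are control replicate 2 and replicates 1 and 2 of NF 4 h and of NF 20 h. Control replicate 1 is not analysed here, so control values have no replicate and no SD. The paper gives no duration for the water treatment, and the label of the control carries 4 h. The control may thus differ from NF 20 h in treatment time. Values of the NF treatments are means ± SD of the replicates (n = 2). The control library held 45591207 counted pairs, the NF 4 h libraries 43351542 and 39199411, and the NF 20 h libraries 41967304 and 47302574. The deepest library thus held 1.21 times the pairs of the shallowest. A count of 3 corresponds to between 0.0634 and 0.0765 CPM (counts scaled to the same library total), depending on the library. These floors, like the confidence intervals given with shares, cover counting error only. Since pairs shared by near-identical copies were discarded by the authors' counting, the levels of MtNRT2.1 and MtNRT2.2, of the NAR2 genes, of the PHT1 cluster and of the annexins are uncertain.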

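CPM values were taken from counts and library totals, with no other scaling. The paper also normalized by library size, but with a common factor for the replicates of a treatment, a step not repeated here. Genes were tested for a response with the edgeR quasi-likelihood test (Benjamini-Hochberg adjustment) in one fit of the 5 libraries. The expression filter of edgeR kept 22091 of the 50897 listed genes. The spread between replicates came from the NF pairs only, with 2 residual degrees of freedom. A gene was called as responding at an adjusted p under 0.05. The labels give replicate numbers 1 and 2 in each treatment, so the fit was repeated with the replicate number as a block, which left 1 residual degree of freedom. Adjusted p values without and with this replicate block are given side by side. Log2 fold changes and their standard errors (SE) are those of the fit without the block, unless stated otherwise. The fit with the block estimates its own log2 fold change, to which its p value belongs. Since the control library is replicate 2, the block sets NF at the level of replicate 2 against it.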

We generated ~366 million high-quality paired-end reads, which were mapped to the *M. truncatula* predicted transcriptome (Mt4.0v1). 

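In the 5 libraries analysed, the deposited counts add up to 217412038 pairs, or 72.6% of the 299640326 trimmed pairs listed for the same libraries in the supplement of the paper. By library, the counted share ran from 72.1% in NF 4 h replicate 2 (95% Wilson interval 72.09 to 72.11%) to 73.0% in control replicate 2.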

About 266 million (ca. 73%) of paired-end reads were unambiguously mapped (Table S1). In order to assess the experimental variability, the two replicates obtained for a given treatment were compared by plotting the expression levels (expressed in Count per Million Reads) found in one dataset against those found in the second dataset (Figure S1). Linear regression analysis yielded *R*^2^ coefficient of 0.99, 0.99, and 0.97 for the control, NF 4 h, and NF 20 h treatments, respectively. 

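Recomputed from the CPM of replicates 1 and 2, R² was 0.983 for NF 4 h (28024 genes) and 0.945 for NF 20 h (28020 genes). Not squared, a choice made after the values had been seen, the coefficient R was 0.991 and 0.972. No coefficient was computed for the control, which has 1 library here. On log10 CPM R² was 0.965 and 0.959. Among the alternatives run, leaving out the 20 genes with most counts moved R² most, to 0.959 for NF 4 h and 0.918 for NF 20 h. Genes are not independent replicates, so these coefficients describe the agreement of profiles and carry no p value.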

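Of the genes with a mean above 0 CPM, 68.2% in NF 4 h (95% Wilson interval 67.6 to 68.7%) and 64.9% in NF 20 h (64.3 to 65.4%) differed by less than 1.5-fold between replicates 1 and 2. A further 9.96% and 12.4% differed by 1.5- to 2-fold, and 21.9% and 22.7% by more than 2-fold. A gene with 0 counts in 1 replicate is placed in this last class. Counts in both replicates were found for 24866 of 28024 genes in NF 4 h and 24880 of 28020 in NF 20 h. Genes with 0 counts in 1 replicate also enter the medians by class of expression given next. The alternative that moved these shares most was a limit of 1 CPM on the mean of the gene, which left 17061 genes and raised the share under 1.5-fold to 90.3% (NF 4 h) and 85.7% (NF 20 h).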

For a large majority of genes (≥65% whatever the treatment), the fold change in expression level between the two repetitions was lower than 1.5. 

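Among the 11162 genes with a mean under 1 CPM in NF 4 h, the median fold difference between replicates was 2.11 and 34.2% of the genes stayed under 1.5-fold. The median fell to 1.197 among the 6733 genes at 1 to 10 CPM, 1.11 among the 6153 genes at 10 to 50 CPM and 1.09 among the 3976 genes above 50 CPM, where 96.4% stayed under 1.5-fold. In NF 20 h the medians of the same classes were 2.15, 1.23, 1.15 and 1.15, with 32.2%, 77.7%, 91.3% and 91.8% of the genes under 1.5-fold.

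**Figure D1:**
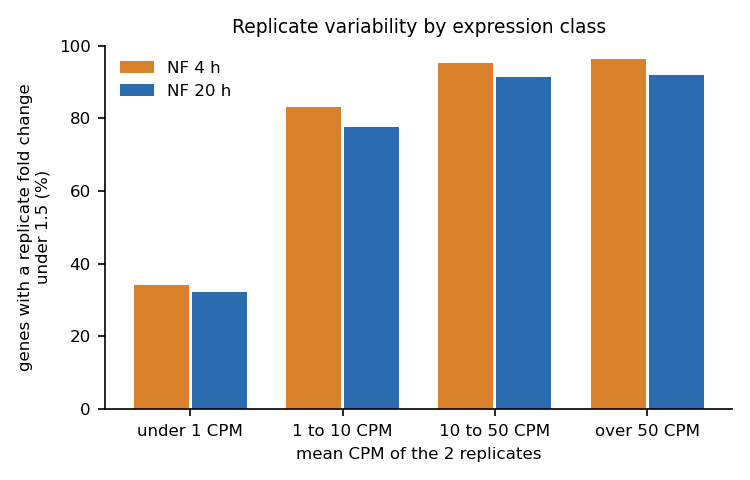
Share of genes that differ by less than 1.5-fold between replicates 1 and 2 (vertical axis, %) by class of mean expression (horizontal axis, CPM) in NF 4 h and NF 20 h. The share rises from 34.2% and 32.2% under 1 CPM to 96.4% and 91.8% above 50 CPM.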

As could be anticipated, we noticed that the biological variability in terms of expression level fold change was larger for genes displaying low expression levels. In order to further assess consistency among biological replicates for the transcriptome datasets, we subjected the expression data derived from the six datasets to principal component analysis (PCA; Figure S2). The first component (Dim1) clearly separated the control from the NF treated samples (Figure S2A) and the overall distribution confirmed that there was no biological repetition bias (Figure S2B).

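On log2 (CPM + 1) of the 30081 genes with at least 1 count, the first component of a principal component analysis carried 46.3% of the variance. Control replicate 2 lay at 48.2 on it, the NF 4 h replicates at −6.00 and 5.12 and the NF 20 h replicates at −23.9 and −23.5. The second component (24.6%) separated NF 4 h (−19.9 and −25.4) from NF 20 h (23.4 and 6.84). The third component (23.4%) ordered the libraries by replicate number, with −23.7 and −17.0 for replicate 1 of NF 4 h and NF 20 h against 11.3 and 28.2 for replicate 2. The control, at 1.17, has no partner on this axis. Of 106 genes that differed at least 2-fold between replicates in both NF treatments, 105 (99.1%) did so in the same direction, 80 of them higher in replicate 2. Replicates of the same number therefore share a difference across treatments in the libraries analysed, and the replicate number was used as a block in the second fit. Without the log, the first component carried 45.5%. On log2 CPM with TMM factors and a prior count of 2, for the 22091 genes kept by the filter, it carried 48.3%. This was the largest share among the alternatives run.

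**Figure D2:**
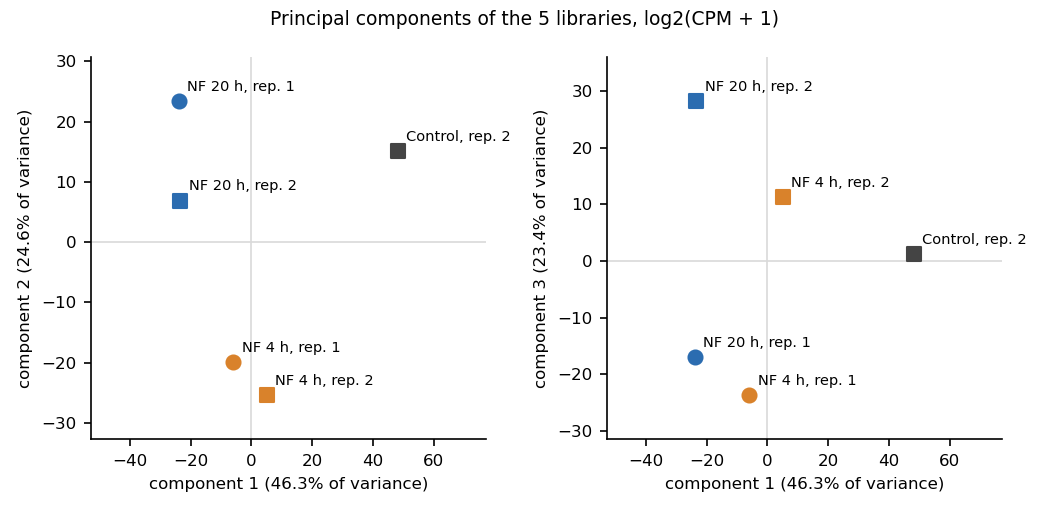
Libraries on the principal components of log2 (CPM + 1), with the share of variance on each axis. Circles are replicate 1 and squares replicate 2, in grey (control), orange (NF 4 h) and blue (NF 20 h); the third component carries 23.4% and orders the libraries by replicate number.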

To validate RNA-seq based differential gene expression in response to NF treatments, quantitative real-time RT-PCR (RT-qPCR) tests were also carried out. A set of 20 genes was selected (Table S11), amongst which receptors, pumps, and ion channels differing in their levels of expression. The expression level provided by the RT-qPCR experiments for the NF 4 h and NF 20 h treated samples were divided by the level of expression determined for the control samples, and the resulting ratios were compared to those obtained from the corresponding data derived from the RNA-seq experiments (from Table S2). The resulting plots (Figure S3) reveal some variability between the RNA-seq and RT-qPCR results, but no conflicting discrepancy.

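In the counts, the 20 genes with RT-qPCR primers had log2 fold changes from −0.47 to 6.95 at 4 h and from −1.67 to 9.31 at 20 h. At each time 16 of them were above the control and 4 below. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 7 at 4 h and 8 at 20 h, and 12 and 15 with the replicate block. The RT-qPCR values themselves were not used here.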

To describe the *M. truncatula* root hair transcriptome and to explore the relative expression levels of the different genes, the expression level of each gene was calculated in FPKM (Fragments Per Kilobase of exons per Million fragments mapped) values, from alignment of the paired-end reads to the improved *M. truncatula* genome release (Tang et al., 2014). For these analyses, only the longest transcript isoform has been considered. The genes with a FPKM higher than or equal to 1 were considered as expressed in root hairs. Sorting these genes into three classes of expression level (1–10, 10–50, and >50 FPKM) resulted in a similar distribution for the three treatments (Figure 3). 

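Of the genes at 1 CPM or more, 40.7% in the control lay at 1 to 10, 36.6% at 10 to 50 and 22.7% above 50 CPM. The shares were 39.9%, 36.5% and 23.6% in NF 4 h, and 39.4%, 37.3% and 23.3% in NF 20 h. With FPKM computed from CPM and the deposited transcript lengths, the classes of the control held 51.0%, 35.8% and 13.1%, those of NF 4 h 50.3%, 35.9% and 13.8%, and those of NF 20 h 50.3%, 36.0% and 13.8%.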

In absence of NF treatment, 16,069 transcripts were identified as expressed in root hairs (Table S2), representing 31.5% of the predicted genes in the Mt4.0v1 genome assembly. 

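In the control library 17178 genes reached 1 CPM, or 33.8% of the genes listed. A limit of 0.5 CPM gave 19025 genes and one of 2 CPM 15206. With FPKM of 1 or more, a limit chosen after the CPM values had been seen, 16668 genes were detected.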

The total number of expressed genes was only slightly affected by the NF treatments (16,077 and 16,170 for NF 4 h and NF 20 h, respectively; Table S2). 

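At a mean of 1 CPM or more, 16862 genes (33.1%) were detected in NF 4 h and 17010 (33.4%) in NF 20 h. With replicate 2 alone, which gives each treatment the same number of libraries as the control, the counts were 16911 and 16946.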

Compiling the data from the three different treatments leads to a total of 16,810 non-redundant genes identified as expressed in *M. truncatula* root hairs in at least one of the tested conditions (Table S2).

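At least 1 treatment reached 1 CPM for 17866 genes (35.1%), and all treatments did for 16233. Detection was limited to NF-treated root hairs for 688 genes and to the control for 511.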

**Figure 3:**
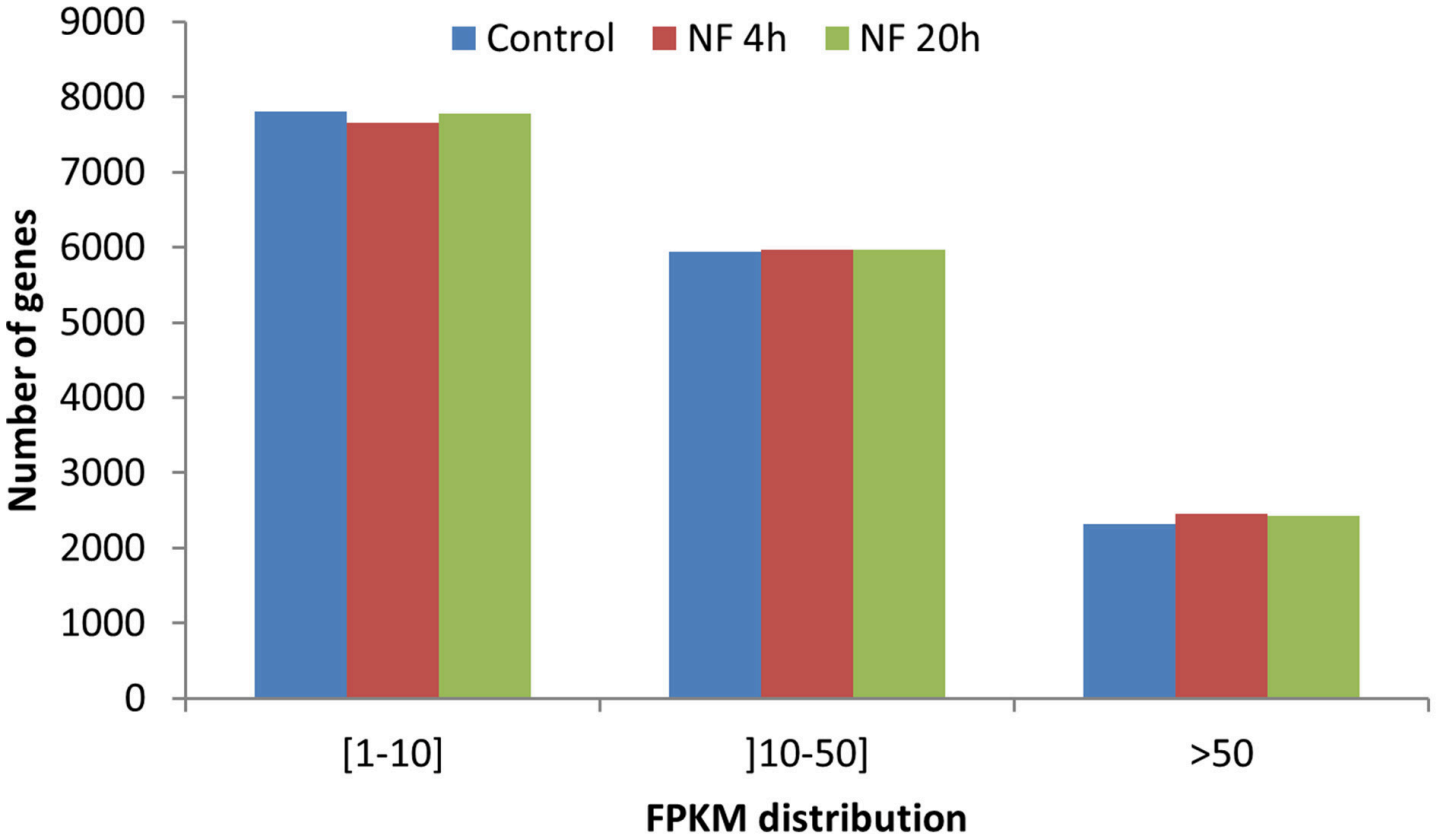
**Distribution of genes based on expression level in FPKM**. Three classes have been defined from weakly expressed [(1–10) FPKM] to highly expressed (>50 FPKM).

### Impact of the NF treatments on gene expression

Transcriptional reprogramming in response to the NF 4 h and NF 20 h treatments was studied by assessing statistically significant differential gene expression between conditions, using EdgeR tool (Robinson et al., 2010). About 10% of the genes expressed in *M. truncatula* root hairs were thereby identified as significantly responding to NF, either being up- or down-regulated (with an adjusted *p* < 0.05; Table S3) 4 h and/or 20 h after the onset of the NF treatments. 

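By the tests used here 357 genes, 2.00% of the detected genes, responded at 4 h, 20 h or both, 262 of them upwards and 95 downwards. Fitted with the replicate number as a block, 3235 genes were called and 17.1% of the detected genes responded. Among the fits without the block, the exact test of edgeR gave the largest share, 7.46%. The share therefore depends on the fit and the test used, and the cause was not tested.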

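The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 151 genes at 4 h (116 up, 35 down) and 325 at 20 h (243 up, 82 down). With the replicate number as a block it called 1650 at 4 h (947 up, 703 down) and 2706 at 20 h (1488 up, 1218 down). The difference between replicates 2 and 1 was correlated between NF 4 h and NF 20 h (r = 0.615 across genes, which are not independent replicates), which is why both fits are given. Without the block, the alternative that moved the counts most was the exact test, with 863 genes at 4 h and 1322 at 20 h. The changes that follow are the largest among genes called without the block at a mean of at least 1 CPM. The largest increases at 4 h were those of Medtr8g012680 (log2 fold change 11.67), Medtr6g045097 (10.61, a Kunitz type inhibitor) and Medtr5g063930 (10.24). These genes had 0 counts in the control, so the size of the ratio is undetermined. Next came Medtr0118s0070 (9.98, SE 1.13, an expansin-like gene). The largest decreases at 4 h were those of Medtr4g115360 (−8.11), Medtr1g026020 (−7.98), Medtr4g101330 (−7.76) and Medtr4g065850 (−6.94). At 20 h the corresponding genes were Medtr0118s0070 (12.17), Medtr7g063730 (12.15), Medtr1g056530 (11.90) and Medtr4g097470 (11.51) upwards, and Medtr4g115360 (−8.22), Medtr3g100500 (−7.81), Medtr1g026020 (−7.56) and Medtr4g101330 (−6.94) downwards. Medtr7g063730, Medtr1g056530 and Medtr4g097470 also had 0 counts in the control, so the size of their ratios is undetermined. None of the decreases named is among the responding genes that the paper lists. Of the increases, Medtr8g012680, Medtr5g063930, Medtr7g063730 and Medtr4g097470 are not listed there either. All rest on the same single control library, so a peculiarity of that library cannot be told apart from a response to NF. The decreases named rest on at most 6 counts in an NF library of the time given, so their size is uncertain. With 1 library left out, that of Medtr4g101330 at 20 h ran from −11.50 to −6.04.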

When compared with the expression data observed in the control root hairs, about 779 genes (614 up-regulated and 165 down-regulated) responded to the NF 4 h treatment, and 1525 genes (896 up-regulated and 629 down-regulated) to the NF 20 h treatment (Table S3). Among the genes identified as significantly responding to the 4 or 20 h NF treatments, 184 were specifically sensitive to the shorter treatment, 128 displaying up-regulation and 56 down-regulation, and 867 were specifically sensitive to the longer treatment, 349 displaying up-regulation and 518 down-regulation (Table S3). Thus, amongst the genes identified as responding to the NF 4 h treatment, a large majority (about 80%) displayed up-regulation. 

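Called at 4 h only were 32 genes (19 up, 13 down) and at 20 h only 206 (146 up, 60 down). Crossing the threshold at one time and not the other is no test of a difference, so NF 20 h was compared with NF 4 h directly. Over all genes, this comparison called 11 (8 higher and 3 lower at 20 h) without and 1952 with the replicate block (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Of the genes of the paper's 4 h-specific list, 0 differed between the times (71 at an unadjusted p under 0.05), and 68 with the block. Of 866 genes of its 20 h-specific list, 3 differed (576 at an unadjusted p under 0.05), and 596 with the block.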

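Among the genes called at 4 h, the upregulated share was 76.8% (95% Wilson interval 69.5 to 82.8%) without and 57.4% with the replicate block. The exact test moved it most, to 54.0%.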

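Of the genes called at 20 h, 74.8% (95% Wilson interval 69.8 to 79.2%) were above the control, and 55.0% in the fit with the replicate block. The exact test gave 49.4% and DESeq2 63.3%. The difference in this share between the times was not tested.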

Amongst the genes identified as responsive to the NF 20 h treatment, up-regulation was again the more frequent case, but the corresponding percentage was then lower (60%). The Venn diagrams shown in Figure 4 indicate that about 45% of the genes were significantly up-regulated at both time points, 4 and 20 h, and that there is less overlap (ca. 16%) for the down-regulated genes.

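Both times were shared by 97 of the upregulated genes (37.0%, 95% Wilson interval 31.4 to 43.0%) and 22 of the downregulated ones (23.2%, 15.8 to 32.6%). In the edgeR quasi-likelihood test no gene was called in opposite directions without the replicate block, and 11 were with it. The block brought the overlap of the upregulated genes to 43.7%.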

**Figure 4:**
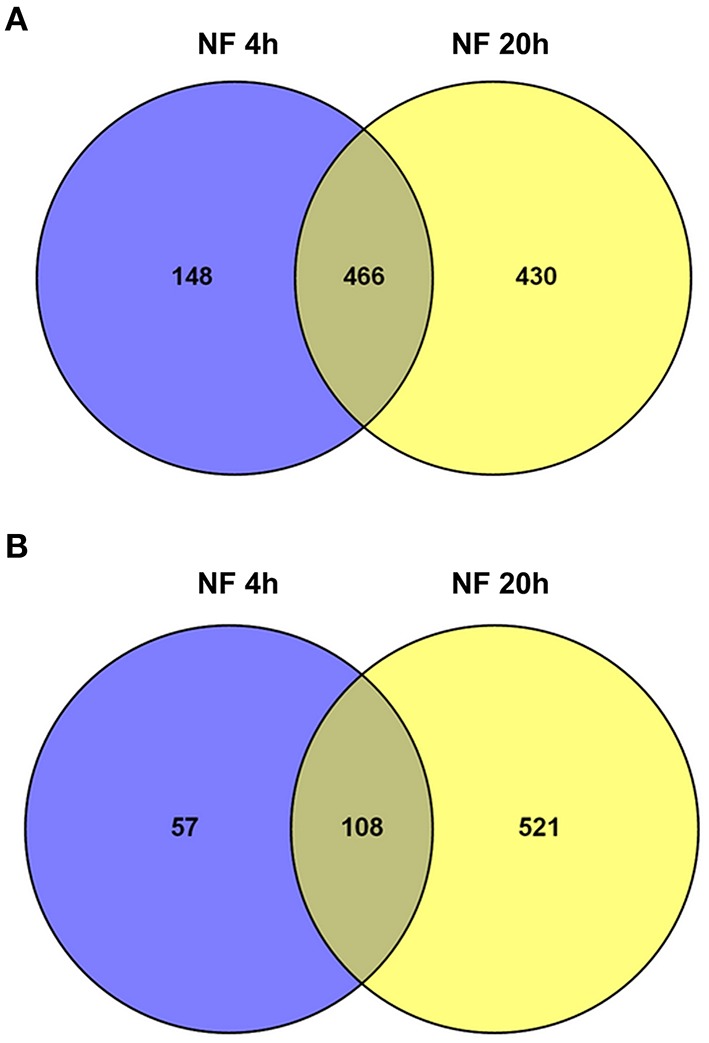
**Overview of significantly regulated genes identified in *Medicago truncatula* root hairs after Nod factor treatment**. Venn diagram summarizing the number of differentially expressed genes in the two time points following NF treatment, and their respective overlaps. **(A)** Up-regulated genes (6.1% of the genes expressed in root hairs). **(B)** Down-regulated genes (3.9%).

A Single Enrichment Analysis (SEA) of GO terms (Du et al., 2010) within the list of NF-responsive genes was performed (Table S4). Considering the “biological process” category (Figure 5), we noticed some common enriched terms in response to NF 4 h and NF 20 h treatments such as “oxidoreduction,” “transmembrane transport,” and “anion/inorganic anion transport.” It is also worth to note that for both treatments (NF 4 h and NF 20 h), the analysis of the down-regulated gene list gave rise to about twice more significantly enriched GO terms than the up-regulated gene list. Over-represented semantic terms in the description of differentially expressed genes list was generated using the Gene Cloud software (Krouk et al., 2015). This analysis also identified the words “transporters” (or transport, uniport, symport) and “redox” (or oxydation, reduction, oxydoreductase) as amongst the enriched terms, especially in the description list of down-regulated genes at time 4 h with respect to the terms related to membrane transport (Figure S4).

**Figure 5:**
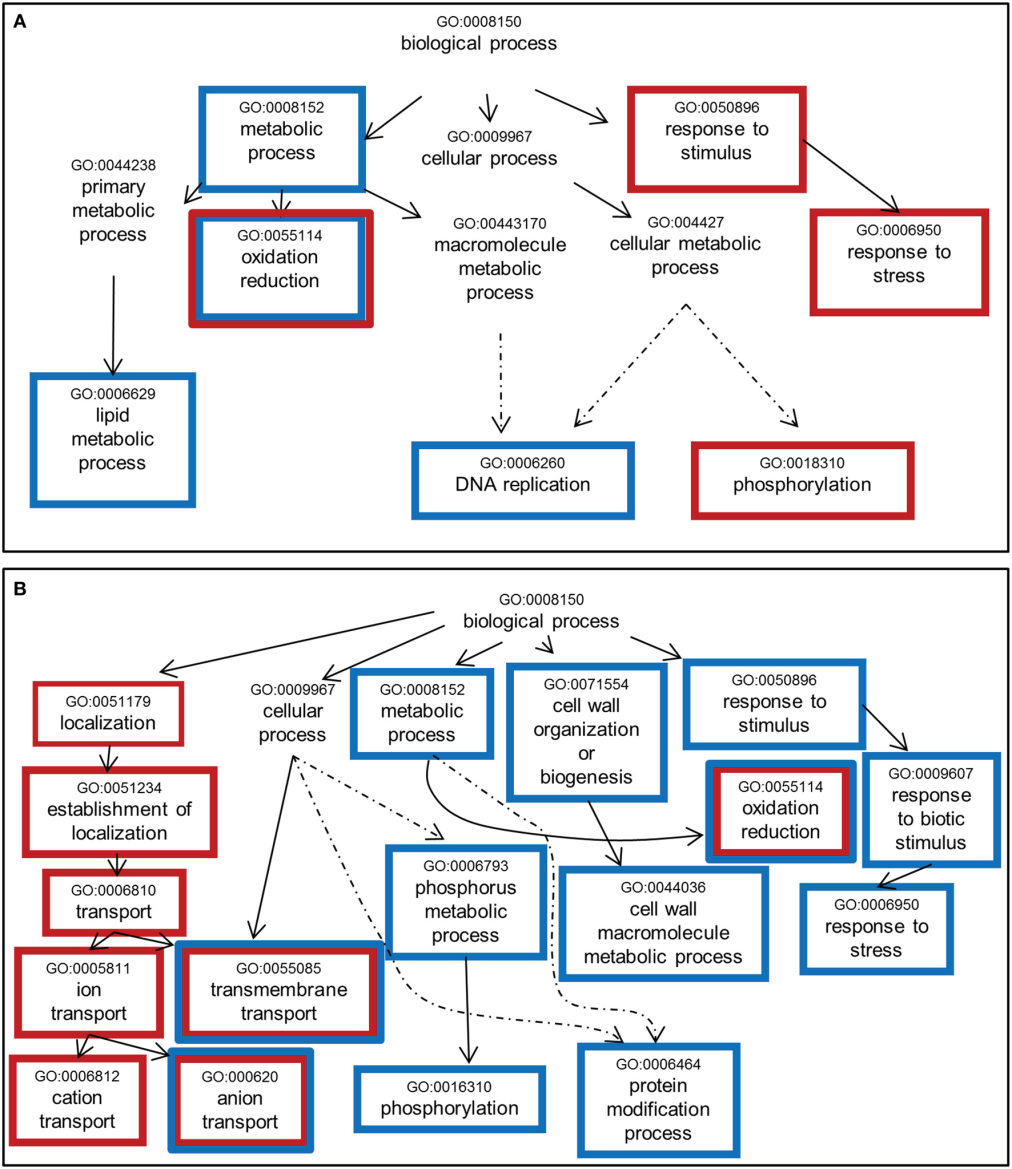
**Significantly enriched GO terms among genes whose expression is sensitive to Nod factor treatment. (A)** Up-regulated genes. **(B)** Down-regulated genes. One thousand seventy genes were annotated using agriGO toolkit (http://bioinfo.cau.edu.cn/agriGO/index.php). GO terms identified with an adjusted *p* < 0.05 are enclosed into boxes. Red and blue boxes refer to the changes in expression levels induced by the NF 4 h and NF 20 h treatments, respectively. Dashed arrow indicates that all the GO levels have not been represented.

### Plasma membrane transport systems involved in macro-nutrients uptake

Many homologs of genes identified in *Arabidopsis thaliana* or other species as playing a role in membrane transport of macronutrient ions were found to be expressed in *M. truncatula* root hairs. Candidate genes potentially involved in nitrate (${\text{NO}}_{3}^{-}$), ammonium (${\text{NH}}_{4}^{+}$), orthophosphate (Pi), sulfate (${\text{SO}}_{4}^{2-}$), or potassium (K^+^) transport are indicated in Figure 6. The *A. thaliana*–*M. truncatula* phylogenetic relationships of the corresponding gene families or subfamilies, named NPF (Nitrate transporter 1/Peptide transporter Family), NRT2, and NRT3 for ${\text{NO}}_{3}^{-}$, AMT (ammonium transporter) for ${\text{NH}}_{4}^{+}$, PHO1, and PHT1 for Pi, SULTR for ${\text{SO}}_{4}^{2-}$, HAK/KUP/KT, AKT1 (Shaker K^+^ channel subfamily 1), and AtKC1 (Shaker subfamily 4) for K^+^ are shown in Figures S5–S12, respectively. The expression level of these genes in the three conditions (control, NF 4 h and NF 20 h) are provided in Table S5. Interestingly almost half of the genes, expressed in root hair and potentially involved in nutrition functions, are regulated by NF 4 h or 20 h after NF treatment (17 up- and 10 down-regulated; Table S5). This proportion is significantly higher than that observed at the whole transcriptome level (ca. 10%; see above), indicating that the expression of the macronutrient transport machinery is especially reprogrammed following NF perception.

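Of 64 nutrition genes with a mean of at least 1 CPM, 8 (12.5%) were called in either direction, 4 up and 4 down, and 33 (51.6%) with the replicate block. Among those the paper names, MtNRT2.1, MtNAR2.2 and the KUP8 gene Medtr6g007697 were called upwards and MtAMT1;1, MtPT1 and MtPT6 downwards. The remaining called genes were 1 AMT gene upwards and 1 NPF gene downwards. Medtr6g007697 rose from 35.4 CPM in the control to 98.1 ± 10.8 CPM in NF 4 h and 104 ± 5.15 CPM in NF 20 h (n = 2). Its log2 fold change was 1.47 (SE 0.18) at 4 h (adjusted p = 0.0432 without and 0.000217 with the replicate block) and 1.56 (SE 0.18) at 20 h (adjusted p = 0.0297 without and 0.000101 with the replicate block, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).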

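Outside the nutrition genes, 333 of 16997 genes at 1 CPM or more were called (1.96%), which gives an odds ratio of 7.15 (Fisher's exact test, two-sided, p = 3.92e-05). With the replicate block the odds ratio was 5.40 (Fisher's exact test, two-sided, p = 1.26e-10). Across the alternatives run it lay between 5.10 and 9.12. For the paper, the higher share among these genes points to a particular reprogramming of macronutrient transport expression after NF.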

**Figure 6:**
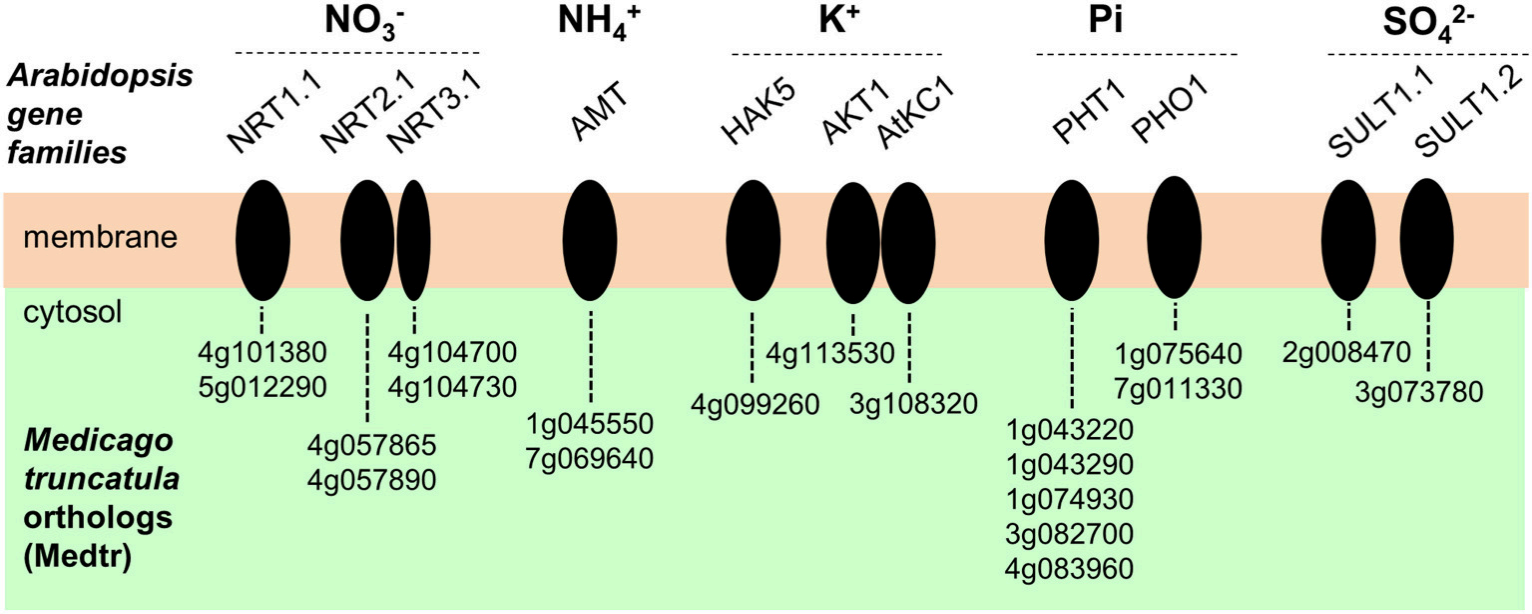
**Plasma membrane transport systems likely to play a role in transport of macronutrient ions in *Medicago truncatula* root hairs**. Candidate genes potentially involved in nitrate (${\text{NO}}_{3}^{-}$), ammonium (${\text{NH}}_{4}^{+}$), orthophosphate (Pi), potassium (K^+^) or sulfate (${\text{SO}}_{4}^{2-}$) transport are represented. The corresponding acronyms in Arabidopsis are provided. NRT, NitRate Transporter. AMT, AMmonium Transporter. HAK, High Affinity K^+^ transporter. AKT, Arabidopsis K^+^ transport system (from the Shaker channel family). AtKC1, *Arabidopsis thaliana* K^+^ channel 1 (member from the Shaker channel family). PHO1, PHOsphate 1. PHT1, PHosphate Transporter 1. SULT, SULfate Transporter.

### Ion channels and pumps likely to play a role in early electrical and calcium signaling following NF perception

Early events triggered by NF perception are changes in ion fluxes through the root hair plasma membrane, resulting in electrical and calcium signals (Ehrhardt et al., 1992; Felle et al., 1998; Kurkdjian et al., 2000). The first events observed are an inhibition of H^+^ secretion and an activation of Ca^2+^ influx and Cl^−^ efflux, resulting in plasma membrane depolarization. Candidate proton pumps, calcium channels, anion channels, and potassium channels that could play a role in these early signaling events (see Discussion) are indicated in Figure 7.

**Figure 7:**
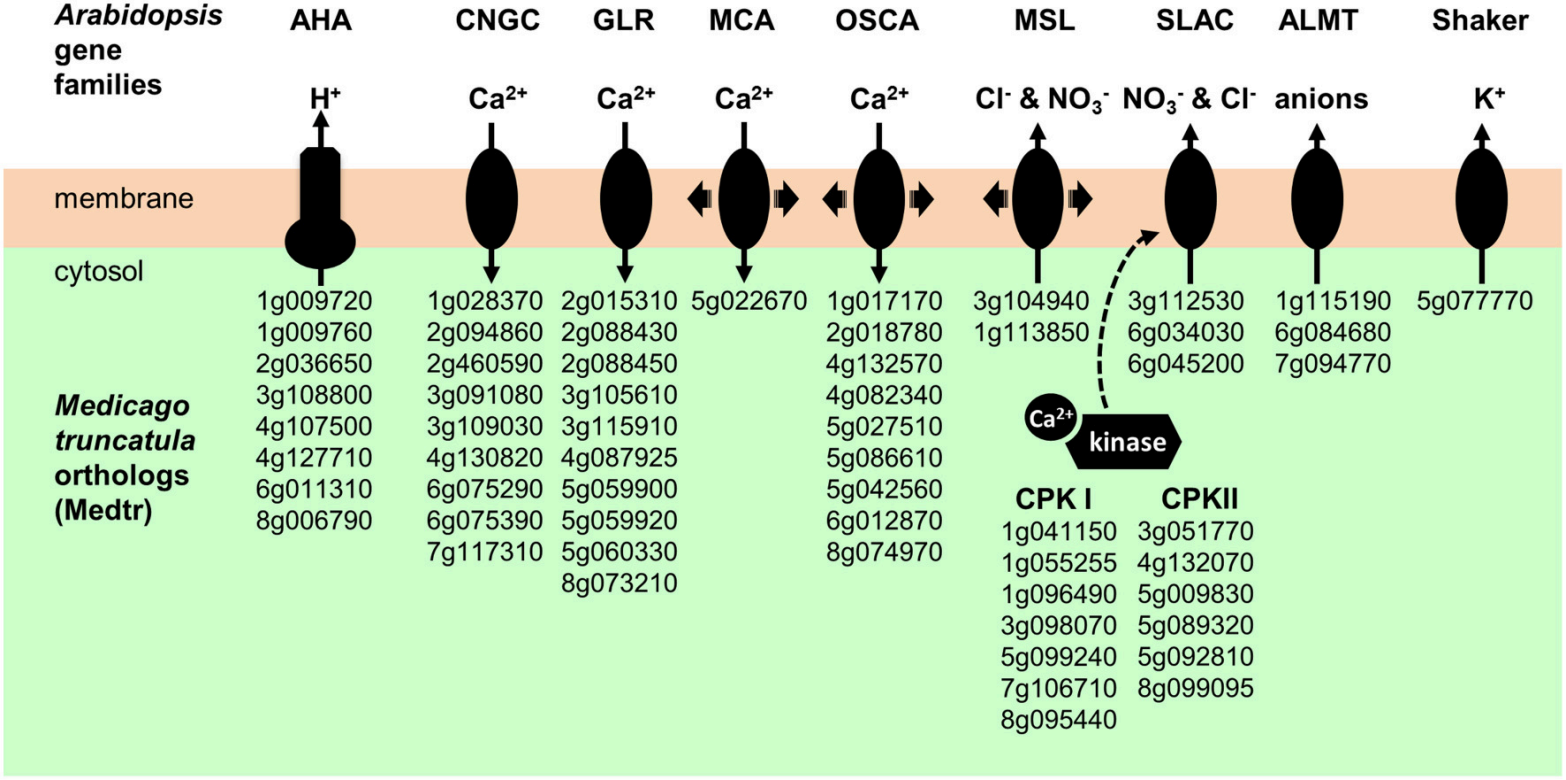
**Plasma membrane transport systems and regulatory kinases likely to play a role in early electrical and calcium signals triggered by NF perception**. AHA, Autoinhibited H^+^-ATPase. CNGC, Cyclic Nucleotide-Gated Channels. GLR, Glutamate Receptor-Like. MCA; Mid1-Complementing Activity. OSCA; Reduced hyperosmolarity-induced Ca^2+^ increase. MSL, Mechano-Sensitive MscS-Like channel. SLAC, Slow Anion Channel. ALMT, ALuminium-induced Malate Transporter. CPKI and CPKII, Calcium-dependant Protein Kinase I and II.

In *M. truncatula* as well as in Arabidopsis and probably in all plant species, the plasma membrane proton pumps (H^+^-ATPase) are encoded by the AHA family (Falhof et al., 2016). Regarding the ion channel candidates, presently available information on gene families encoding such transport systems in plants, essentially gained in Arabidopsis, would lead to the following hypotheses: K^+^ channels could be encoded by the Shaker family, anion channels by the SLAC (Slow Anion Channels), ALMT (ALuminium-induced Malate Transporter), and/or MSL (mechano-sensitive MscS-like channels) families, and calcium-permeable channels by the CNGC (Cyclic Nucleotide-Gated Channels), GLR (Glutamate Receptor-Like), ANN (Annexin), MCA (Mid1-Complementing Activity), and CSC/OSCA (reduced hyperosmolarity-induced Ca^2+^ increase/Calcium permeable Stress-gated cation Channel). Genes belonging to these families and displaying expression in *M. truncatula* root hairs are listed in Table S5. Arabidopsis–Medicago phylogenetic relationships obtained for the Shaker, AHA, SLAC, ALMT, MSL, MCA, CSC/OSCA, CNGC, GLR, and ANN families are displayed in panel A of Figures S12–S19, respectively. The expression levels (in FPKM, obtained from the control root hair dataset) of genes belonging to these families are provided in panel B of these figures. It is noteworthy that among the 60 candidate genes selected as likely to encode membrane transport systems playing a role in early electrical and calcium NF signaling in root hairs following NF perception, only a few of them are found to be induced (10) or repressed (5) by the NF treatments (Table S5). Thus, these 60 candidate proteins are already present in root hairs before NF perception and their contribution (if any) to the signaling events triggered by NF perception would involve direct modifications of their transport activity rather than transcriptional responses.

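Among 75 of these genes with a mean of at least 1 CPM, 3 (4.00%) were called, MtAHA1, MtAnn1 and the ALMT gene Medtr7g094770, all upwards. Elsewhere 338 of 16986 genes were called (1.99%, odds ratio 2.05, Fisher's exact test, two-sided, p = 0.189). The fit with the replicate block called 26 (34.7%), with an odds ratio of 2.68 (Fisher's exact test, two-sided, p = 0.000126). DESeq2 (odds ratio 2.53), the exact test of edgeR (2.94) and the fit with no expression filter (2.40) also took the ratio past 0.05. The set counted here includes the CPK genes.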

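Without the CPK genes, the ion signaling families list 123 genes, of which 61 reached 1 CPM in control root hairs and 64 in at least 1 treatment. From the few responding genes and their expression in the control, the paper reasons that any part of these proteins in signaling rests on a change of their activity and not of their transcription.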

### A repertoire of the root hair redox network

Genes involved in redox buffering or ROS synthesis/detoxification, according to the ROS network described by Mittler et al. (2004), were identified in the *M. truncatula* root hair transcriptome (Table S6; Figure 8). Among the well documented ROS producing systems, NADPH oxidases and peroxidases have been described as major sources of ${\text{O}}_{2}^{-}$ and H_2_O_2_, respectively, during plant development and in response to biotic and abiotic stresses (Marino et al., 2012; O'brien et al., 2012. Plant NADPH oxidases are named Respiratory Burst Oxidase Homologs (*Rbohs*). In *M. truncatula*, the *Rboh* family comprises 10 genes, among which eight are expressed in root hairs (Figure 8A; Figure S20). 

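At 1 CPM or more, 9 of the 10 NADPH oxidase genes were detected in the control. The weakest of them lay at 2.33 CPM. At FPKM of 1 or more, a limit chosen after the CPM values had been seen, 8 genes of the family were detected in the control.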

The most highly expressed gene is RbohD (FPKM > 200; Table S6). 

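MtRbohD reached 782 CPM in the control, 606 ± 28.5 CPM in NF 4 h and 734 ± 255 CPM in NF 20 h (n = 2). FPKM computed from CPM and the deposited transcript length was 253 in the control. Its log2 fold change was −0.37 (SE 0.31) at 4 h and −0.09 (SE 0.31) at 20 h (adjusted p = 0.896 and 0.963 without the replicate block and 0.101 and 0.298 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).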

One member of this family, *RbohG*, is slightly down-regulated following 20 h NF treatment. 

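MtRbohG lay at 159 CPM in the control, 139 ± 8.55 CPM in NF 4 h and 84.6 ± 8.89 CPM in NF 20 h (n = 2), a log2 fold change of −0.19 (SE 0.17) at 4 h and −0.91 (SE 0.16) at 20 h. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment gave adjusted p = 0.0769 without and 0.00237 with the replicate block at 20 h, so its call depends on the block, and 0.9005 and 0.4004 at 4 h. For the difference between 20 h and 4 h, edgeR gave adjusted p = 0.141 without and 0.00276 with the replicate block.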

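Among 50 peroxidase genes with a mean of at least 1 CPM, no gene was called at 4 h and 3 were called at 20 h, all upwards (6.00%, odds ratio 3.15 against other genes, Fisher's exact test, two-sided, p = 0.0780). In the fit with the replicate block, the calls among all 130 genes were 14 up and 5 down at 4 h and 18 up and 10 down at 20 h, and the odds ratio was 5.49 (Fisher's exact test, two-sided, p = 9.20e-09). At an unadjusted p under 0.05 without the block, 12 were up and 5 down at 4 h and 17 up and 11 down at 20 h. DESeq2 (odds ratio 7.11), the exact test of edgeR (6.63) and the fits with no expression filter (3.80), with at least 10 counts in every library (4.76) or with only the groups compared (6.90) took it past 0.05 as well.

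**Figure D3:**
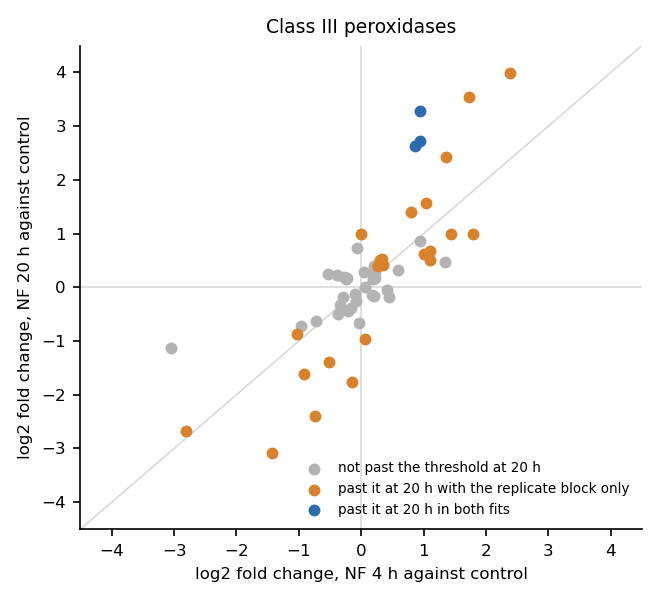
Log2 fold change of the peroxidase genes at 4 h (horizontal axis) and at 20 h (vertical axis) against the control. Blue genes were called at 20 h in both fits (3 genes), orange ones with the replicate block only, grey ones in neither.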

In the *M. truncatula* genome (Mt4.0v1), 130 genes have been annotated as peroxidases (Figure 8B), among which 54 are expressed in the root hair transcriptome including 14 (9 up and 5 down) and 20 (12 up and 8 down) responding to the 4 h and 20 h NF treatments, respectively (Table S6).

**Figure 8:**
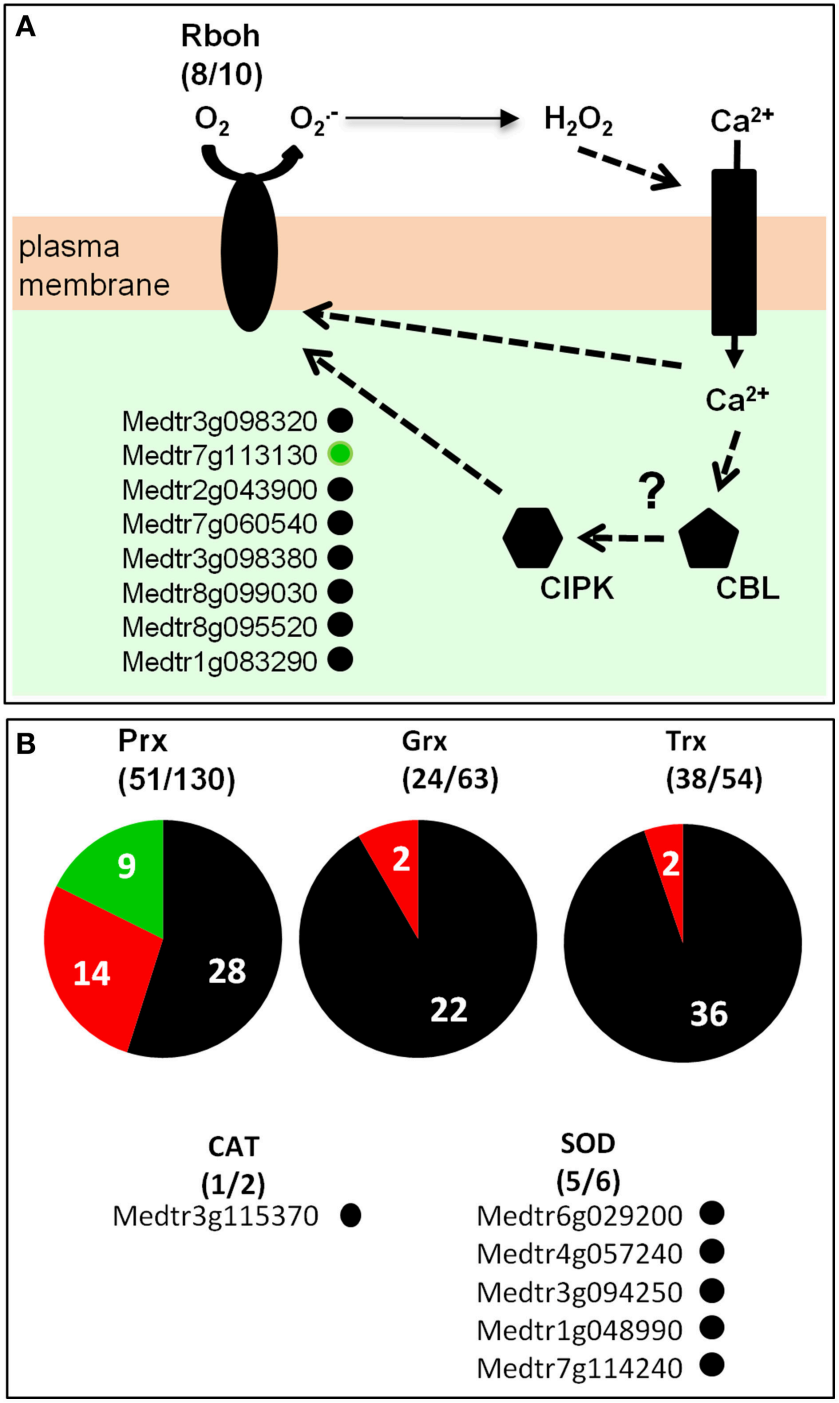
***Medicago truncatula* ROS network in root-hairs. (A)** RBOH (Respiratory Burst Oxidase Homolog) proteins catalyze the formation of superoxide anion, which is rapidly dismutated in hydrogen peroxide (H_2_O_2_) either spontaneously or by Superoxide Dismutase (SOD). H_2_O_2_ can regulate ion channels, which in turn modulate directly or indirectly RBOH activity possibly *via* calcineurin B-like-CBL-interacting protein kinase (CBL–CIPK)-mediated Ca^2+^ signaling. **(B)** Peroxidases (Prx), Glutaredoxins (Grx), Thioredoxins (Trx), catalases (CAT), and superoxide dismutases (SOD). For each gene family, the number of genes expressed in root hairs (over the total number of members of the corresponding family) is indicated. Dark gray, red, or green points or background: genes expressed in *M. truncatula* root hairs (FPKM value ≥ 1; see Table S6) that are insensitive, induced or repressed by NF treatment, respectively.

Enzymes involved in ROS detoxification, namely superoxide dismutases (SODs) and catalases, are also expressed in *M. truncatula* root hairs. Indeed, five out of the six *SOD* genes present in the *M. truncatula* genome, together with one of the two *catalase* genes (Table S6), are found as expressed in the control root hair transcriptome.

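All 6 SOD genes reached 1 CPM in the control, between 1.49 and 219 CPM. Of the 2 catalase genes, 1 reached this limit, with 673 CPM. None of these genes was called at 4 h or 20 h, with or without the replicate block, and none had an unadjusted p under 0.05 without it.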

### Legume specific genes expressed in root hairs

We investigated whether part of the *ca*. 16,000 *M. truncatula* genes identified as expressed in root hairs were specific to legume plant species. We defined legume-specific genes as protein-coding genes that have no predicted ortholog in any of the 25 non-legume species considered in our comparative analysis (Table S7). It should be noted that all the legume species included in this comparative analysis belong to the papillionid subfamily, which is the largest and most widespread legume family (Wojciechowski et al., 2004). We used the OrthoMCL software (Li et al., 2003; Fischer et al., 2011) to define groups of orthologous proteins among the predicted whole protein sets from 31 plant genomes (Table S7), including six legume genomes (three from the Phaseoloid clade, i.e., tropical or warm season legumes, and three from the Galegoid clade, i.e., temperate or cool season legumes). We identified 1176 *M. truncatula* genes expressed in root hairs and specific to legume species (Table S8). 

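Of the 1176 genes, 1009 reached 1 CPM in the control and 1041 in at least 1 treatment. With FPKM of 1 or more, the limit chosen after the CPM values had been seen, the numbers were 1063 and 1087.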

Among them, 138 genes were conserved in all the six considered legume species genomes. 

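Of these 138 genes, 128 reached 1 CPM in the control and 130 in at least 1 treatment, and 2 were called upwards and 3 downwards by the edgeR quasi-likelihood test without the replicate block.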

Comparison of the control, NF 4 h and NF 20 h transcriptomes identifies 26 and 74 legume-specific root hair expressed genes as responsive to the 4 and 20 h NF treatments, respectively, with a fold change >2 and an adjusted *p* < 0.05 (Table S8). 

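By the edgeR quasi-likelihood test 10 legume-specific genes with a change of more than 2-fold were called at 4 h and 26 at 20 h. With the replicate block there were 56 and 92. Without the 2-fold limit the block called 63 up and 42 down at 4 h, and 90 up and 82 down at 20 h. The limit also holds for the odds ratios that follow. At either time, 25 of 1018 genes with a mean of at least 1 CPM were called (2.46%), an odds ratio of 1.26 against the other genes (Fisher's exact test, two-sided, p = 0.248). The block took this ratio past 0.05 (1.48, p = 0.000384, Fisher's exact test, two-sided, here and for the rest), as did DESeq2 (1.32, p = 0.0484), the exact test of edgeR (1.38, p = 0.0144) and counting all tested genes (1.53, p = 0.0388).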

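Upregulated were 6 of the 10 genes called at 4 h (60.0%, 95% Wilson interval 31.3 to 83.2%) and 15 of the 26 called at 20 h (57.7%, 38.9 to 74.5%). With the same 2-fold limit, the replicate block gave shares of 57.1% and 44.6% and DESeq2 shares of 83.9% and 43.9%. A difference between the times was not tested.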

Up-regulation was observed in a large majority (84%) of the genes identified as displaying sensitivity to the NF 4 h treatment, and in only 43% of the genes displaying sensitivity to the NF 20 h treatment.

## Discussion

### A valuable resource to investigate root hair functions in legumes

Polarized tip growth, nutrient uptake, and communication with microsymbionts are three interconnected aspects of legume root hair biology. For instance, curling of the root hair upon NF perception involves re-orientation of polarized tip growth (Esseling et al., 2003). Also, root hair elongation can be stimulated by reduction in nutrient ion availability (Giehl and Von Wiren, 2014), inoculation with rhizobacteria (Vacheron et al., 2013) or addition of isolated lipochitooligosaccharides (Dazzo et al., 1996).

The present study has been mainly focused on the roles of legume root hairs in mineral nutrition and communication with symbiotic rhizobia. It is well-known that proteins likely to play a role in these functions, like ion channels, can be expressed at very low levels. In the case of ion channels, low expression levels are likely to result from the fact that such proteins mediate very high transport rates. In this context, our objective has been to get a deep description of the root hair transcriptome by carrying out RNA-seq analyses since this methodology allows detection of very lowly expressed transcripts (Wang et al., 2009). RNA-seq analyses have previously been reported for several *M. truncatula* tissues, including roots (Boscari et al., 2013; Camps et al., 2015; Larrainzar et al., 2015) and nodules (Boscari et al., 2013; Cabeza R., et al., 2014; Cabeza R. A., et al., 2014; Roux et al., 2014; Avenhaus et al., 2015). To our knowledge, the present report is likely to provide the first RNA-seq transcriptome for *M. truncatula* root hairs and thereby the most exhaustive transcriptome available to date for this cell type. The effects of NF perception on root hair gene expression have been investigating at 4 and 20 h post-NF application.

We identify more than 16,000 genes expressed in *M. truncatula* root hairs (FPKM ≥1; Table S2), i.e., about 55 and 60% of the number of genes expressed in nodule tissues (ca. 30,000) or in whole root tissues (25,000–27,000; Boscari et al., 2013; Roux et al., 2014), respectively. Although, an FPKM cutoff value of one as a threshold to assess expression might be questionable, it is interesting to note that a similar proportion between the numbers of genes expressed in root hairs and in whole roots has been reported in Arabidopsis (Becker et al., 2014). About 10% of the ~16,000 genes expressed in root hairs were found to be significantly responsive to the NF treatments (787 and 1533 genes to the NF 4 h and NF 20 h treatments, respectively). In another legume model, *Glycine max*, Libault et al. (2010b) have investigated root hair responses to the symbiotic bacterium *Bradyrhizobium japonicum* using two complementary transcriptomic strategies (gene chip and RNAseq). This work led to the identification of 1973 genes that were differentially expressed in response to bacterial inoculation (Libault et al., 2010b). We also compared the present data with previous analyses of gene expression in *M. truncatula* roots (Czaja et al., 2012) or root hairs (Breakspear et al., 2014) carried out at 24 h post-NF application and performed using gene chip method (Table S10). From the 1050 and 849 genes identified as sensitive to NF treatment by Czaja et al. (2012) and Breakspear et al. (2014), respectively, about 35 and 42% display the same expression profile in our transcriptome analysis. 

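The supplement lists array values for genes that the paper itself calls as responding to NF, so the sets were chosen by the response compared here. Of the genes tested and called in these counts at 20 h, 90 of 90 had the same direction as the 24 h root hair array of Breakspear et al. (95% Wilson interval 95.9 to 100%), and 93 of 100 the direction of the 24 h root array of Czaja et al. (93.0%, 86.3 to 96.6%). At 4 h, 50 of 51 shared the direction of the 6 h array of Czaja et al. (98.0%). With all tested genes in place of the called ones, 258 of 268 (96.3%) and 236 of 275 (85.8%) shared the direction at 24 h.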

Further, comparison with the single previous report on root hairs (Breakspear et al., 2014) is not straightforward since both the transcriptomic methods (gene chips vs. RNA-seq) and plant culture conditions were different. Indeed, Breakspear et al. (2014) used culture medium supplemented with aminoethoxyvinylglycine (AVG), an inhibitor of ethylene biosynthesis, probably leading to changes in hormone balance and root growth when compared with our experimental conditions. For instance, the two cytokinin response regulator genes *MtRR4* (*Medtr5g036480*) and *MtRR9* (*Medtr3g015490*) have been recently shown to be induced by NF treatment in presence of AVG, while only *MtRR9* is induced in absence of AVG (Van Zeijl et al., 2015). In agreement with this result, only *MtRR9* is identified as induced by NF in our transcriptome dataset (Table S2).

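MtRR9 (Medtr3g015490) lay at 3.00 CPM in the control, 4.83 ± 0.0847 CPM in NF 4 h and 6.07 ± 0.609 CPM in NF 20 h (n = 2), a log2 fold change of 0.68 (SE 0.24) at 4 h and 1.01 (SE 0.24) at 20 h (adjusted p = 0.441 and 0.154 without the replicate block and 0.156 and 0.0308 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Between 20 h and 4 h edgeR gave adjusted p = 0.680 without and 0.336 with the replicate block for this gene. MtRR4 (Medtr5g036480) lay at 2.54 CPM in the control, 2.52 ± 1.96 CPM in NF 4 h and 3.57 ± 0.270 CPM in NF 20 h (n = 2), a log2 fold change of −0.02 (SE 0.68) at 4 h and 0.49 (SE 0.69) at 20 h (adjusted p = 0.999 and 0.884 without the replicate block and 0.836 and 0.301 with it, same test in edgeR).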

From the 1814 candidate genes proposed to play a role in polarized tip growth in Arabidopsis root hairs (Becker et al., 2014), we identified 1339 orthologous counterparts in the *M. truncatula* genome, among which 1089 are expressed in root hairs (Table S9). This suggests that the mechanisms underlying root hair tip growth are strongly conserved between *M. truncatula* and Arabidopsis. 

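At 1 CPM or more, 1119 of the 1339 genes were detected in the control and 1135 in at least 1 treatment. The edgeR quasi-likelihood test without the block called 12 of them upwards and 8 downwards.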

Providing further support to this hypothesis, 36 genes identified as crucial for root hair development and/or growth in Arabidopsis (Kwasniewski et al., 2013) are also found to be expressed in the present *M. truncatula* root hair transcriptomes. This includes genes involved in cell wall dynamics (e.g., expansin, pectate lyase, pectinesterase), in transcription regulation (bHLH) or in signaling (LRR-RLK, protein kinase; Table S10). It is also worth to note that *M. truncatula* root hairs expressed two homologs (*Medtr6g034030* and *Medtr6g045200*) of an Arabidopsis anion channel (AtSLAH3) known to play a role in pollen tube tip growth (Gutermuth et al., 2013). 

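Medtr6g034030 lay at 64.6 CPM in the control, 78.5 ± 3.82 CPM in NF 4 h and 42.5 ± 0.8498 CPM in NF 20 h (n = 2) and Medtr6g045200 at 46.9 CPM in the control, 54.0 ± 2.73 CPM in NF 4 h and 52.4 ± 13.0 CPM in NF 20 h (n = 2). Their log2 fold changes were 0.28 (SE 0.14) at 4 h and −0.61 (SE 0.14) at 20 h (adjusted p = 0.700 and 0.140 without the replicate block and 0.195 and 0.0140 with it) and 0.21 (SE 0.24) at 4 h and 0.16 (SE 0.24) at 20 h (adjusted p = 0.947 and 0.889 without the replicate block and 0.764 and 0.907 with it) in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The direct comparison of 20 h with 4 h in edgeR gave adjusted p = 0.0943 without and 0.000601 with the replicate block for Medtr6g034030.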

Altogether, these results provide evidence that the present transcriptome datasets constitute a valuable resource to further investigate major functions of root hair biology in *M. truncatula*.

### A panoply of nutrient ion transporters that includes unexpected systems

*In silico* mining of the transcriptome dataset in order to identify plasma membrane transport systems likely to play a role in plant mineral nutrition revealed candidate genes displaying significant expression levels in root hairs, whatever the nutrient ion we considered. The present results complete previous analyses establishing a genomic inventory of *M. truncatula* transporters (Benedito et al., 2010). Altogether, the results indicate that the *M. truncatula* root hair is a cell type particularly dedicated to plant mineral nutrition. Candidate genes likely to play a role in uptake from the soil solution of the macronutrients potassium, nitrate, ammonium, phosphate, and sulfate are listed in Figure 7; Table S5.

Two families of K^+^ transport systems, named Shaker and HAK/KUP/KT, have been identified in Arabidopsis as playing a major role in K^+^ uptake from the soil solution (Véry and Sentenac, 2003). The Shaker K^+^ channel family is strongly conserved in plants, as well as its regulatory network that comprises protein kinase from the CIPK (CBL-Interacting Protein Kinase) family (Cuellar et al., 2013; Sharma et al., 2013; Véry et al., 2014). In Arabidopsis, two Shaker inward K^+^ channel genes are expressed in root hairs, *AtAKT1* and *AtKC1*, giving rise to heteromeric K^+^ channels involved in passive “low affinity” K^+^ uptake from the soil solution (Sharma et al., 2013). 

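Of the 7 inward Shaker genes, 2 reached 1 CPM: Medtr4g113530 with 129.7 CPM in the control, 87.4 ± 1.25 CPM in NF 4 h and 114 ± 17.6 CPM in NF 20 h (n = 2) and Medtr3g108320 with 853 CPM in the control, 662 ± 38.6 CPM in NF 4 h and 785 ± 197 CPM in NF 20 h (n = 2). Neither was called without the replicate block, though Medtr4g113530 was called with it at 4 h (log2 fold change −0.57 (SE 0.18), adjusted p = 0.375 without and 0.0162 with the replicate block, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). At 20 h its log2 fold change was −0.19 (SE 0.18) (adjusted p = 0.819 without and 0.201 with the replicate block, same test in edgeR), and the difference between the times gave adjusted p = 0.460 without and 0.0534 with the replicate block.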

The present transcriptome datasets indicate that only two inward Shaker channel genes are expressed in *M. truncatula* root hairs too, *Medtr4g113530* and *Medtr3g108320*, which are the closest relatives of the Arabidopsis *AtAKT1* and *AtKC1* (Figure S11). This suggests that these two genes encode Shaker subunits able to form heteromeric K^+^ channels like in Arabidopsis. It has also been shown that phosphorylation of AtAKT1 channel subunits plays a crucial activating role in regulation of inward K^+^ channel activity in roots (Sharma et al., 2013). The two calcineurin B-like calcium sensors CBL1 and CBL9 bind to the CBL-interacting protein kinase CIPK23, which then in turn phosphorylates AKT1 (Sharma et al., 2013). Interestingly, close homologs of these proteins (MtCIPK23: *Medtr2g049790*; MtCBL1: *Medtr3g091440*; MtCBL9: *Medtr4g099210*) are expressed in *M. truncatula* root hairs (Table S2). 

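The level of MtCIPK23 was 511 CPM in the control, 493 ± 24.1 CPM in NF 4 h and 466 ± 43.8 CPM in NF 20 h (n = 2). MtCBL1 lay at 96.5, 147 ± 14.0 and 131 ± 20.4 CPM and MtCBL9 at 74.6, 88.7 ± 9.56 and 87.1 ± 7.74 CPM in the same treatments (n = 2 for NF). The log2 fold change of MtCBL1 was 0.60 (SE 0.20) at 4 h and 0.44 (SE 0.20) at 20 h (adjusted p = 0.419 and 0.516 without the replicate block and 0.00730 and 0.0174 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).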

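Among 20 HAK/KUP/KT genes, 12 reached 1 CPM in the control, and Medtr4g099260 was the most highly expressed of them with 824 CPM in the control, 538 ± 34.8 CPM in NF 4 h and 848 ± 169 CPM in NF 20 h (n = 2). Its log2 fold change was −0.62 (SE 0.22) at 4 h and 0.04 (SE 0.23) at 20 h (adjusted p = 0.472 and 0.977 without the replicate block and 0.0425 and 0.925 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). From 4 h to 20 h the change had adjusted p = 0.269 without and 0.0155 with the replicate block in edgeR.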

Regarding the HAK/KUP/KT transporter family, phylogenetic and transcriptome analyses (Figure S12) identify one gene, *Medtr4g099260*, that encodes a close homolog of the K^+^ transporter AtHAK5, shown to be a major contributor to active “high affinity” K^+^ uptake in Arabidopsis roots (Gierth et al., 2005). Thus, in our experimental conditions (0.7 mM external K^+^), *M. truncatula* root hairs seem to express both passive low affinity and active high affinity K^+^ uptake systems. Last, regarding K^+^ transport, *in silico* analyses reveal that *M. truncatula* root hairs express a transport system dedicated to K^+^ secretion into the external medium, *Medtr5g077770*, which is, within the *M. truncatula* Shaker family, the single ortholog of the two Arabidopsis outwardly rectifying K^+^ channels GORK and SKOR (Figure S12), the latter one being known as displaying activation by ROS (Garcia-Mata et al., 2010). 

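Medtr5g077770 lay at 32.0 CPM in the control, 36.1 ± 1.97 CPM in NF 4 h and 32.9 ± 3.38 CPM in NF 20 h (n = 2), a log2 fold change of 0.17 (SE 0.17) at 4 h and 0.04 (SE 0.16) at 20 h (adjusted p = 0.920 and 0.971 without the replicate block and 0.600 and 0.976 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).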

Potential involvement of the Medtr5g077770 Shaker channel in establishment of nitrogen-fixing symbiosis will be discussed below.

Three families of membrane transport systems, named NPF (Nitrate transporter 1/Peptide transporter Family; Leran et al., 2014), NRT2 (Orsel et al., 2002), and NRT3 (Okamoto et al., 2006) in Arabidopsis, have been identified as playing a major role in nitrate uptake from the soil solution. The extensively studied AtNRT1.1/NPF6.3 “transceptor” is a dual affinity, bidirectional ${\text{NO}}_{3}^{-}$ transporter (Liu et al., 1999; Leran et al., 2013) as well as a ${\text{NO}}_{3}^{-}$ sensor mediating ${\text{NO}}_{3}^{-}$ regulated auxin transport, which thereby plays an important role in root development (Krouk et al., 2010a). In the root stele, AtNRT1.1/NPF6.3 is also involved in ${\text{NO}}_{3}^{-}$ secretion into the xylem sap toward the shoots (Leran et al., 2013), together with other NPF members (Lin et al., 2008; Taochy et al., 2015). 

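The control library holds 26 of 79 NPF genes at 1 CPM or more, led by Medtr5g012290 (MtNPF6.7) with 122 CPM in the control, 129 ± 0.428 CPM in NF 4 h and 151 ± 31.6 CPM in NF 20 h (n = 2). The next NPF gene lay at 59.0 CPM in the control, and at 157 and 148 CPM in the replicates of NF 4 h, above Medtr5g012290 in that treatment.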

A close homolog of AtNRT1.1/NPF6.3, *Medtr5g012290*, is the most highly expressed NPF member in *M. truncatula* root hair (Figure 7; Figure S5). Within the same NPF family, *Medtr5g093170* (MtNRT1.3/MtNPF6.8), which encodes a dual-affinity nitrate transporter similar to AtNRT1.1/NPF6.3 and demonstrated to play a role in control of root growth under N limitation (Morere-Le Paven et al., 2011), does not display expression in root hairs in our experimental conditions. NIP/LATD (*Medtr1g009200*), another NPF member from *M. truncatula*, is a high affinity ${\text{NO}}_{3}^{-}$ transporter (Bagchi et al., 2012) involved in lateral root and nodule development as well as primary root meristem maintenance (Bright et al., 2005). NIP/LATD is required for ROS homeostasis and cell elongation in roots (Zhang et al., 2014). We found this gene expressed in *M. truncatula* root hairs, although at a level ~6 times lower than that of *Medtr5g012290* (Figure S5B). 

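NIP/LATD (Medtr1g009200) lay at 22.2 CPM in the control, 17.0 ± 0.901 CPM in NF 4 h and 18.4 ± 3.63 CPM in NF 20 h (n = 2). In the control the ratio of MtNPF6.7 to NIP/LATD was 5.47, without a replicate for either value.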

*Medtr5g093170*/MtNRT1.3, which is a dual-affinity ${\text{NO}}_{3}^{-}$ transporter able to transport ABA and to mediate ${\text{NO}}_{3}^{-}$ inhibitory effects on primary root growth (Morere-Le Paven et al., 2011; Pellizzaro et al., 2014), was not expressed in root hairs in our experimental conditions.

In the NRT2 family, AtNRT2.1 is a ${\text{NO}}_{3}^{-}$ inducible-, high affinity ${\text{NO}}_{3}^{-}$ transporter (Li et al., 2007) and plays a key role in coordinating root development with ${\text{NO}}_{3}^{-}$ availability (Remans et al., 2006). *Medtr4g057890* and *Medtr4g057865*, close homologs to AtNRT2.1 (Pellizzaro et al., 2014), are expressed in *M. truncatula* root hairs (Figure 7; Figure S6). 

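Medtr4g057890 lay at 34.9 CPM and Medtr4g057865 at 31.3 CPM in the control. As the copies are nearly identical and shared pairs were not counted, the split between them is uncertain.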

Within the Arabidopsis NRT3 family, AtNRT3.1 has been shown to physically interact with AtNRT2.1 to form functional heteromeric transport systems that provide the major contribution to high affinity ${\text{NO}}_{3}^{-}$ uptake from the soil (Yong et al., 2010). *Medtr4g104730*/MtNAR2.1 and *Medtr104700*/MtNAR2.2, the two Medicago homologs of AtNRT3.1, were by far most highly ${\text{NO}}_{3}^{-}$ transport-related genes expressed in Medicago root hairs in our study, suggesting a major role for these genes in ${\text{NO}}_{3}^{-}$ transport in *M. truncatula* root hairs.

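MtNAR2.1 reached 152 CPM and MtNAR2.2 7.24 CPM in the control, each uncertain because pairs shared between near-identical copies were left out of the counting.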

Within the *M. truncatula* ammonium transporter family named AMT, the two members recently shown to have the highest levels of expression in roots as well as in shoots, *MtAMT1;1/Medtr1g045550* and *MtAMT2;1/Medtr7g069640* (Straub et al., 2014), are both expressed in root hairs (Figure 6; Figure S8). In contrast, the ammonium transporter *MtAMT2;3* (*Medtr8g074750*), which has been proposed to play a role in the uptake of ${\text{NH}}_{4}^{+}$ ions released by the fungus in plants engaged in arbuscular mycorrhizal (AM) symbiosis with *Glomus intraradices* (Breuillin-Sessoms et al., 2015), is not expressed in root hairs.

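MtAMT1;1 lay at 277 CPM in the control, 222 ± 13.0 CPM in NF 4 h and 136 ± 2.93 CPM in NF 20 h (n = 2) and MtAMT2;1 at 23.0 CPM in the control, 20.9 ± 1.15 CPM in NF 4 h and 14.4 ± 1.44 CPM in NF 20 h (n = 2). The log2 fold changes at 20 h were −1.03 (SE 0.15) for MtAMT1;1 (adjusted p = 0.0481 without and 0.000765 with the replicate block) and −0.68 (SE 0.17) for MtAMT2;1 (adjusted p = 0.181 without and 0.0120 with the replicate block), and at 4 h −0.32 (SE 0.15) (adjusted p = 0.668 without and 0.206 with the replicate block) and −0.14 (SE 0.17) (adjusted p = 0.955 without and 0.447 with the replicate block, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). A fit with only the control and NF 20 h, in place of all libraries, lost the call of MtAMT1;1 at 20 h, and its levels at 20 h and 4 h were compared directly (log2 ratio −0.71 (SE 0.13), adjusted p = 0.127 without and 0.00148 with the replicate block, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). For MtAMT2;1 this comparison in edgeR gave adjusted p = 0.243 without and 0.0193 with the replicate block.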

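MtAMT2;3 lay at 0.110 CPM in the control, 0.190 ± 0.236 CPM in NF 4 h and 0.218 ± 0.140 CPM in NF 20 h (n = 2). Of the 11 AMT genes, 4 reached 1 CPM in the control and 5 in at least 1 treatment.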

Evidence is available that root Pi uptake and transport is mainly mediated by transporters belonging to the PHT1 family (Nussaume et al., 2011). At least five members from the PHT1 family (out of 13) are expressed in *M. truncatula* root hairs (Figure 6; Table S5). This is in agreement with the hypothesis that root hairs play an essential role in plant Pi nutrition. It should also be noted that root hairs do not express *MtPT4*/*Medtr1g028600* and *MtPT8/Medtr5g068140*, two members from the PHT family shown to be induced upon AM symbiosis and then to contribute to the uptake of Pi ions released by the fungal membrane (Javot et al., 2011; Breuillin-Sessoms et al., 2015). Thus, it is tempting to speculate that, within large families of membrane transport systems such as the AMT and PHT families, some members have been specialized, maybe in terms of sensitivity to external pH, membrane polarization, or substrate concentration, in order to cope with the external conditions prevailing in either the soil solution or the apoplastic medium at the plant-microorganism interface.

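Of the 13 PHT1 genes, 8 reached 1 CPM in the control, and 6 reached 2 CPM. Some belong to a cluster of near-identical copies whose shared pairs were not counted, so the number is uncertain.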

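MtPT4 and MtPT8 had 0 counts in each of the 5 libraries, so their levels lay under the floor of a count of 3.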

*M. truncatula* root hairs can be assumed to also provide a major contribution to sulfate nutrition since they express *MtSULTR1.1/Medtr2g008470* and *MtSULTR1.2/Medtr3g073780*, which encode the closest homologs of the Arabidopsis *AtSult1;1* and *AtSult1;2* (Figure 7; Figure S10), the major contributors to high affinity sulfate uptake from the soil in Arabidopsis roots (Rouached et al., 2009). It is worth to note that while these genes are down-regulated in root hairs following NF treatment (Table S5), they are highly induced in mycorrhized *M. truncatula* roots as compared to non-mycorrhized roots whatever the growth medium S content (Gao et al., 2014; Wipf et al., 2014). In contrast, MtSULTR3.4b/*Medtr4g011970*, which has not been considered as expressed in control root hairs (FPKM < 1), is highly induced following NF treatment by almost 20 times. Thus, the route for sulfate nutrition appears different under normal condition or upon mycorrhiza or nitrogen-fixing symbiosis.

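In the control, MtSULTR1.1 lay at 84.4 CPM and MtSULTR1.2 at 16.1 CPM. Of the 14 SULTR genes, 5 reached 1 CPM in the control and 7 in at least 1 treatment.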

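MtSULTR1.1 (Medtr2g008470) changed by log2 −0.85 (SE 0.78) at 4 h and −0.07 (SE 0.79) at 20 h (adjusted p = 0.914 and 0.989 without the replicate block and 0.0236 and 0.0873 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). In the fit with the block its log2 fold changes were −1.53 and −1.06. Its level in NF 4 h was 46.9 ± 13.6 CPM (n = 2), and its replicates in NF 20 h lay apart at 131 and 29.8 CPM. For its difference between the times edgeR gave adjusted p = 0.841 without and 0.404 with the replicate block. MtSULTR1.2 (Medtr3g073780) reached 8.63 ± 0.329 CPM in NF 4 h and 7.51 ± 2.76 CPM in NF 20 h (n = 2), a log2 fold change of −0.90 (SE 0.32) at 4 h and −1.10 (SE 0.32) at 20 h (adjusted p = 0.461 and 0.239 without the replicate block and 0.0178 and 0.00564 with it, same test in edgeR). The replicate block thus decides whether the decrease of these genes is called.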

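MtSULTR3.4b lay at 0.483 CPM in the control, 6.68 ± 2.78 CPM in NF 4 h and 6.23 ± 1.73 CPM in NF 20 h (n = 2), a log2 fold change of 3.79 (SE 0.58) at 4 h and 3.68 (SE 0.58) at 20 h (adjusted p = 0.0758 and 0.0539 without the replicate block and 0.000235 and 0.000179 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).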

Two families of genes encoding membrane transporters, PHO1 and HKT, comprise members whose expression in *M. truncatula* root hairs could not be anticipated based on the present knowledge available in Arabidopsis or other plant species. The corresponding genes for the PHO1 family are *Medtr7g011330* and *Medtr1g075640* (Figure 6; Figure S9). Indeed, in Arabidopsis members from the PHO1 family (11 members), mainly PHO1 and PHO1; H1, are involved in Pi translocation into the xylem sap toward the shoots (Poirier et al., 1991; Hamburger et al., 2002; Stefanovic et al., 2007). Furthermore, direct evidence has been obtained that PHO1 is endowed with the capacity to mediate Pi secretion into the external (apoplasm) medium (Stefanovic et al., 2011; Arpat et al., 2012). It is thus tempting to speculate that the close homologs of PHO1 that are expressed in *M. truncatula* root hairs mediate secretion of Pi ions previously taken up by members from the PHT phosphate transporter family.

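Of 10 PHO1 genes, 2 reached 1 CPM: Medtr7g011330 with 53.5 CPM in the control, 81.7 ± 22.0 CPM in NF 4 h and 94.9 ± 16.9 CPM in NF 20 h (n = 2) and Medtr1g075640 with 38.5 CPM in the control, 54.6 ± 15.1 CPM in NF 4 h and 50.0 ± 1.37 CPM in NF 20 h (n = 2). Log2 fold changes were 0.61 (SE 0.29) at 4 h and 0.83 (SE 0.29) at 20 h for Medtr7g011330 (adjusted p = 0.655 and 0.337 without the replicate block and 0.00460 and 0.000844 with it) and 0.51 (SE 0.26) at 4 h and 0.38 (SE 0.25) at 20 h for Medtr1g075640 (adjusted p = 0.699 and 0.712 without the replicate block and 0.0489 and 0.0705 with it) in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The times were compared directly for Medtr1g075640 (adjusted p = 0.944 without and 0.732 with the replicate block in edgeR).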

The HKT family comprises a single member in Arabidopsis, like in poplar and many dicots (Véry et al., 2014). Electrophysiological characterization of the Arabidopsis HKT, AtHKT1, the founder of plant HKT subfamily 1, has revealed a strong selectivity for Na^+^ against K^+^ and other cations, and no current rectification (Berthomieu et al., 2003). In other words, this transporter has the capacity to mediate Na^+^ uptake as well as secretion. It has been shown to be expressed in the plant vasculature, where it plays a role in desalinization of the ascending xylem sap in roots and recirculation of Na^+^ ions from shoots to roots via the phloem sap. Loss of function of this transporter results in increased plant sensitivity to salinity (Berthomieu et al., 2003). It is intriguing that the dicot *M. truncatula* possesses 4 HKT transporters, one of which displays expression in root hairs (*Medtr6g092840*; Figure 6; Figure S21). 

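Medtr6g092840 lay at 4.96 CPM in the control, 2.04 ± 0.248 CPM in NF 4 h and 11.2 ± 2.48 CPM in NF 20 h (n = 2). Its log2 fold change was −1.28 (SE 0.28) at 4 h and 1.17 (SE 0.29) at 20 h (adjusted p = 0.177 and 0.170 without the replicate block and 0.0140 and 0.0271 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and between 20 h and 4 h the log2 ratio was 2.45 (SE 0.24) (adjusted p = 0.0848 without and 0.000204 with the replicate block, same test in edgeR).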

One may wonder whether such a number of HKT transporters contribute to *M. truncatula* tolerance to salt stress. This raises also the question of the actual roles of HKT transporters in root hairs and whether these roles involve Na^+^ uptake or secretion.

Finally, regarding nutrient ion transport in *M. truncatula* root hairs, it is worth to note that the equipment of this cell type in plasma membrane transporters or channels is likely to confer on it the capacity to secrete all the above considered nutrient ions, including Pi. Secretion of K^+^ and ${\text{NO}}_{3}^{-}$ into the external medium could play a role in the control of transmembrane electrical gradient and/or of internal water potential or pH upon abiotic stresses (Ivashikina et al., 2001; Segonzac et al., 2007). The physiological meaning of Pi secretion toward the external medium is however more difficult to decipher. A hypothesis would be that such equipment in secretion systems plays a direct role in the overall process allowing translocation of nutrient ions toward the inner tissues. This would involve polarized localization (or polarized activity) of the systems dedicated to secretion of nutrient ions, allowing root hairs to secrete ions into the root apoplasm toward neighboring cortical cells and not toward the external solution. Such an apoplastic step in the migration of ions toward the stele and xylem sap would make sense if diffusion through root hair plasmodesmata toward the cortical cells was a limiting step in the overall radial transport process.

### A repertoire of plasma membrane transport systems likely to play a role in early NF signaling

Early signaling events triggered by NF perception are changes in ion fluxes across the cell membrane, resulting in electrical and calcium signaling. The current model is that NF perception by root hair membrane receptors leads to an inhibition of the rate of H^+^ excretion by plasma membrane proton pumps and to an activation of calcium and anion channels, allowing Ca^2+^ influx and anion efflux. These events induce a strong depolarization of the cell membrane. This depolarization activates voltage-sensitive K^+^ channels, giving rise to an efflux of K^+^ ions, which results in membrane repolarization (Felle et al., 1996, 1998, 1999; Bouteau et al., 1999; Kurkdjian et al., 2000; for review, Oldroyd, 2013). At the molecular level, the present knowledge about the systems involved in these early NF signaling events is very low. Candidate genes listed in Figure 7 would however deserve to be tested by genetic and physiological analyses for a role in this signaling.

Plant plasma membrane proton pumps are encoded by the AHA gene family (Nguyen et al., 2015), which comprises five subfamilies in higher plants (Falhof et al., 2016). Eleven AHA genes are present in Arabidopsis and 13 in *M. truncatula*. 

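The supplement lists 12 AHA genes with a Medtr identifier. In the control 7 of them reached 1 CPM, and 8 did in at least 1 treatment.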

Our data indicate that *M. truncatula* express five from these 13 genes in root hairs (Figure S13). Three genes, *Medtr4g127710, Medtr2g036650*, and *Medtr6g011310*, which have been recently named *MtAHA4, MtAHA5*, and *MtAHA6* (Nguyen et al., 2015), respectively, display much higher expression levels than the others. 

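MtAHA4 (Medtr4g127710) lay at 1051 CPM in the control, 1053 ± 69.1 CPM in NF 4 h and 1044 ± 132 CPM in NF 20 h (n = 2) and MtAHA6 (Medtr6g011310) at 92.0 CPM in the control, 106 ± 23.5 CPM in NF 4 h and 99.2 ± 13.2 CPM in NF 20 h (n = 2). MtAHA4 kept its level (log2 fold change 0.00 (SE 0.20) at 4 h and −0.01 (SE 0.20) at 20 h, adjusted p = 1.00 and 0.994 without the replicate block and 0.719 and 0.748 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). MtAHA6 changed by 0.20 (SE 0.24) at 4 h and 0.11 (SE 0.24) at 20 h (adjusted p = 0.949 and 0.932 without the replicate block and 0.116 and 0.178 with it, same test in edgeR).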

Interestingly, phosphoproteomic analyses of *M. truncatula* whole roots have revealed that 1 h treatment with NF leads to an increase in the phosphorylation status of the auto-inhibitory C-terminal domain of MtAHA5 pumps (Rose et al., 2012). Further, analyses have revealed that such a phosphorylation is likely to result in an increase in H^+^ pumping activity of these proteins (Nguyen et al., 2015). This could play a role in repolarization of the cell membrane following the initial NF-induced depolarization. On the other hand, this report does not provide information about the molecular mechanisms underpinning the initial inhibition of H^+^ secretion and membrane depolarization triggered by NF perception (Felle et al., 1996, 1998). Since the depolarization has been shown to occur very rapidly after NF perception, within a few minutes, it should essentially involve post-translational regulation. It is however worth to note that the present transcriptome data reveal a significant inhibition of *MtAHA5* expression (5 fold) as well as an increase in *MtAHA1* expression (80 fold) in response to NF treatment. 

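MtAHA5 (Medtr2g036650) fell from 389.9 CPM in the control to 127 ± 11.2 CPM in NF 4 h and 136 ± 42.5 CPM in NF 20 h (n = 2), a log2 fold change of −1.62 (SE 0.28) at 4 h and −1.52 (SE 0.28) at 20 h. The decrease at 4 h was 3.07-fold without and 3.30-fold with the replicate block. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment gave adjusted p = 0.0975 and 0.0796 without the replicate block and 0.00109 and 0.00117 with it, so only the fit with the block calls it. MtAHA1 (Medtr8g006790) rose to 49.0 ± 22.7 CPM in NF 4 h (n = 2), with a log2 fold change of 6.12 (SE 0.69) (adjusted p = 0.0377 without and 2.61e-06 with the replicate block, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).

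**Figure D4:**
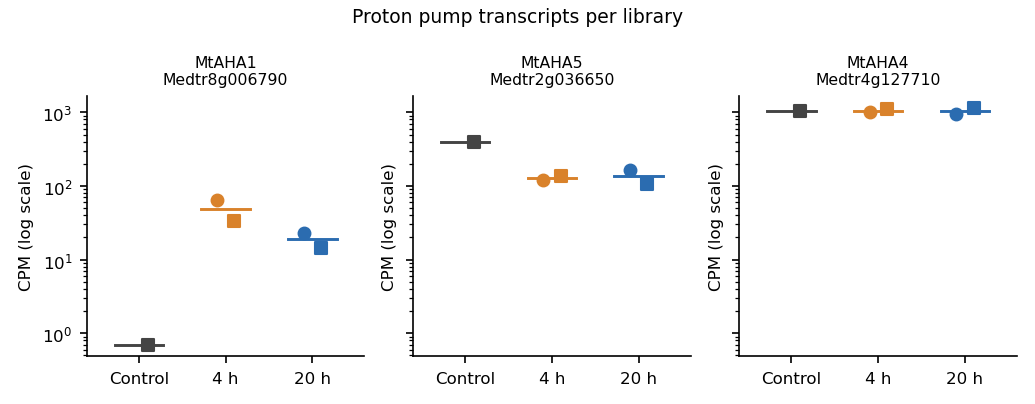
CPM per library (vertical axis, log scale) of MtAHA1, MtAHA5 and MtAHA4 in the control, NF 4 h and NF 20 h, circles for replicate 1, squares for replicate 2, bars for means. MtAHA1 rises 69.5-fold at 4 h while MtAHA5 falls 3.07-fold.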

*MtAHA1* had already been reported to be induced by both NFs and *S. meliloti* (Breakspear et al., 2014). *MtAHA1* has been shown to be specifically expressed in arbuscule-containing root cells and to be required for development of functional arbuscules (Krajinski et al., 2002, 2014; Wang et al., 2014). 

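MtAHA1 (Medtr8g006790) lay at 0.702 CPM in the control, above the floor of a count of 3, and at 18.8 ± 6.25 CPM in NF 20 h (n = 2), where its log2 fold change was 4.74 (SE 0.66) (adjusted p = 0.0425 without and 5.98e-06 with the replicate block, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). From 4 h to 20 h its level changed by log2 −1.38 (SE 0.38), with adjusted p = 0.259 without and 0.000229 with the replicate block (same test in edgeR), so the order of the time points is called with the block only.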

In our analyses, *MtAHA1* is not expressed in the control condition but strongly induced in the NF conditions (with a strongest induction at 4 h). Clearly, further genetic and biochemical analyses of the regulation and roles of the AHA pumps displaying expression in root hairs would be very useful. For instance, constitutively hyper-active AHA mutant pumps (genetically engineered based on the knowledge available in the Arabidopsis AHA family: Merlot et al., 2007) could be expressed in *M. truncatula* root hairs to assess the role of cell membrane depolarization in the early NF transduction pathway.

Regarding Ca^2+^, several gene families, amongst which the CNGC, GLR, ANN, MCA, and CSC/OSCA families, might encode channels involved in the initial Ca^2+^ influx and signals. The fact that, in animals, the CNGC, and GLR families play central roles in major signaling pathways has constituted a strong stimulus motivating extensive investigations of the roles of these systems in plants (Hedrich, 2012). Unfortunately, expression and functional characterization of plant CNGC and GLR has remained difficult or even unsuccessful in classical heterologous systems such as Xenopus oocytes, and the present knowledge about the transport activities of these systems is still quite unsatisfactory (Hedrich, 2012). It is thus very likely that progress in their functional characterization will essentially come from *in planta* investigations based on (electro) physiological and cell imaging analyses in mutant plants. Nonetheless, the fact that the plant CNGC and GLR families are relatively large, e.g., 20 CNGC and 20 GLR in Arabidopsis, 22 and 18 in *M. truncatula*, is likely to result in strong redundancy, at least in standard environmental conditions, and thus to render such analyses highly challenging. 

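At 1 CPM or more in the control, 10 of 22 CNGC genes and 10 of 18 GLR genes were detected. At FPKM of 1 or more, the limit chosen after the CPM values had been seen, the control held 9 of each.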

For instance, our present data identify 8 CNGC and 10 GLR (Table S5) genes as significantly expressed in *M. truncatula* root hairs. 

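In the control, the detected CNGC genes ran from 1.23 to 283 CPM, a ratio of 230.02, and the detected GLR genes from 2.19 to 207 CPM, a ratio of 94.3.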

Interestingly however, for each of these two families, the expression levels of the genes expressed in this cell type vary within a very large range, by two orders of magnitude. It should also be mentioned that only few of them are regulated following 20 h NF treatment and none at the early time point. 

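No CNGC or GLR gene was called at 4 h or at 20 h by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, while 2 CNGC and 6 GLR genes had an unadjusted p under 0.05. The replicate block brought the calls to 4 CNGC and 5 GLR genes at either time.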

In this context, reverse genetics approaches to decipher the roles of these channels in early electrical signaling following NF treatment could be targeted to the genes displaying the highest levels of expression in root hairs. In plants, annexins are described as potential Ca^2+^-permeable channels involved in Ca^2+^ and ROS signaling (Laohavisit et al., 2010, 2012). In addition, annexins displayed phospholipid and F-actin binding activity suggesting a role in cytoskeleton rearrangements, membrane trafficking processes, and cell expansion. 

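Of the 20 annexin genes, 9 reached 1 CPM in the control and 10 in at least 1 treatment.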

The Medicago genome contains 20 *Ann* genes, and about half of them are expressed in root hairs (Figure S19). Our data indicate that four from these genes are up-regulated by NF and one (*Medtr8g038210/MtAnn1*) is specifically expressed under NF treatment (Table S5) as it has already been reported (Breakspear et al., 2014). 

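MtAnn1 lay at 0.395 CPM in the control, 8.78 ± 5.56 CPM in NF 4 h and 73.0 ± 31.9 CPM in NF 20 h (n = 2), a log2 fold change of 4.47 (SE 0.93) at 4 h and 7.52 (SE 0.99) at 20 h (adjusted p = 0.160 and 0.0377 without the replicate block and 7.87e-05 and 1.45e-06 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). The difference between 20 h and 4 h was 3.05 (SE 0.53) (adjusted p = 0.124 without and 1.18e-05 with the replicate block, same test in edgeR). MtAnn1 was the only annexin gene called, and 4 annexin genes were called with the block, all upwards. Annexin copies share pairs that were not counted, so their levels are uncertain.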

Interestingly, a close association between ANN1 expression and rhizobial infection has been previously shown (De Carvalho Niebel et al., 1998). *MtAnn1* protein displays a cytoplasmic localization but preferentially accumulates at the nuclear periphery of rhizobia-activated outer cortical cells, suggesting a role in the induction of Ca^2+^ spiking observed in rhizobial symbiosis (De Carvalho-Niebel et al., 2002).

With respect to the depolarizing efflux of anions, two candidate gene families can be thought about, the SLAC (Figure S14) and ALMT (Figure S15) families (Hedrich, 2012). 

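The SLAC family lists 6 genes, of which 4 reached 1 CPM in the control. Besides Medtr6g045200 and Medtr6g034030 these are genes with 1.67 and 1.45 CPM.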

Two members from the SLAC family, *Medtr6g045200* and *Medtr6g034030*, display high levels of expression in *M. truncatula* root hairs (Figure S14B) and they both are close homologs of the Arabidopsis AtSLAH3, which has been proposed to mediate anion efflux in Arabidopsis pollen tubes (Gutermuth et al., 2013). It is worthy to note that the genes encoding their regulatory kinases CPKI and II are also expressed in the root hair (Figure 7). In Arabidopsis, SLAC anion channels are activated by kinases from CPK (Ca^2+^-Dependent Protein Kinase) subfamilies I and II (Negi et al., 2008; Geiger et al., 2010). At least 13 CPK (7 from the CPK I subfamily and 6 from CPK II subfamily) potentially involved in SLAC channels activation are expressed in *M. truncatula* root hairs (Figure 7). 

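All 7 CPK I and 6 CPK II genes of this list reached 1 CPM in the control, from 7.33 to 264 CPM.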

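Of 17 ALMT genes, 2 reached 1 CPM in the control and 3 in at least 1 treatment.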

Three ALMT genes are expressed in *M. truncatula* root hairs. In Arabidopsis, the ALMT family comprises 14 members, which are distributed into four clades, as also found in *M. truncatula* (Figure S15). ALMT are active either at the plasma membrane or at the vacuolar membrane (Barbier-Brygoo et al., 2011). 

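Medtr7g094770 lay at 0.0219 CPM in the control, 0.421 ± 0.0900 CPM in NF 4 h and 2.79 ± 1.28 CPM in NF 20 h (n = 2), the control under the floor of a count of 3, a log2 fold change of 4.10 (SE 1.05) at 4 h and 6.81 (SE 0.94) at 20 h (adjusted p = 0.231 and 0.0396 without the replicate block and 0.0454 and 0.000577 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and its log2 ratio between 20 h and 4 h was 2.71 (SE 0.47) (adjusted p = 0.121 without and 0.00102 with the replicate block, same test in edgeR). Medtr1g115190 lay at 21.7 CPM in the control, 27.1 ± 4.94 CPM in NF 4 h and 41.5 ± 1.75 CPM in NF 20 h (n = 2), a log2 fold change of 0.32 (SE 0.20) at 4 h and 0.94 (SE 0.21) at 20 h (adjusted p = 0.813 and 0.131 without the replicate block and 0.483 and 0.00719 with it, same test in edgeR), and its log2 ratio between 20 h and 4 h was 0.62 (SE 0.16) (adjusted p = 0.240 without and 0.00706 with the replicate block).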

In our study we found three ALMT genes expressed in root hairs, two of these, *Medtr7g094770* and *Medtr1g115190*, are up-regulated at 20 h post-NF application. They are homologous to AtALMT12 which is shown to encode a component of the R-type/QUAC anion current involved in guard cell signaling and requiring malate for activation (Meyer et al., 2010).

K^+^ channel activity encoded by the Shaker family is thought to dominate the plasma membrane conductance to K^+^ in most cell types in Arabidopsis (Lebaudy et al., 2007). Although this family is highly conserved in plants (Véry et al., 2014), the *M. truncatula* genome harbors a single outwardly rectifying Shaker K^+^ channel gene, *Medtr5g077770*, while two channels of this functional type have been identified in Arabidopsis, GORK, and SKOR. GORK is expressed in guard cells, where it mediates K^+^ efflux involved in stomatal closure (Hosy et al., 2003). It is also expressed in Arabidopsis root hairs, where its physiological role is still rather mysterious (Ivashikina et al., 2001). SKOR is expressed in root stele tissues where it contributes to K^+^ secretion into the xylem sap toward the shoots (Gaymard et al., 1998). Thus, the K^+^ channel encoded by *Medtr5g077770* is the single candidate from the Shaker family that can be proposed to play a role in cell membrane repolarization during the early electrical response to NF, besides being involved in stomatal movements and in K^+^ secretion into the xylem sap.

The presence of mechanosensors (MS) channels in the root hair plasma membrane, able to rapidly transduce mechanical forces into ion fluxes and electrical signals, is worth considering since adhesion of the microsymbiont and curling of root hair might elicit local mechanical constraints. In plants, MS channels are encoded by at least four small gene families, MscS-like (MSL; Haswell and Meyerowitz, 2006), Mid1-Complementing Activity (MCA; Kurusu et al., 2013), Piezo (Coste et al., 2012), and one larger family, CSC/OSCA (Hou et al., 2014; Yuan et al., 2014). Arabidopsis displays 10 MSL genes, which are distributed into two clades. Clade I comprises genes encoding proteins localized in endomembranes while clade II comprises proteins predicted or shown to be targeted to the plasma membrane (Haswell and Meyerowitz, 2006; Haswell et al., 2008). 

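In the control, 6 of 10 MSL genes reached 1 CPM. Medtr3g104940 lay at 14.6 CPM in the control, 10.5 ± 1.02 CPM in NF 4 h and 9.39 ± 2.87 CPM in NF 20 h (n = 2) and Medtr1g113850 at 4.17 CPM in the control, 4.45 ± 0.916 CPM in NF 4 h and 4.11 ± 0.0805 CPM in NF 20 h (n = 2).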

Two *MtMSL* of clade II are expressed in *M. truncatula* root hairs (Figure S16), *Medtr3g104940* and *Medtr1g113850*. They encode close relatives of the well-described Arabidopsis AtMSL10 and AtMSL8, which have been shown to be gated by membrane stretching. AtMSL10 is more permeable to anions (Cl^−^ and ${\text{NO}}_{3}^{-}$) than to cations (Haswell et al., 2008; Maksaev and Haswell, 2012). The pollen-specific AtMSL8 channel has been proposed to be involved in sensing of mechanical stress induced by hypoosmotic shock (Hamilton et al., 2015).

MCA channels have been initially identified in Arabidopsis and exhibit 10% identity to yeast Mid1 (Nakagawa et al., 2007). *M. truncatula*, like Arabidopsis, possesses two MCA genes, and one of them (*Medtr5g022670*) is expressed in root hairs (Figure S16). 

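Medtr5g022670 lay at 5.37 CPM in the control, 4.26 ± 0.252 CPM in NF 4 h and 5.33 ± 0.468 CPM in NF 20 h (n = 2), a log2 fold change of −0.33 (SE 0.23) at 4 h and −0.01 (SE 0.23) at 20 h (adjusted p = 0.839 and 0.994 without the replicate block and 0.542 and 0.893 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).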

Available information on plant MCA provides support to a model wherein these proteins either are themselves MS Ca^2+^ channels or are closely associated with the activity of an MS calcium channel (Nakagawa et al., 2007; Yamanaka et al., 2010; Kurusu et al., 2012). It is noteworthy that the Arabidopsis MCA1 is likely to play a role in root mechanosensing and growth as suggested by a defect in root entry into hard agar of *mca1* mutant plants (Nakagawa et al., 2007; Yamanaka et al., 2010).

The present knowledge on the CSC/OSCA family (Hou et al., 2014; Yuan et al., 2014), which comprises 15 members in Arabidopsis and 13 members in *M. truncatula*, is still rather low. The two members identified in Arabidopsis, AtCSC1 (Hou et al., 2014), and AtOSAC1 (Yuan et al., 2014), have been shown to be activated upon hyperosmotic shocks and then to behave as poorly selective cation channels permeable to Ca^2+^. 

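The same number, 9, reached 1 CPM in the control, from 2.65 to 190.1 CPM.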

Among the 13 members of this family in *M. truncatula*, nine are expressed in root hairs (Figure S16; Table S5). Finally, the functional properties and physiological roles of Piezo family are still unknown in plant. The Piezo channel protein initially identified in mouse is an essential component of a cationic non-selective MS channel (Coste et al., 2012). 

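The PIEZO gene Medtr1g089760 lay at 85.4 CPM and Medtr7g113930 at 14.1 CPM in the control. Medtr1g089760 changed by log2 −0.34 at 20 h (adjusted p = 0.823 without and 0.0223 with the replicate block, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and between 20 h and 4 h edgeR gave adjusted p = 0.977 without and 0.636 with the replicate block.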

*M. truncatula* has two homologs of the mouse Piezo, both expressed in root hairs (Figure S20) while only one homolog is present in Arabidopsis.

### A promising view of the ROS network in root-hairs

NADPH oxidases (RBOHs) have been shown to be important actors involved in ROS production in plants (Marino et al., 2012; O'brien et al., 2012. In *M. truncatula*, 8 out of its 10 *Rboh* genes are expressed in root hairs (Figure 8; Figure S21; Table S6), including the highly expressed gene (FPKM > 200) *MtRbohD*, which is the closest ortholog of Arabidopsis *AtRbohC* (Foreman et al., 2003), and *MtRbohF*, whose expression in root hairs was already reported (Marino et al., 2011). 

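MtRbohF lay at 124 CPM in the control, 160.4 ± 40.3 CPM in NF 4 h and 148 ± 38.7 CPM in NF 20 h (n = 2). Its log2 fold change was 0.38 (SE 0.31) at 4 h and 0.26 (SE 0.31) at 20 h (adjusted p = 0.894 and 0.864 without the replicate block and 0.0144 and 0.0266 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).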

*MtRbohF* is the closest homolog of the two Arabidopsis NADPH oxidases *AtRbohH* and *AtRbohJ*. In Arabidopsis tip-growing pollen tubes, these two NADPH oxidases generate pulsating tip-localized H_2_O_2_ production that functions, possibly through Ca^2+^ channel activation, to maintain a steady tip-focused Ca^2+^ gradient during growth (Boisson-Dernier et al., 2013). Loss of function of *AtRbohC* in Arabidopsis (Foreman et al., 2003) and of a monocot-specific *Rboh* gene in maize plants (Nestler et al., 2014) has been reported to result in root-hairless phenotype. In *M. truncatula*, none of the investigations performed so far into the effects of loss-of-function mutations in *Rboh* genes (*RbohA*, Marino et al., 2011; *RbohC*, Zhang et al., 2014; *RbohE*, Belmondo et al., 2016) has revealed any root hair phenotype, suggesting strong gene redundancy. However, such analyses have not yet targeted the two genes, *MtRbohD* and *MtRbohF*, which are identified by our transcriptome data as the most highly expressed in root hairs.

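MtRbohD leads the family in each of the libraries analysed. In the control the next levels were those of a member not named in the paper (185 CPM) and of MtRbohG, and MtRbohF followed as the fourth.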

In addition to NADPH oxidases, other enzymes, namely class III peroxidases (PRXs), are involved in H_2_O_2_ production during plant-pathogen interaction (Kadota et al., 2015). PRXs that are mainly localized in cell wall have been shown to play a role in cell wall remodeling (Francoz et al., 2015). 

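In the control 54 of the 130 genes reached 1 CPM, and 56 did in at least 1 treatment. The highest level in the control was 2046 CPM.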

The present transcriptome data identify more than 50 PRX genes as displaying expression in root hairs (Figure 8; Table S6). Sensitivity of such peroxidases to NF treatment in our experimental conditions is discussed later.

Transcription factors regulating the expression of peroxidases have been identified (Tsukagoshi et al., 2010; Sundaravelpandian et al., 2013). UPBEAT1, a basic helix-loop-helix (bHLH) root transcription factor, has been shown to regulate the expression of several peroxidases that fine-tune ROS accumulation between the zone of cell proliferation and cell elongation where differentiation begins (Tsukagoshi et al., 2010). 

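Medtr1g096530 lay at 10.9 CPM in the control, 17.8 ± 11.1 CPM in NF 4 h and 15.3 ± 11.4 CPM in NF 20 h (n = 2). Its log2 fold change was 0.71 (SE 0.82) at 4 h and 0.49 (SE 0.81) at 20 h (adjusted p = 0.947 and 0.906 without the replicate block and 0.00251 and 0.00594 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). In the fit with the block its log2 fold changes were 1.31 and 1.02.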

A putative ortholog of UPBEAT1 is found in *M. truncatula* (*Medtr1g096530*), and our transcriptome data reveal expression of this gene in root hairs (Table S2). More recently, mutations in the Mediator subunit *MED25/PFT1* gene, which encodes part of a complex that docks transcription factors bound to enhancers with core promoter components, have been shown to result in compromised root hair development, due to altered expression of a set of H_2_O_2_-producing class III peroxidases (Sundaravelpandian et al., 2013). An *M. truncatula* PFT1 ortholog, *Medtr5g054680*, is expressed in root hairs (Table S2). 

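Medtr5g054680 lay at 64.3 CPM in the control, 60.2 ± 2.95 CPM in NF 4 h and 52.7 ± 3.20 CPM in NF 20 h (n = 2), a log2 fold change of −0.10 (SE 0.15) at 4 h and −0.29 (SE 0.15) at 20 h (adjusted p = 0.963 and 0.577 without the replicate block and 0.496 and 0.0935 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).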

With *UPBEAT*/*Medtr1g096530, MtPFT1/Medtr5g054680* may be another transcription factor playing a role in controlling peroxidase expression, and thus ROS levels, in *M. truncatula* root hairs.

Many genes encoding enzymes involved in ROS detoxification, namely superoxide dismutases (SODs) and catalases, are expressed in *M. truncatula* root hairs (Figure 8; Table S6). The present data indicate that almost all SOD genes are expressed in root hairs. This result, together with the fact that the NADPH oxidases, which synthesize ${\text{O}}_{2}^{-}$, are also almost all expressed in root hairs, suggest that the management of ${\text{O}}_{2}^{-}$ production and detoxification is of major importance and highly complex. Furthermore, it is now well established that ROS are important signals (Apel and Hirt, 2004) playing an essential role in Ca^2+^ channel activation in root hairs (Foreman et al., 2003; Takeda et al., 2008; Monshausen et al., 2009). Considering that the root hair is the entrance of the rhizobial symbiosis, these *M. truncatula* genes may be involved in steady state control of a tip-focused cytosolic Ca^2+^ gradient allowing fine tuning of calcium-regulated proteins, modification of the cytoskeleton, and localized vesicle exocytosis.

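At 1 CPM or more, 24 glutaredoxin and 34 thioredoxin genes were detected in the control, and 26 and 37 in at least 1 treatment. At FPKM of 1 or more, the limit chosen after the CPM values had been seen, the control held 25 and 35.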

Finally, the presence in *M. truncatula* root hair transcriptome of sequences from at least 24 glutaredoxin (out of 63 in the genome) and 38 thioredoxin (out of 54) genes (Table S6) also provides evidence of the importance of redox control in root hair biology. Many Grxs and Trxs are present in plant genomes, but only a few of them have been shown to be expressed and characterized in root hairs among which the thioredoxin h5 (*At1g45145*) has been shown to be induced by pathogens and oxidative stress (Reichheld et al., 2002; Laloi et al., 2004).

### NF effects on expression of plasma membrane ion transport systems and ROS network

As discussed above, it makes sense that NADPH oxidases and most transport systems listed in Figure 7 as likely to play a role in the early electrical and calcium responses to NF are already significantly expressed in root hairs before NF arrival, *i.e*. that their expression in root hairs pre-exists to NF perception. However, enrichment analysis of GO terms indicates that, at a global level, NF treatments impact the transcription of genes belonging to categories related to membrane transport and redox activity (Figures 7, 8).

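Across the nutrition families, no gene was called downwards at 4 h (14 at an unadjusted p under 0.05), and 4 were at 20 h (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). With the replicate block, 12 nutrition genes were called downwards at 4 h and 12 at 20 h. Of these the PHT1 family had 3 at 4 h and 4 at 20 h.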

Various candidate genes encoding transport systems likely to contribute to nutrient ion uptake from the soil solution by root hairs, as hypothesized in Figure 6, are rapidly down-regulated at the transcriptional level upon NF perception (Table S5). 

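MtPT1 (Medtr1g043220) lay at 39.5 CPM in the control, 57.6 ± 2.66 CPM in NF 4 h and 17.7 ± 0.985 CPM in NF 20 h (n = 2). It was above the control at 4 h and below it at 20 h, with a log2 fold change of 0.54 (SE 0.15) at 4 h and −1.16 (SE 0.14) at 20 h (adjusted p = 0.305 and 0.0334 without the replicate block and 0.0432 and 0.000621 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). From 4 h to 20 h the log2 ratio was −1.71 (SE 0.12) (adjusted p = 0.0471 without and 5.85e-05 with the replicate block, same test in edgeR). MtPT6 (Medtr3g082700) lay at 109.9 CPM in the control, 55.3 ± 9.57 CPM in NF 4 h and 35.2 ± 2.99 CPM in NF 20 h (n = 2), a log2 fold change of −0.99 (SE 0.19) at 4 h and −1.64 (SE 0.19) at 20 h (adjusted p = 0.133 and 0.0315 without the replicate block and 0.00282 and 8.37e-05 with it, same test in edgeR). Between its times the log2 ratio was −0.65 (SE 0.16) (adjusted p = 0.218 without and 0.00322 with the replicate block, same test in edgeR). Both genes belong to the PHT1 family, whose near-identical copies make the levels uncertain.

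**Figure D5:**
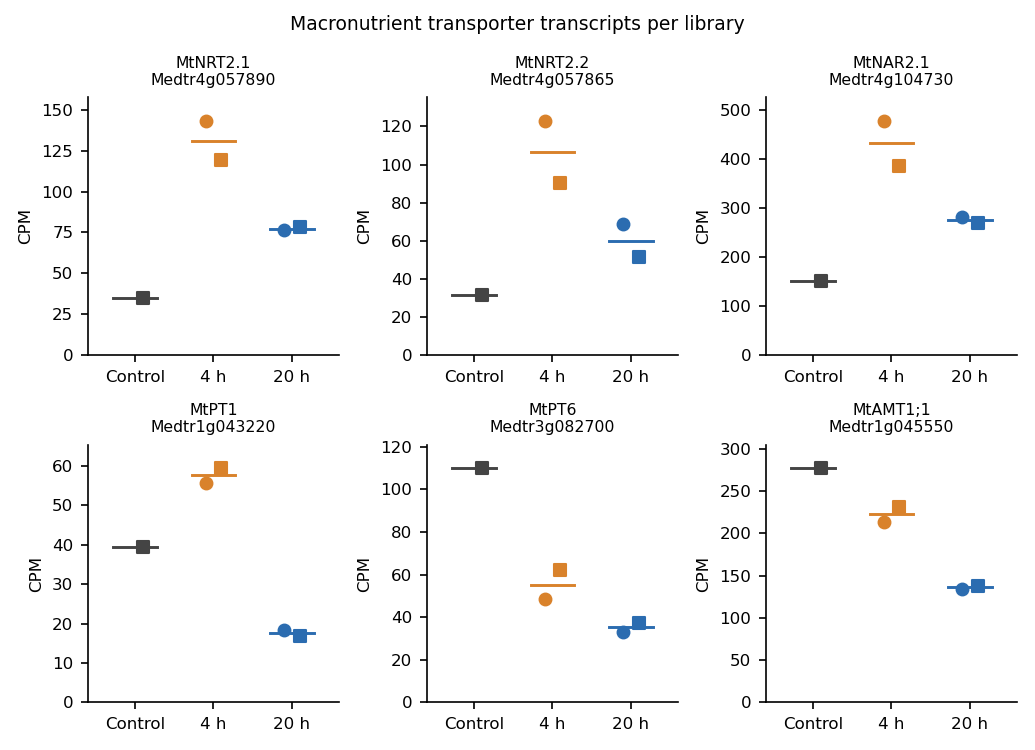
CPM per library (vertical axis) of MtNRT2.1, MtNRT2.2, MtNAR2.1, MtPT1, MtPT6 and MtAMT1;1 in the control, NF 4 h and NF 20 h, circles for replicate 1, squares for replicate 2, bars for means. MtPT1 rises by a log2 fold change of 0.54 at 4 h and changes by −1.16 at 20 h.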

For instance, this is the case for the two high affinity sulfate transporter genes SULTR1;1 (*Medtr2g008470*) and SULTR1;2 (*Medtr3g073780*) as indicated above, and of the high affinity phosphate transporter genes MtPT1 (*Medtr1g043220*) and MtPT6 (*Medtr3g082700*). Such results suggest that the root hair rapidly reduces its contribution to plant mineral nutrition a few hours after NF perception, at least regarding the uptake of nutrient ions such as phosphate and sulfate.

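From the decrease of sulfate and phosphate transporter transcripts, the paper proposes that root hairs soon take a smaller part in the mineral nutrition of the plant. In the counts the PHT1 family had 2 genes called downwards, both at 20 h and none at 4 h, and the SULTR family had none without the replicate block. With the block 4 SULTR genes were called at either time, 3 downwards and 1 upwards.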

In contrast, *M. truncatula* homologs of Arabidopsis major representatives from the three families of ${\text{NO}}_{3}^{-}$ transport systems in Arabidopsis (NPF, NRT2, and NRT3) are not down-regulated upon NF treatments in *M. truncatula* root hairs, some of them being even up-regulated. This may suggest that nitrate fluxes are involved in plant response to NF. However, it is also worth to note that, in addition to their nitrate transport capacity, some Arabidopsis homologs of these *M. truncatula* transporters display other activities, leading to reprogramming of root architecture and modification of hormone fluxes or signaling events that may be of importance in the plant response to NF. 

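MtNAR2.1 (Medtr4g104730) reached 433 ± 64.9 CPM in NF 4 h and 276 ± 8.58 CPM in NF 20 h (n = 2), a log2 fold change of 1.50 (SE 0.21) at 4 h and 0.86 (SE 0.20) at 20 h (adjusted p = 0.0576 and 0.146 without the replicate block and 0.000359 and 0.00643 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). MtNAR2.2 (Medtr4g104700) reached 33.3 ± 1.05 and 20.7 ± 3.31 CPM, a log2 fold change of 2.203 (SE 0.22) at 4 h and 1.51 (SE 0.21) at 20 h (adjusted p = 0.0300 and 0.0421 without the replicate block and 6.33e-05 and 0.000338 with it, same test in edgeR). Medtr5g012290, the highest NPF gene in the control, changed by 0.08 (SE 0.21) at 4 h and 0.31 (SE 0.21) at 20 h (adjusted p = 0.982 and 0.717 without the replicate block and 0.962 and 0.455 with it, same test in edgeR). The levels of the NAR2 copies are uncertain because shared pairs were not counted.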

For instance, both ${\text{NO}}_{3}^{-}$ transporters AtNRT1.1 and AtNRT2.1 are involved in ${\text{NO}}_{3}^{-}$ sensing and coordination of root development with ${\text{NO}}_{3}^{-}$ availability (Little et al., 2005; Remans et al., 2006; Krouk et al., 2010b). Interestingly, AtNRT1.1, the closest homolog in Arabidopsis of the *Medtr5g012290* transporter, also transports auxin (Krouk et al., 2010b), and control of auxin transport and accumulation is known to be involved in early nodule development (Mathesius et al., 1998; De Billy et al., 2001). Data on *Pseudomonas syringae/*Arabidopsis interactions suggest that AtNRT2.1 also participates in down-regulating biotic stress (salicylic acid-dependent) defense mechanisms through modifications in hormone pathways and sensitivity to the bacterial effector (Camanes et al., 2012). In addition, AtNRT2.1 was recently found to play a major role in control of root hydraulic activity (Li et al., 2016), a function which, in *M. truncatula*, may facilitate root hair development upon NF perception. 

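MtNRT2.1 (Medtr4g057890) reached 131 ± 17.0 CPM in NF 4 h and 77.2 ± 1.24 CPM in NF 20 h (n = 2), a log2 fold change of 1.91 (SE 0.19) at 4 h and 1.14 (SE 0.18) at 20 h (adjusted p = 0.0297 and 0.0540 without the replicate block and 7.87e-05 and 0.00105 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). MtNRT2.2 (Medtr4g057865) reached 107 ± 23.0 and 60.0 ± 12.2 CPM, a log2 fold change of 1.77 (SE 0.29) at 4 h and 0.94 (SE 0.27) at 20 h (adjusted p = 0.0874 and 0.241 without the replicate block and 0.000104 and 0.00570 with it, same test in edgeR). Between 20 h and 4 h the log2 ratio was −0.77 (SE 0.14) for MtNRT2.1 (adjusted p = 0.131 without and 0.00177 with the replicate block) and −0.83 (SE 0.22) for MtNRT2.2 (adjusted p = 0.232 without and 0.000638 with the replicate block, same test in edgeR). The split between these copies is uncertain.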

In this context, it is worth noting that the two *M. truncatula* AtNRT2.1 homologs (*Medtr4g057865*/MtNRT2.2 and *Medtr4g057890*/MtNRT2.1) are highly expressed in root hairs and significantly stimulated by NF treatments (Figure S6). Since *MtNRT2.2* was found hardly detectable in total roots even by RT-qPCR (Pellizzaro et al., 2015), it is likely that *M. truncatula* root hairs are particularly enriched in MtNRT2.2, suggesting a specific role of this transporter in this cell type.

Seven out of eight *Rboh* genes expressed in root hairs display no significant transcriptional regulation upon NF perception (Figure 8; Table S6). 

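No NADPH oxidase gene was called by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and 2 had an unadjusted p under 0.05. With the replicate block 2 were called.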

One root hair expressed *Rboh, MtRbohG*, is weakly repressed (Figure 8; Table S6). On the other hand, several RBOH proteins, including MtRBOHD, have been found to be phosphorylated after NF application (Rose et al., 2012). In Arabidopsis, RBOHD is controlled by Ca^2+^ via direct binding to EF-hand motifs and phosphorylation by Ca^2+^-dependent protein kinases (Kadota et al., 2014, 2015; Li et al., 2014). Moreover, as mentioned above for AtAKT1 (Sharma et al., 2013), a direct interconnection between CBL–CIPK-mediated Ca^2+^ signaling and ROS signaling in plants provides evidence for a synergistic activation of the NADPH oxidase RBOHF. This activation would occur by direct Ca^2+^-binding to its EF-hands and Ca^2+^-induced phosphorylation by CBL1/9–CIPK26 complexes (Drerup et al., 2013). It is tempting to speculate that similar regulation mechanisms occur in *M. truncatula* root hairs too, giving rise to interactions between ROS and Ca^2+^ signaling pathways, since close homologs of Arabidopsis *CBL1/9* and *CIPK26* can be identified in the present transcriptome dataset (Table S2; Figure 8A). This would make sense with the fact that ROS signals and Ca^2+^ influx are very rapidly induced upon NF treatment, within a few seconds and then decreased (for review, see Felle et al., 1998; Puppo et al., 2013).

Except within the peroxidase family, only few genes involved in the ROS network as described by Mittler et al. (2004) are identified by the present data as sensitive to NF treatment (Table S6). 

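Outside the peroxidases, 5 of the 217 ROS genes were called at either time, 3 upwards and 2 downwards, and 13 and 13 with the replicate block. They belong to the blue copper proteins and the thioredoxins, and the 4 called at 20 h had log2 fold changes from −5.03 to 5.73 (adjusted p from 0.0226 to 0.0485, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Between 20 h and 4 h the 5 genes had adjusted p from 0.0855 to 0.828 in edgeR, and from 0.000310 to 0.586 with the block.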

The previous transcriptome data identified 10 “Rhizobially Induced Peroxidases” (*RIP1* to *RIP10*) genes, shown to be induced in root hairs by both *S. meliloti* and NF (Breakspear et al., 2014). One of these, *MtRip1*, was shown to be induced by H_2_O_2_ (Ramu et al., 2002). Interestingly, the expression patterns of these genes overlap with the sites of production of superoxide in infected root hairs, in nodules and roots (Chen et al., 2015). The present data (Table S6) reveal a set of 16 peroxidases genes displaying up-regulation upon NF perception, amongst which are 8 of the 10 previously identified RIP genes (Breakspear et al., 2014). 

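The 3 peroxidase genes called upwards at 20 h had log2 fold changes from 2.64 to 3.29 (adjusted p from 0.0165 to 0.0329, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Between 20 h and 4 h their adjusted p in the same edgeR test ran from 0.0471 to 0.0943, and from 5.10e-05 to 0.000621 with the block. The fit with the block called 21 peroxidase genes upwards and 12 downwards at either time.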

All 16 of these peroxidases have a predicted secretion signal peptide, providing further support to the hypothesis of increased production of ROS in root hair apoplast during early NF signaling (Breakspear et al., 2014).

### Papilionoid legume specific genes expressed in *Medicago truncatula* root hairs: roles in symbiosis initiation?

We identified 1176 papilionoid legume-specific genes (LSGs) expressed in *M. truncatula* root hairs (Table S8). Previously, only 861 EST contigs had been identified as legume-specific in *M. truncatula* (Graham et al., 2004). Several classes of LSGs have been identified in *M. truncatula* including over 300 cysteine cluster proteins, 63 proline-rich proteins, and 21 glycine-rich proteins (Benedito et al., 2008). Within the present list of LSGs expressed in root-hairs (Table S8), about 4% (i.e., 46 genes), encode putative disease resistance proteins. Furthermore, most of the papilionoid legume-specific genes displaying high levels of expression in root hairs (FPKM > 50) are putatively involved in defense mechanisms. It is noteworthy that many of these papilionoid legume-specific defense genes, such as *Medtr5g088770* and *Medtr7g093820*, which encode a cysteine protease inhibitor (cystatin) and a disease resistance response protein, respectively, are down-regulated following NF treatment (Table S8). Such a down-regulation of defense genes might be required to allow the initiation of symbiosis. 

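The cystatin gene Medtr5g088770 lay at 582 CPM in the control, 564 ± 81.7 CPM in NF 4 h and 394 ± 78.2 CPM in NF 20 h (n = 2), a log2 fold change of −0.04 (SE 0.24) at 4 h and −0.56 (SE 0.24) at 20 h (adjusted p = 0.991 and 0.466 without the replicate block and 0.617 and 0.0729 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Medtr7g093820 lay at 90.4 CPM in the control, 61.5 ± 13.9 CPM in NF 4 h and 30.1 ± 1.76 CPM in NF 20 h (n = 2), a log2 fold change of −0.56 (SE 0.22) at 4 h and −1.59 (SE 0.21) at 20 h (adjusted p = 0.519 and 0.0396 without the replicate block and 0.130 and 0.000629 with it, same test in edgeR). Between 20 h and 4 h the log2 ratio of Medtr7g093820 was −1.03 (SE 0.18) (adjusted p = 0.127 without and 0.00166 with the replicate block, same test in edgeR).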

With respect to this hypothesis, GO analysis indicates that the semantic categories “response to stimulus” and “response to stress” are over-represented within the set of genes displaying up-regulation in response to the 4 h NF treatment (Figure 5; Table S4). In contrast, later on, 20 h after NF application, these categories are over-represented within the set of down-regulated genes. Altogether, these results provide further support to the hypothesis that the plant cannot straightforwardly welcome rhizobia as beneficial partners and engage in symbiosis without rapidly altering and adapting its immune/defense system. Also supporting this hypothesis are transcriptomic and phosphoproteomic studies that have revealed rapid induction of defense related genes and phosphorylation of proteins known to be involved in plant immune system (Libault et al., 2010a; Rose et al., 2012; Nguyen et al., 2015). Interestingly, about 50% of the legume specific disease resistance genes expressed in *M. truncatula* root hairs possess orthologs in all the legume genomes selected for the present analysis. It is thus tempting to assume that such genes contribute to central root hair functions common to all legumes, and that some of them play a role in rhizobial symbiosis.

Actin nucleation facilitated by the ARP2/3 complex plays a central role in plant cell shape development where the SCAR/WAVE complex is shown to be an essential upstream activator of ARP2/3 function in plants (Jorgens et al., 2010). The Suppressor of cyclic AMP receptor/WASP family verprolin homologous (SCAR/WAVE) complex is conserved from animals to plants and, generally, is composed of the five subunits SCAR/WAVE, PIR121 (p53-inducible protein-121), NAP125 (NCK-associated protein-125), BRICK, and ABI (Abl-interacting protein). Recently, several studies have shown the importance of these proteins in legumes (NAP1: NCK-ASSOCIATED PROTEIN, (Miyahara et al., 2010); PIR1: 121F-SPECIFIC P53 INDUCIBLE RNA, Yokota et al., 2009; LjSCARN, Qiu et al., 2015). 

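Medtr7g116710 lay at 2.76 CPM in the control, 6.54 ± 1.32 CPM in NF 4 h and 15.6 ± 0.170 CPM in NF 20 h (n = 2). Its log2 fold change was 1.24 (SE 0.26) at 4 h and 2.50 (SE 0.27) at 20 h (adjusted p = 0.158 and 0.0269 without the replicate block and 0.0173 and 0.000188 with it, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and from 4 h to 20 h the log2 ratio was 1.25 (SE 0.19) (adjusted p = 0.110 without and 0.00121 with the replicate block, same test in edgeR).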

*Medtr7g116710* gene, encoding an ABl-like protein (ABlL1) is early induced by NF (Table S10). This gene has also been reported to be induced by rhizobia (Breakspear et al., 2014). Interestingly, this gene has also been shown to be regulated by H_2_O_2_ (Andrio et al., 2013) and was found to be specific to papilionoid legumes in our OrthoMCL comparative genomics analysis (Table S3). It may be speculated that this ABIL1-like protein could have a function in linking SCAR/WAVE-dependent actin nucleation with ROS during the establishment of the rhizobial symbiosis.

## Conclusion

The present RNA-seq data provide the most exhaustive information available so far about gene expression in *M. truncatula* root hairs, before and after NF perception. These data have been analyzed by focusing mainly on genes likely to play a role in macronutrient ion transport across the root hair plasma membrane or in ROS signaling and early communication with rhizobia. These processes are of major importance for plant growth in natural ecosystems, when nutrient availability is limited. Hypotheses derived from the present transcriptome data identify candidate genes for reverse genetics investigation of a possible role in these processes and, more generally, provide a valuable resource for root hair systems biology.

## Materials and methods

### Plant growth and nod factor treatments

The whole experimental procedure was adapted from Sauviac et al. (2005). *M. truncatula* (ecotype Jemalong A17) seeds were scarified with sulfuric acid (99%) for 10 min and sterilized in 6% sodium hypochlorite solution for 3 min. After 3 h imbibition in sterile water, seed coats were removed and seeds were disposed on inverted 0.8% agar plates. The plates were kept for 48 h in the dark at 4°C. They were thereafter transferred at 21°C during 15 h for germination. Seedlings with a radicle long of about 2 cm were then transferred onto a sterile sheet (12 × 8.5 cm) of chromatography paper (Rogo-Sampaic, France) laid on solid Fahräeus medium in a Petri dish (12 × 12 cm, for 10 seedlings). Plantlets were grown in a growth chamber (70% humidity, 70 μE.m-2.s-1 light intensity) with a photoperiod of 16 h light (25°C) and 8 h dark (21°C) for 5 days in total before root hair isolation. Treatments with synthetic NF (Rasmussen et al., 2004) were performed either 4 or 20 h before root hair isolation (NF 4 h and NF 20 h treatments, respectively), by using 50 μl of 10 nM Nod factor solution per plant NodSm-IV(C16:2, Ac, S), gently deposited along of the root hair region (Figure 1A). Control roots were similarly treated with 50 μl of sterile water (Control Treatment). Root hairs were collected during the 7th hour of the light period on day 5. Two independent biological repeats were performed for all treatments, in each case with 100 plants.

### Root hairs isolation and RNA extraction

Root hairs were obtained from 4 cm-long root segments (Figure 1A) corresponding to the youngest part of the root hair zone. The root tip (ca. 0.5 cm) was excised to avoid contamination by root cap cells. Root hairs were isolated by freezing and vortexing the root segments in liquid nitrogen (Sauviac et al., 2005). About 60 mg of root hairs were obtained from 100 root segments.

RNA was extracted using the Qiagen RNeasy Plant Mini kit according to the supplier's instructions. DNA was removed using RNAse-free DNAse I (Qiagen) added directly onto the spin column. About 2.5–3 μg of RNA (measured using NanoDrop 1000 spectrophotometer, Thermo Scientific) were obtained from each root hair sample prepared from 100 plants. Total RNA were checked for their integrity on RNANano chip, using Agilent 2100 bioanalyzer (Agilent Technologies, Waldbroon, Germany).

### Transcriptome studies

RNA-seq experiments were carried out at the POPS-transcriptomic platform (IPS2-Saclay, France) using an IG-CNS Illumina Hiseq2000 machine to perform paired-end 100 bp sequencing on cDNA libraries performed by TruSeq_Stranded_mRNA_SamplePrep_Guide_15031047_D protocol (Illumina^®;^, California, USA). The 6 libraries have been sequenced in paired-end (PE) with a sizing of 260 bp and a read length of 100 bases. The multiplexing rate was three libraries per lane of Hiseq2000 machine (two lanes in total) to obtain around 50 million reads per sample.

### RNA-seq bioinformatic treatment and analysis

Each RNA-seq sample was subject to the same pipeline from trimming to count of transcript abundance as follows. The raw data (fastq) were trimmed to keep only bases with Phred Quality Score >20 and sequence read length >30 bases. Bowtie v2 was used to map reads to the *M. truncatula* transcriptome (Mt4.0v1 with—local option). The abundance of mRNAs was calculated by a local script which parses SAM files and counts only paired-end reads for which both reads map unambiguously to the same gene (i.e., reads mapping to multiple positions were discarded). According to these rules, around 73% of PE reads aligned to transcripts, in each RNA seq sample (Table S1). Differential gene expression across samples was analyzed using the EdgeR package (Version 2.4.6) in the statistical software “R” (Version 2.15.0). Raw read counts normalization was carried out with the EdgeR (v 2.4.6) software [with the Counts Per Million (CPM) function]. This method allows normalizing the data as a function of the size of the library. For each experimental treatment (control, NF 4 h, and NF 20 h) the libraries corresponding to the two replicates were normalized together, both libraries having the same normalization factor. For variability analyses, only genes with an average CPM >0 were considered. To control the false discovery rate, adjusted *p*-values were calculated using the Benjamini and Hochberg procedure (Storey and Tibshirani, 2003). Genes with an adjusted *p* < 0.05 were considered as being differentially expressed. In a complementary, we also wanted to explore the relative expression levels of the different genes with FPKM values. To achieve this, we aligned the quality checked reads to the *M. truncatula* annotated genome (Mt4.0v1) using TopHat (version tophat-2.0.10). Here again, reads mapping to multiple positions were discarded. As many as 85% of the read pairs aligned unambiguously to the genome. We then used Cufflinks (Trapnell et al., 2012) to estimate transcript abundance and generate FPKM values for all the corresponding genes (Table S2).

Assignment of Gene Ontology (GO) terms to differentially expressed genes was performed using agriGO (http://bioinfo.cau.edu.cn/agriGO/index.php) toolkit (Du et al., 2010). GO enrichment analysis of differentially expressed genes at 4 and 20 h following NF treatment was implemented using Singular Enrichment Analysis (SEA) with default parameters and *M. truncatula* genome locus (v4) as a background (Du et al., 2010). Briefly, a Fisher's exact test with a Benjamini-Yekutieli (FDR under dependency) adjustment method was used to classify the GO categories (Table S4). The significant GO terms were defined as having an adjusted *p* < 0.05.

### Orthomcl analyses

Predicted proteins from 31 fully sequenced plant genomes were collected from different sources (Table S7). This collection of plant proteomes included six legume species (*Medicago truncatula, Cicer arietinum* L., *Lotus japonicus, Glycine max, Phaseolus vulgaris*, and *Cajanus cajan*) as well as 23 other angiosperms (including monocots and dicots), one gymnosperm and a spikemoss (*Selaginella moellendorffii*) as an outgroup. An all against all comparison of all these 31 proteomes was performed using BLASTp (Altschul et al., 1997) with an *e*-value cutoff of 1e-5 and no SEG filter. The results of the all-against-all BLASTp analysis were fed to OrthoMCL v2.0 (Li et al., 2003; Fischer et al., 2011), which was run with a percentMatchCuttof of 50 and an inflation value of 1.5 for clustering granularity to create clusters of orthologous and in-paralogous plant proteins. Raw results of the OrthoMCL clustering analysis were parsed to identify clusters specific to legume species (clusters containing only legume genes). This list of legume-specific genes was crossed with the list of *M. truncatula* genes shown to be expressed in the root hairs. We then checked whether some of these legume-specific genes were conserved in all 6 legume species (included in our comparative proteome analysis).

### Phylogeny analyses

Except for the MSL family, polypeptide sequences were first aligned with Muscle (V3.8.31) and phylogenetic tree was generated with PhyML software (substitution model, LG matrix) using maximum-likelihood method and 1000 bootstrap replicates on Mobyle Pasteur website (http://mobyle.pasteur.fr/cgi-bin/portal.py#welcome). For MSL family, sequences were first aligned with Muscle using the conserved MscS domain as template to force the alignment around it (Jensen and Haswell, 2012). Phylogenetic trees were drawn with Dendroscope (http://ab.inf.uni-tuebingen.de/software/dendroscope/). Bootstrap values are indicated in gray at the corresponding nodes. The length of scale bar indicates the number of nucleotide substitutions per site.

### Data deposition

RNA-seq data from this article were deposited at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/, accession no. GSE67921) and at CATdb (http://urgv.evry.inra.fr/CATdb/; Project: NGS2013_04_POIL) according to the “Minimum Information About a Microarray Experiment” standards.

### RT-qPCR validation

For RT-qPCR validation, cDNA were obtained from root hair RNA extracted and treated as described above. The experiments were performed using three independent samples (biological replicates) for each treatment (control, NF 4 h, and NF 20 h), different from the samples used for the RNA-seq analyses and obtained in another laboratory than the one having prepared the latter RNA samples. The integrity of RNA was checked on agarose gel and RNA quantity and quality was assessed using NanoDrop 1000 spectrophotometer (Thermo Scientific). Total RNA (500 ng) was reverse-transcribed by Superscript III reverse transcriptase (Invitrogen, Paisley, UK) according to the manufacturer's instructions. Real-time RT-qPCR was carried out using the GoTaq master mix (Promega; www.promega.com) according to the manufacturer's instructions. Reactions were run on the Chromo4 Real-Time PCR Detection System (Bio-Rad; www.qiagen.com), and quantification was performed with the Opticon Monitor analysis software version 3.1 (Bio-Rad). Data were analyzed with RqPCRBase, an R package working in the R computing environment (Hilliou and Tran, 2013). The mRNA levels were normalized against two constitutively expressed endogenous genes (a38: *Medtr4g109650*; a39: *Medtr4g046877*). PCR for each biological replicate was performed in three technical replicates. For each reaction, 5 μl of 60-fold-diluted cDNA and 0.3 μM primers were used. The initial denaturing time was 10 min, followed by 40 cycles at 95°C for 10 s and 60°C for 1 min. Specificity of amplification was confirmed by observing a single peak in the dissociation curves at the end of the PCR procedure. The gene-specific primers used are listed in Table S11.

## Author contributions

ID, AD, MG, SB, VB carried out the experimental research. SC, SF, ER performed the chemo-enzymatic synthesis of NF. ID, AD, MG, IG, AB, AP, JMF, NP, HS evaluated the results, and contributed to writing the manuscript. MG, AB, SB, JCB, VB, ED, MD, VM, CF, CR, HR, YS, JT, BT contributed to RNA-seq analyses and biocomputing. ID, AD, AP, NP, HS wrote the paper. AP, JF, NP, HS conceived the project, participated in its design and coordination. All authors read and approved the final manuscript.

## Funding

This work was funded by an Agence Nationale de la Recherche (ANR) project (CAROLS—Channels and Reactive Oxygen species in Legume root hair: role in Symbiosis with Rhizobium—ANR-11-BSV7-010-02). This work was supported by the “Institut National de la Recherche Agronomique,” the “Centre National de la Recherche Scientifique,” the University of Nice Sophia Antipolis and the French Government (National Research Agency, ANR) through the LABEX SIGNALIFE program (ANR-11-LABX-0028-01). ID was supported by a post-doctoral fellowship from the ANR (CAROLS: ANR-11-BSV7-010-02). AD was supported by doctoral fellowship (PER, Prix d'Encouragement à la Recherche) from the “Province Sud de la Nouvelle-Calédonie.” SC, SF, ER are grateful to the Labex Arcane (ANR-11-LABX-0003-01) and the Carnot Polynat Institute for partial support of this study and the NMR and Mass Spectrometry Platforms of the ICMG (FR 2607).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Nod Factor Effects on Root Hair-Specific Transcriptome of Medicago truncatula: Focus on Plasma Membrane Transport Systems and Reactive Oxygen Species Networks
**Source:** Front Plant Sci. 2016 Jun 7;7:794. doi: 10.3389/fpls.2016.00794
**Supplement:** Supplementary file 12

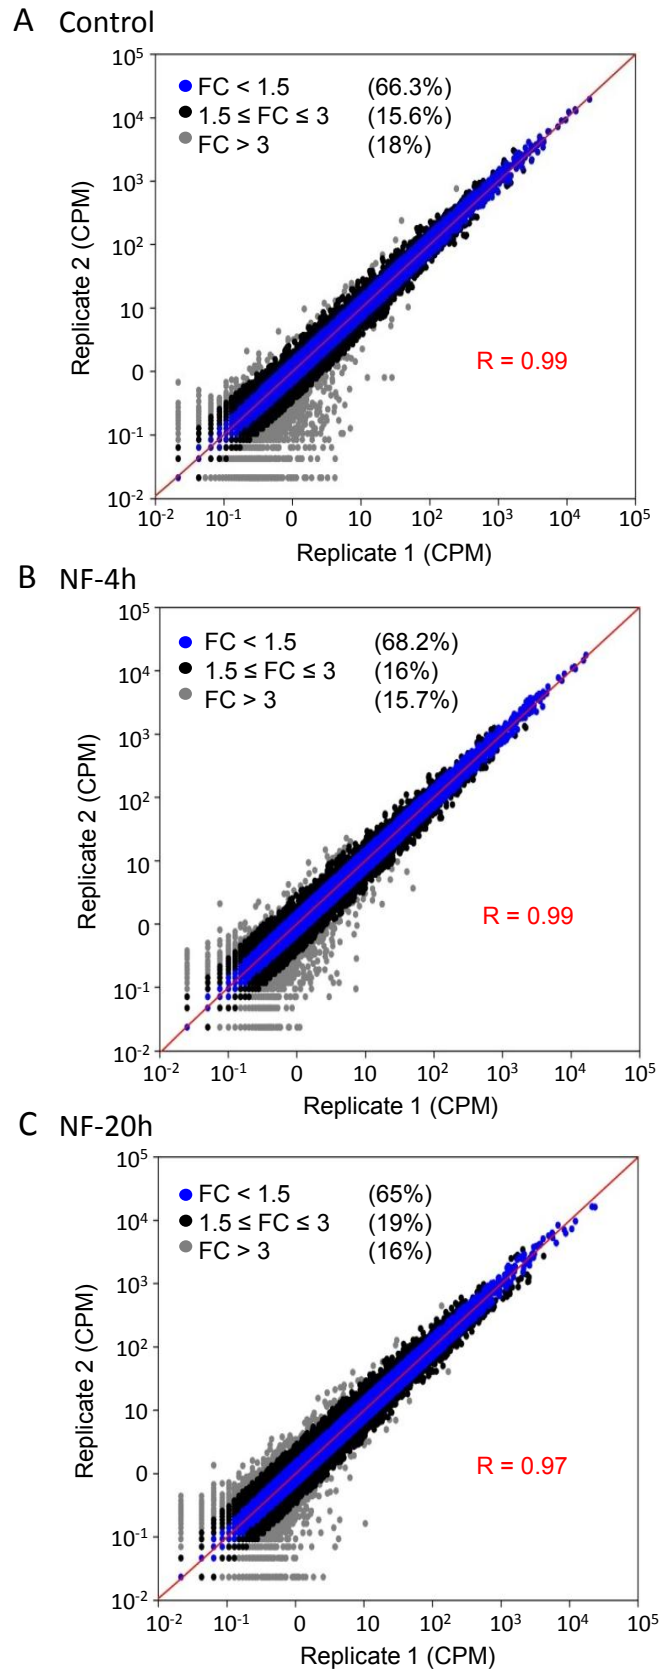

**Figure S1: Analysis of the variability between the two biological replicates of the control and NF treatments. (A) Control treatment. (B) NF-4h treatment. (C) NF-20h treatment.** The levels of transcript accumulation are provided in CPM (Counts Per Million of mapped paired reads) using a common logarithmic scale. The experimental points corresponding to genes with a fold change between the two replicates lower than 1.5, or between 1.5 and 3 or higher than 3 are spotted in blue, black or grey, respectively. The percentage of genes in each of these 3 categories is indicated in brackets. The linear regression line and the correlation coefficient R are provided in red on the graph.

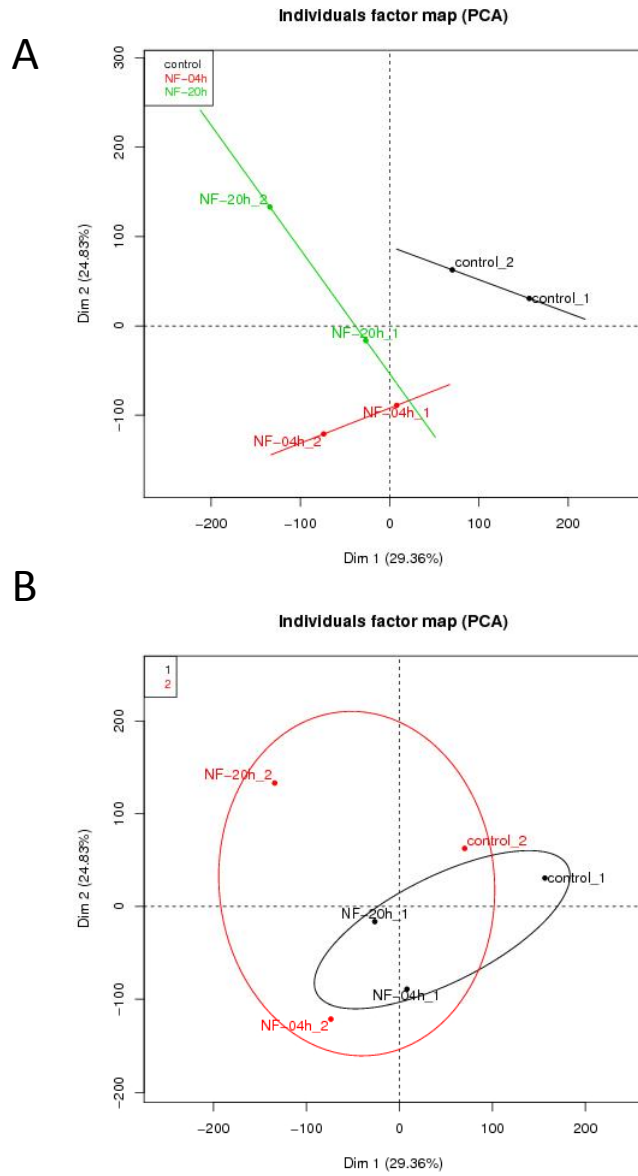

**Figure S2: Principal component analysis of RNAseq data.** Gene expression values from each biological repetition are projected onto the first two principal components (Dim1 and Dim2). **(A)** PCA of sample treatments before data normalization showing a clear separation between controls (black) and treated samples (NF-04h, red; NF-20h, green). **(B)** PCA of biological repetitions before normalization showing a homogeneous distribution meaning that there is no biological repetition bias. Lines indicate a confidence ellipse at 95%. Samples are colored according to the 2 biological replicates: replicate 1 (black), replicate 2 (red).

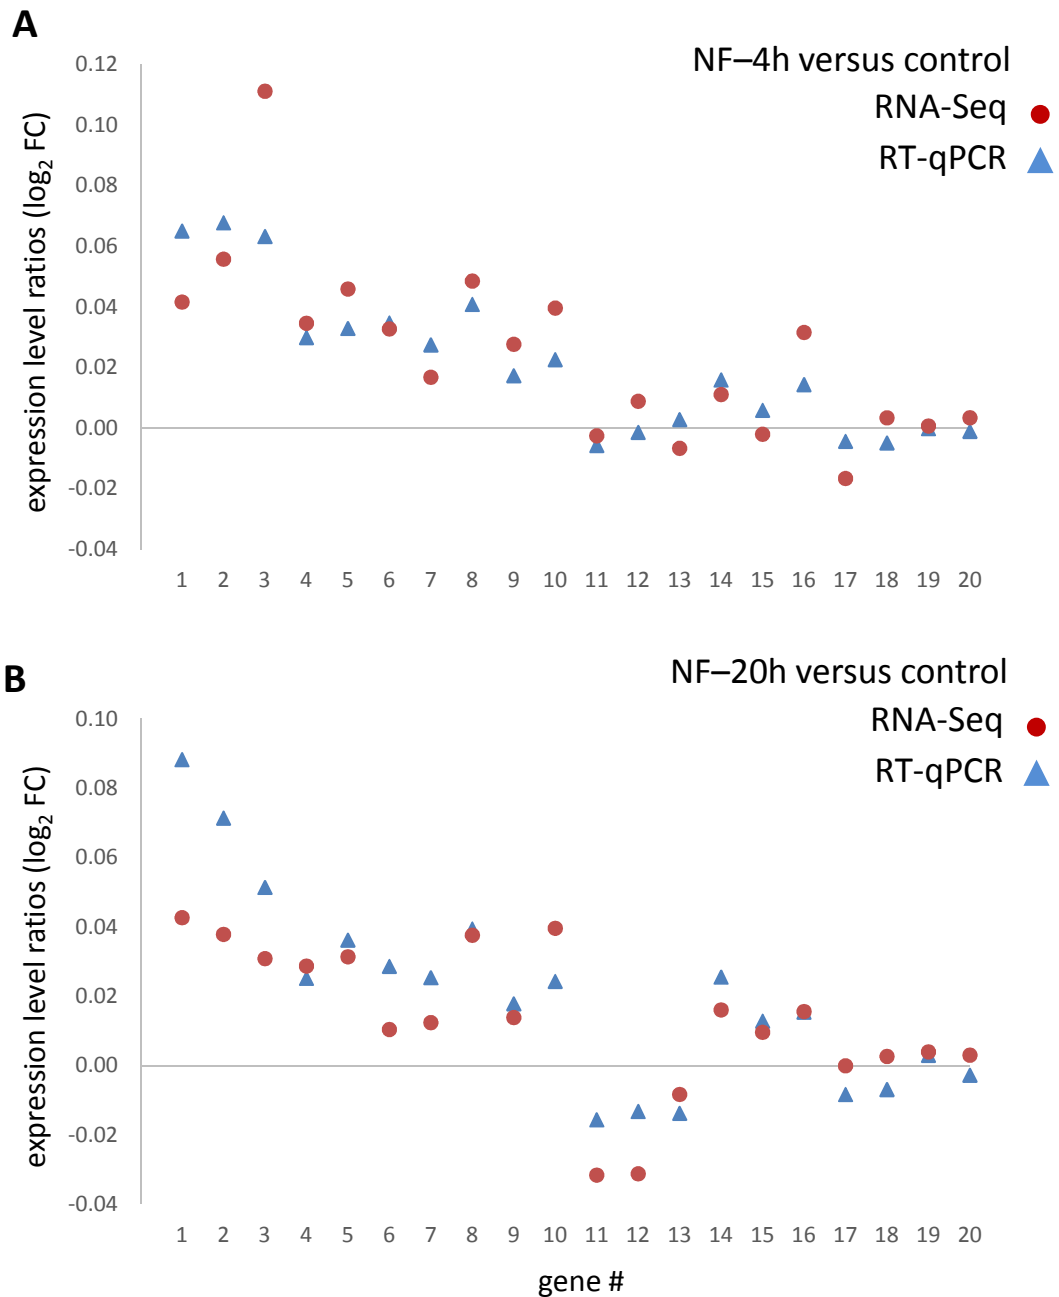

**Figure S3: Comparison of RNA-Seq and RT-qPCR data for a representative set of 20 genes.** X axis: the selected genes are numbered from 1 to 20. This selection (Supplemental table S11) comprises genes encoding receptors, pumps or channels differing in their levels of expression and representing different expression patterns in response to NF treatments. Y axes (note the logarithmic scale): relative fold changes in expression levels. For each gene from the selection and each set of data (RNA-Seq or RT-qPCR), the expression level in the NF-4h treatment (Panel A) or NF-20h treatment (Panel B) has been divided by the corresponding data in the control treatment. Red circles: ratios computed from the RNA-Seq datasets. Blue triangles: same ratios but computed from the RT-qPCR data. Selected genes (supplemental table S11): (1) Medtr5g011960 (Lipid transfer protein); (2) Medtr5g033490 (LysM-RLK); (3) Medtr4g081190 (ABC transporter B family protein); (4) Medtr8g020840 (GRAS family transcription factor); (5) Medtr4g129010 (tyrosine kinase family protein); (6) Medtr1g086550 (plant gibberellin 2-oxidase); (7) Medtr3g096500 (gibberellin 20-oxidase); (8) Medtr4g011970 (sulfate/bicarbonate/oxalate exchanger and transporter sat-1); (9) Medtr6g007697 (potassium transporter-like protein); (10) Medtr2g023890 (MAP kinase kinase kinase); (11) Medtr7g113130 (respiratory burst oxidase-like protein); (12) Medtr2g035190 (ABA-responsive protein); (13) Medtr3g069500 (peptide/nitrate transporter plant); (14) Medtr3g110405 (Serine/Threonine-kinase aurora-like protein); (15) Medtr3g105610 (glutamate receptor 3.2); (16) Medtr5g071560 (MAP kinase kinase kinase); (17) Medtr4g027040 (NF-X1-type zinc finger protein NFXL1); (18) Medtr3g104940 (mechanosensitive ion channel family protein); (19) Medtr7g06254 (auxin response factor 2); (20) Medtr5g077770 (potassium outward rectifying channel protein).

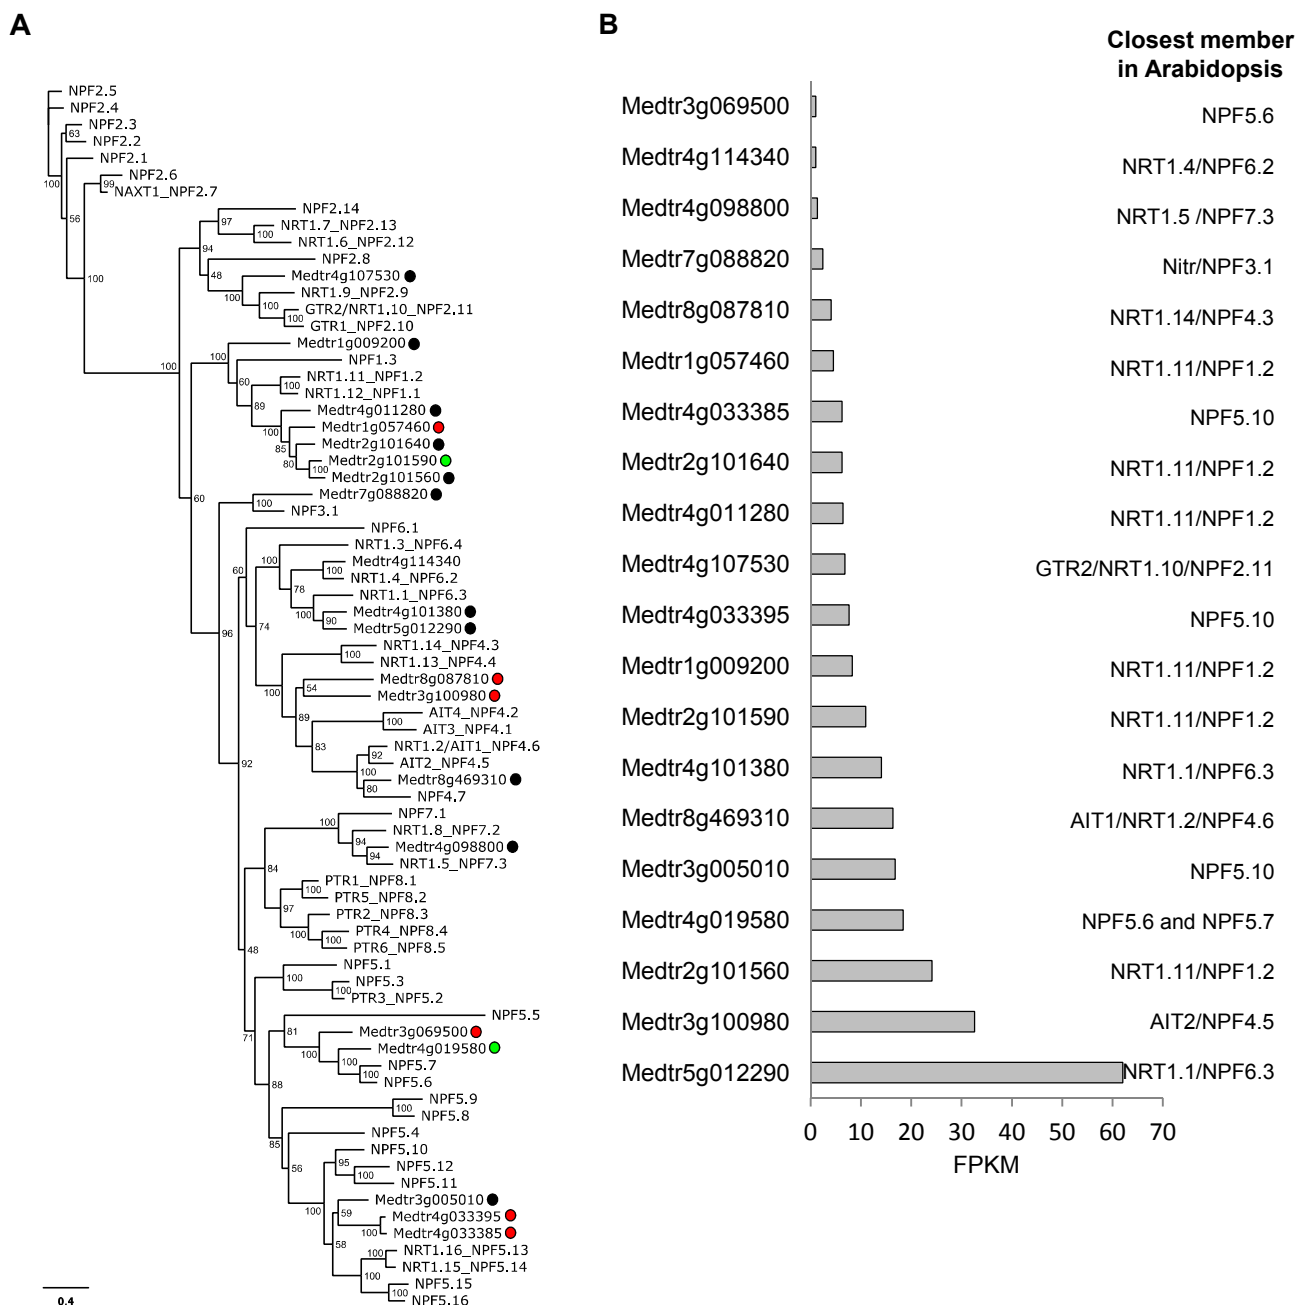

**Figure S5: Members of the Nitrate Transporter 1/Peptide Transporter family (NPF) expressed in *Medicago truncatula* root hairs.** (A) Phylogenetic relationship of *A. thaliana* and *M. truncatula* NPF proteins. When available, alternative names are provided. For the sake of clarity, *M. truncatula* NPF members whose genes are not expressed in root hairs (FPKM value < 1; see Table S2) were not included in this phylogenetic tree. Genes expressed in root hairs (FPKM value ≥ 1; see Table S2) are labeled with colored circles: red, green and black circles correspond to genes induced, repressed or not regulated by the NF treatments, respectively. (B) Relative expression (in FPKM) of *M. truncatula* NPF genes in control root hairs.

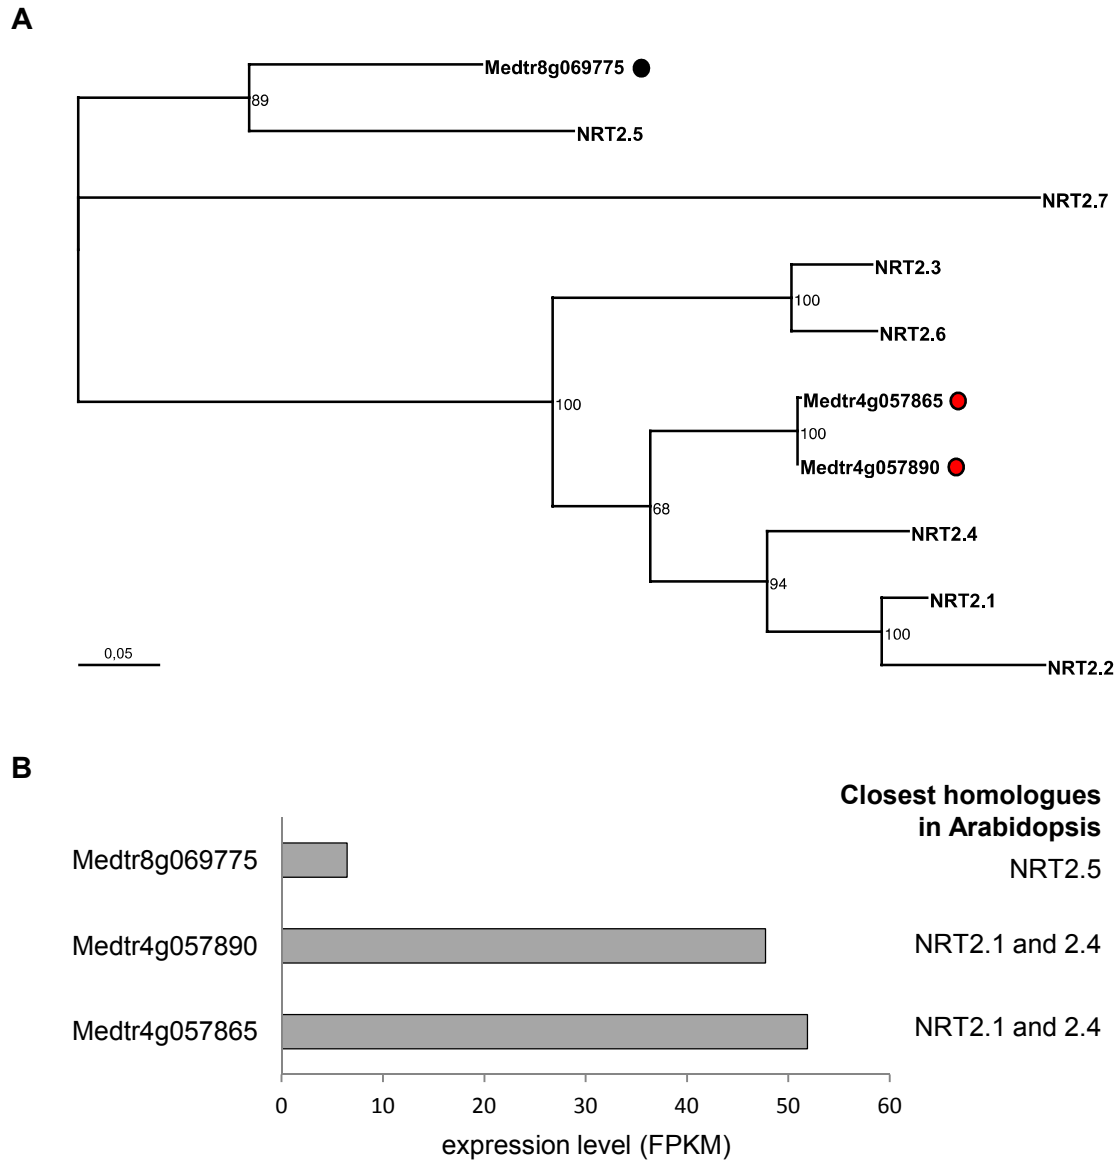

**Figure S6: The NRT2 nitrate transporter family in *Medicago truncatula* and its members displaying expression in root hairs. (A)** Phylogenetic relationship of *A. thaliana* and *M. truncatula* NRT2 proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red and black circles correspond to genes induced or not regulated by NF treatments, respectively. **(B)** Relative expression (in FPKM) of *M. truncatula* NRT2 genes in control root hairs.

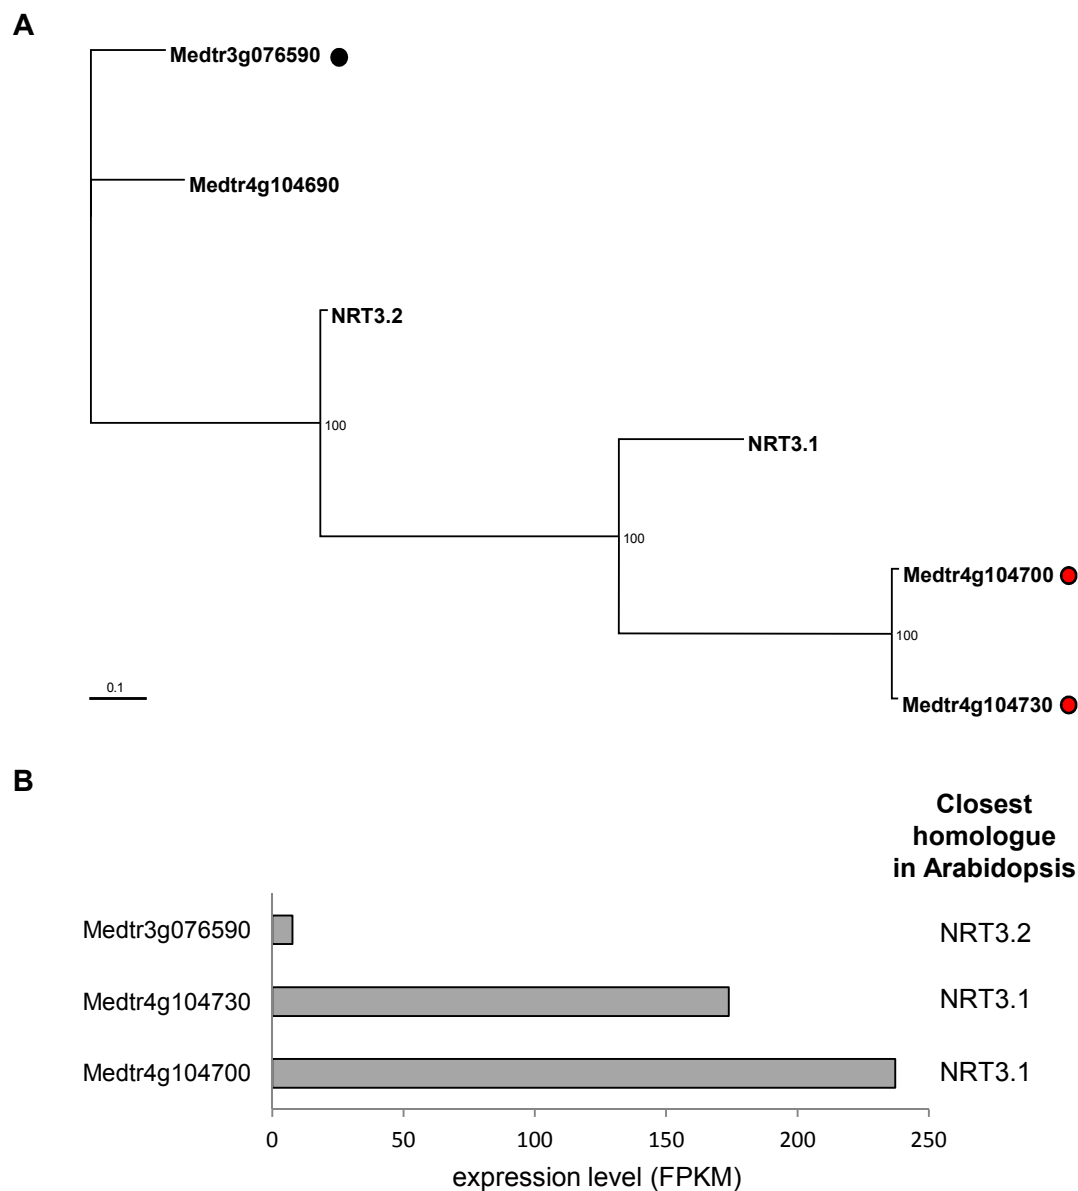

**Figure S7: The NRT3 nitrate transporter family in *Medicago truncatula* and its members displaying expression in root hairs.** (A) Phylogenetic relationship of *A. thaliana* and *M. truncatula* NRT3 proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red and black circles correspond to genes induced or not regulated by the NF treatments, respectively. (B) Relative expression (in FPKM) of *M. truncatula* NRT3 genes in control root hairs.

**A**

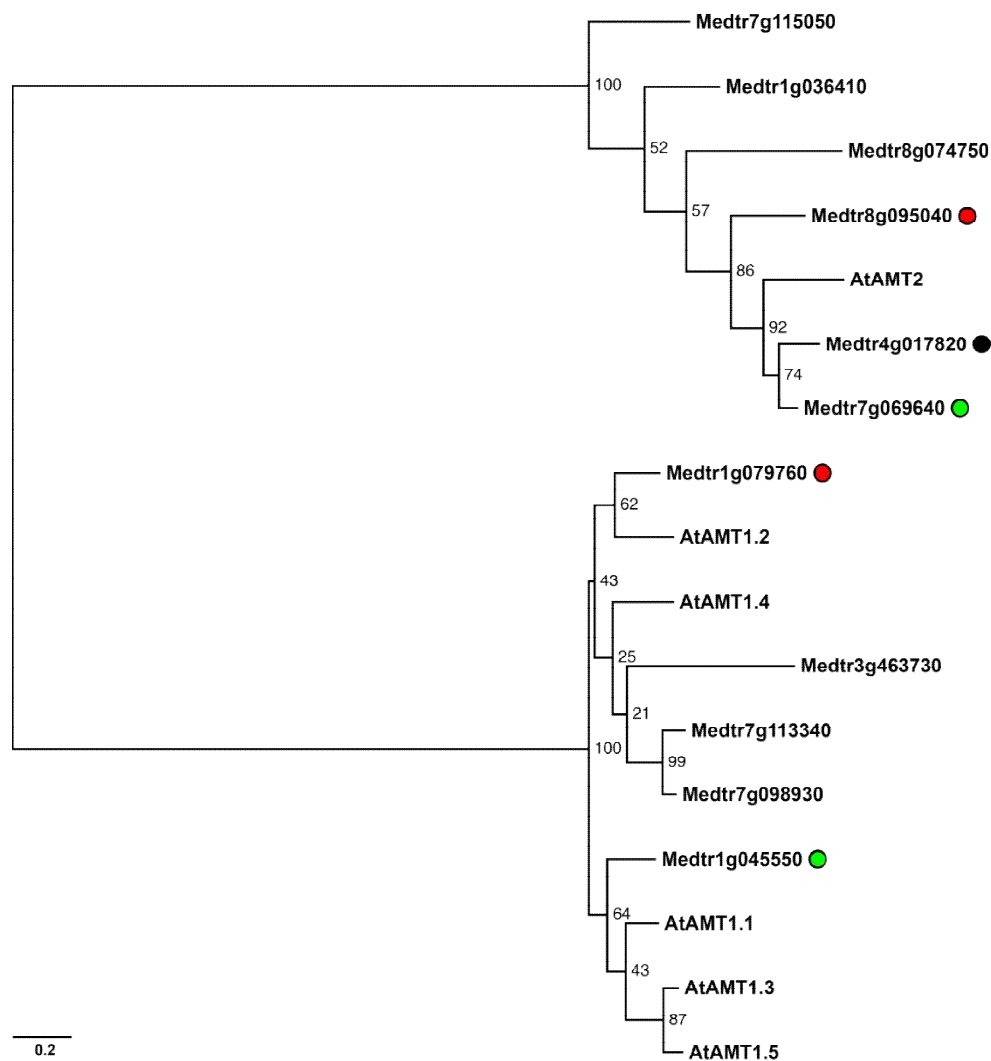

**B**

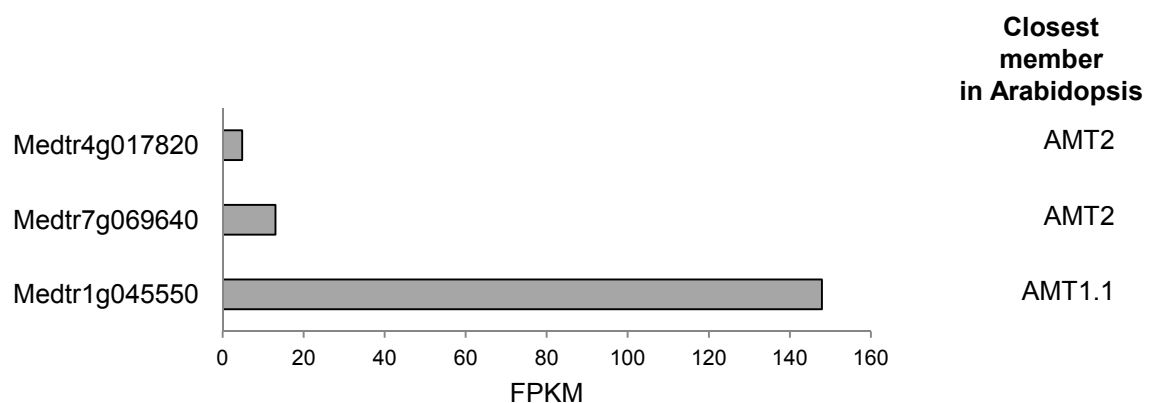

**Figure S8: The AMT ammonium transporter family in *Medicago truncatula* and its members displaying expression in root hairs.** (A) Phylogenetic relationship of *A. thaliana* and *M. truncatula* AMT proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red, green and black circles correspond to genes induced, repressed or not regulated by the NF treatments, respectively. (B) Relative expression (in FPKM) of *M. truncatula* AMT genes in control root hairs.

**A**

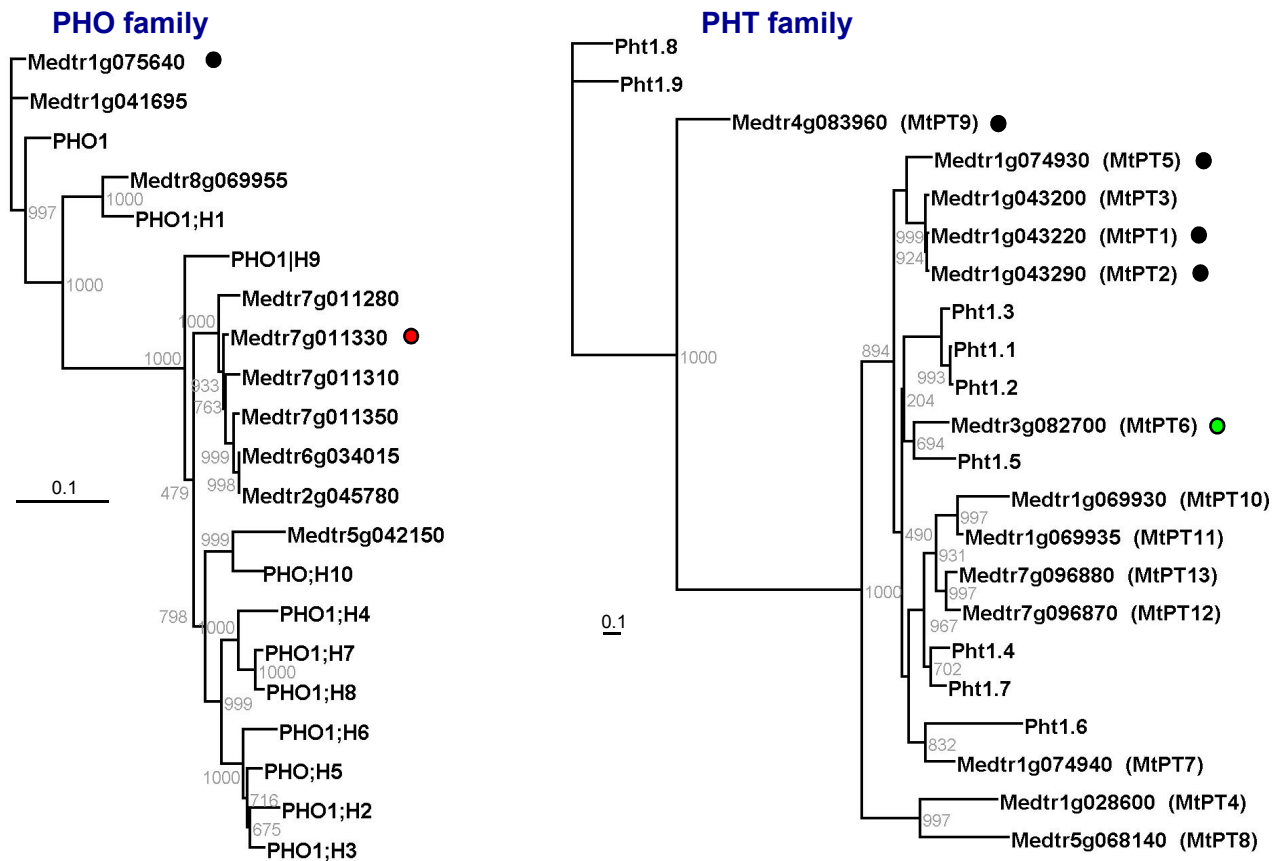

**B**

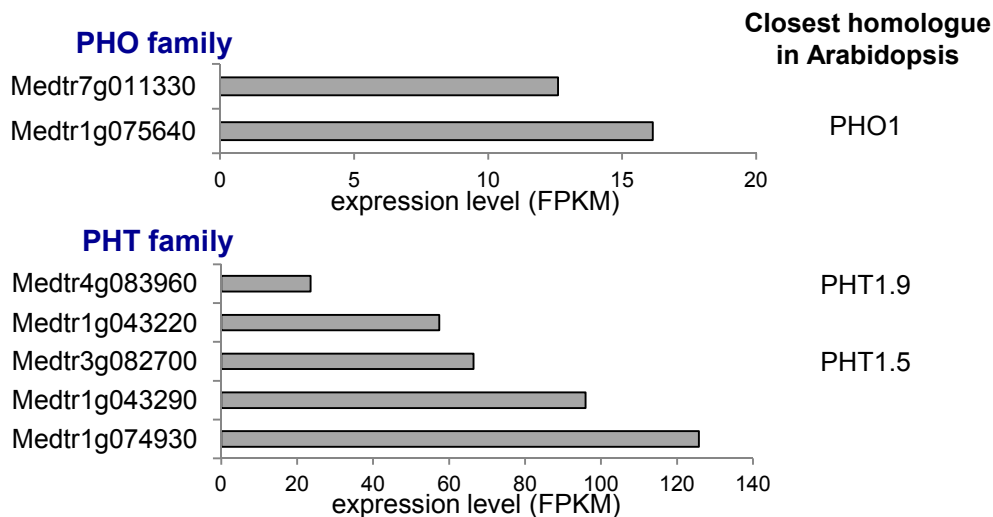

**Figure S9: The PHT1 and PHO1 phosphate transporter families in *Medicago truncatula* and their members displaying expression in root hairs. (A)** Phylogenetic relationship of *A. thaliana* and *M. truncatula* PHO1 (left panel) and PHT1 (right panel) proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red, green and black circles correspond to genes induced, repressed or not regulated by the NF treatments, respectively. **(B)** Relative expression (expressed in FPKM) of *M. truncatula* PHO1 (upper panel) and PHT1 (lower panel) genes in control root hairs.

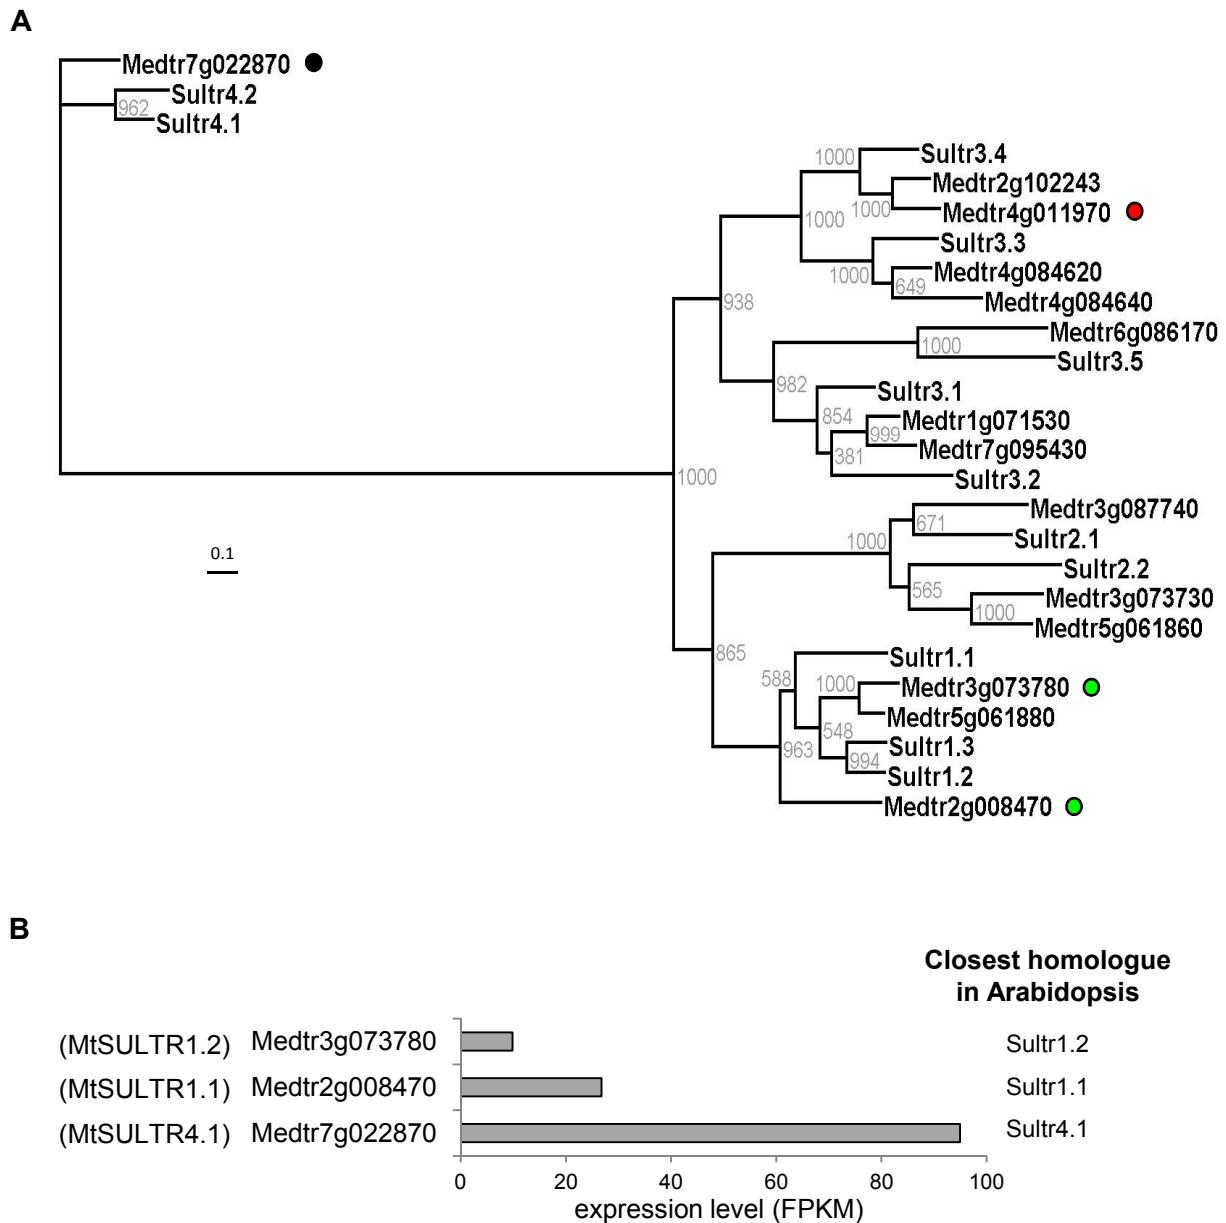

**Figure S10: The SULTR sulfate transporter family in *Medicago truncatula* and its members displaying expression in root hairs. (A)** Phylogenetic relationship of *A. thaliana* and *M. truncatula* SULTR proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red, green and black circles correspond to genes induced, repressed or not regulated by the NF treatments, respectively. **(B)** Relative expression (in FPKM) of *M. truncatula* SULTR genes in control root hairs.

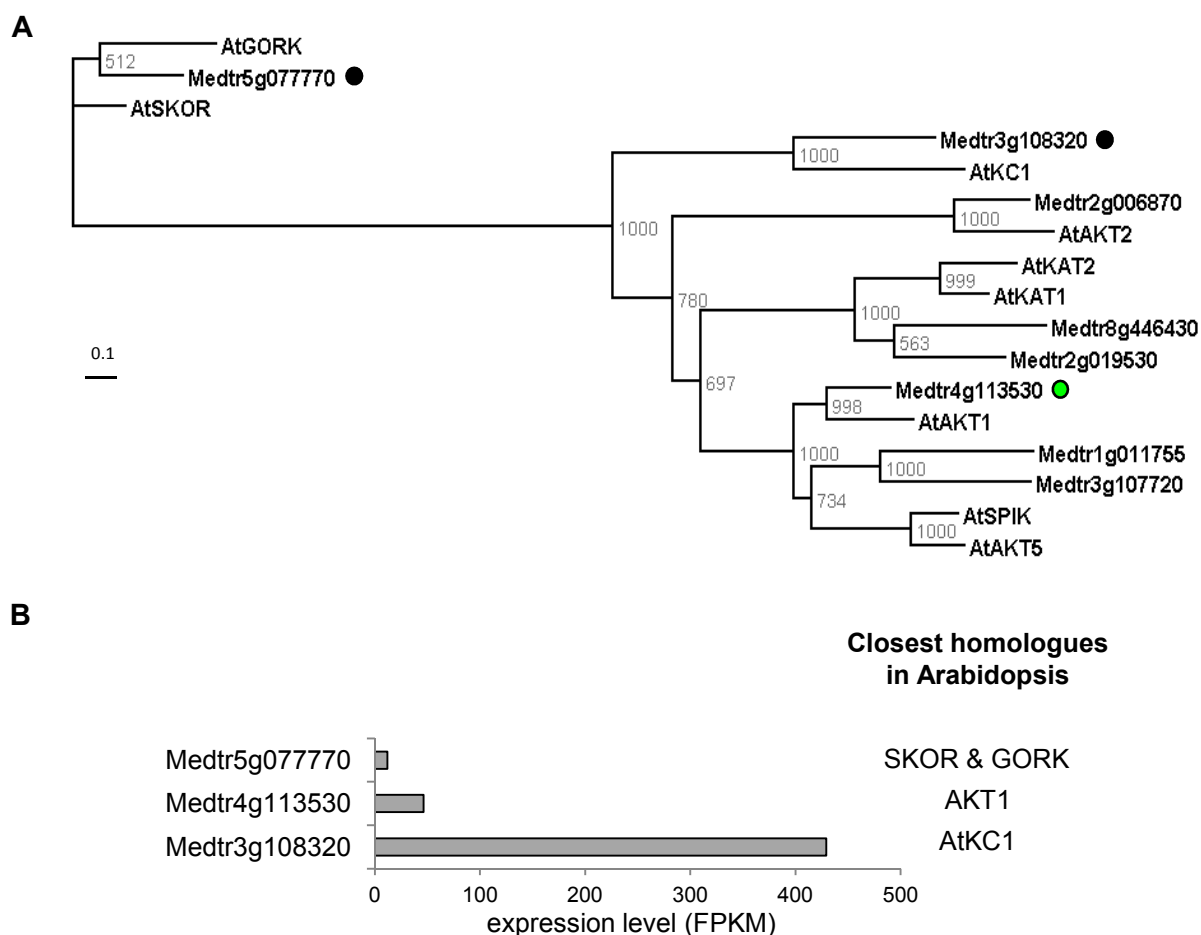

**Figure S11: The Shaker potassium channel family in *Medicago truncatula* and its members displaying expression in root hairs.** (A) Phylogenetic relationship of *A. thaliana* and *M. truncatula* Shaker proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: green and black circles correspond to genes repressed or not regulated by the NF treatments, respectively. (B) Relative expression (in FPKM) of *M. truncatula* Shaker genes in control root hairs.

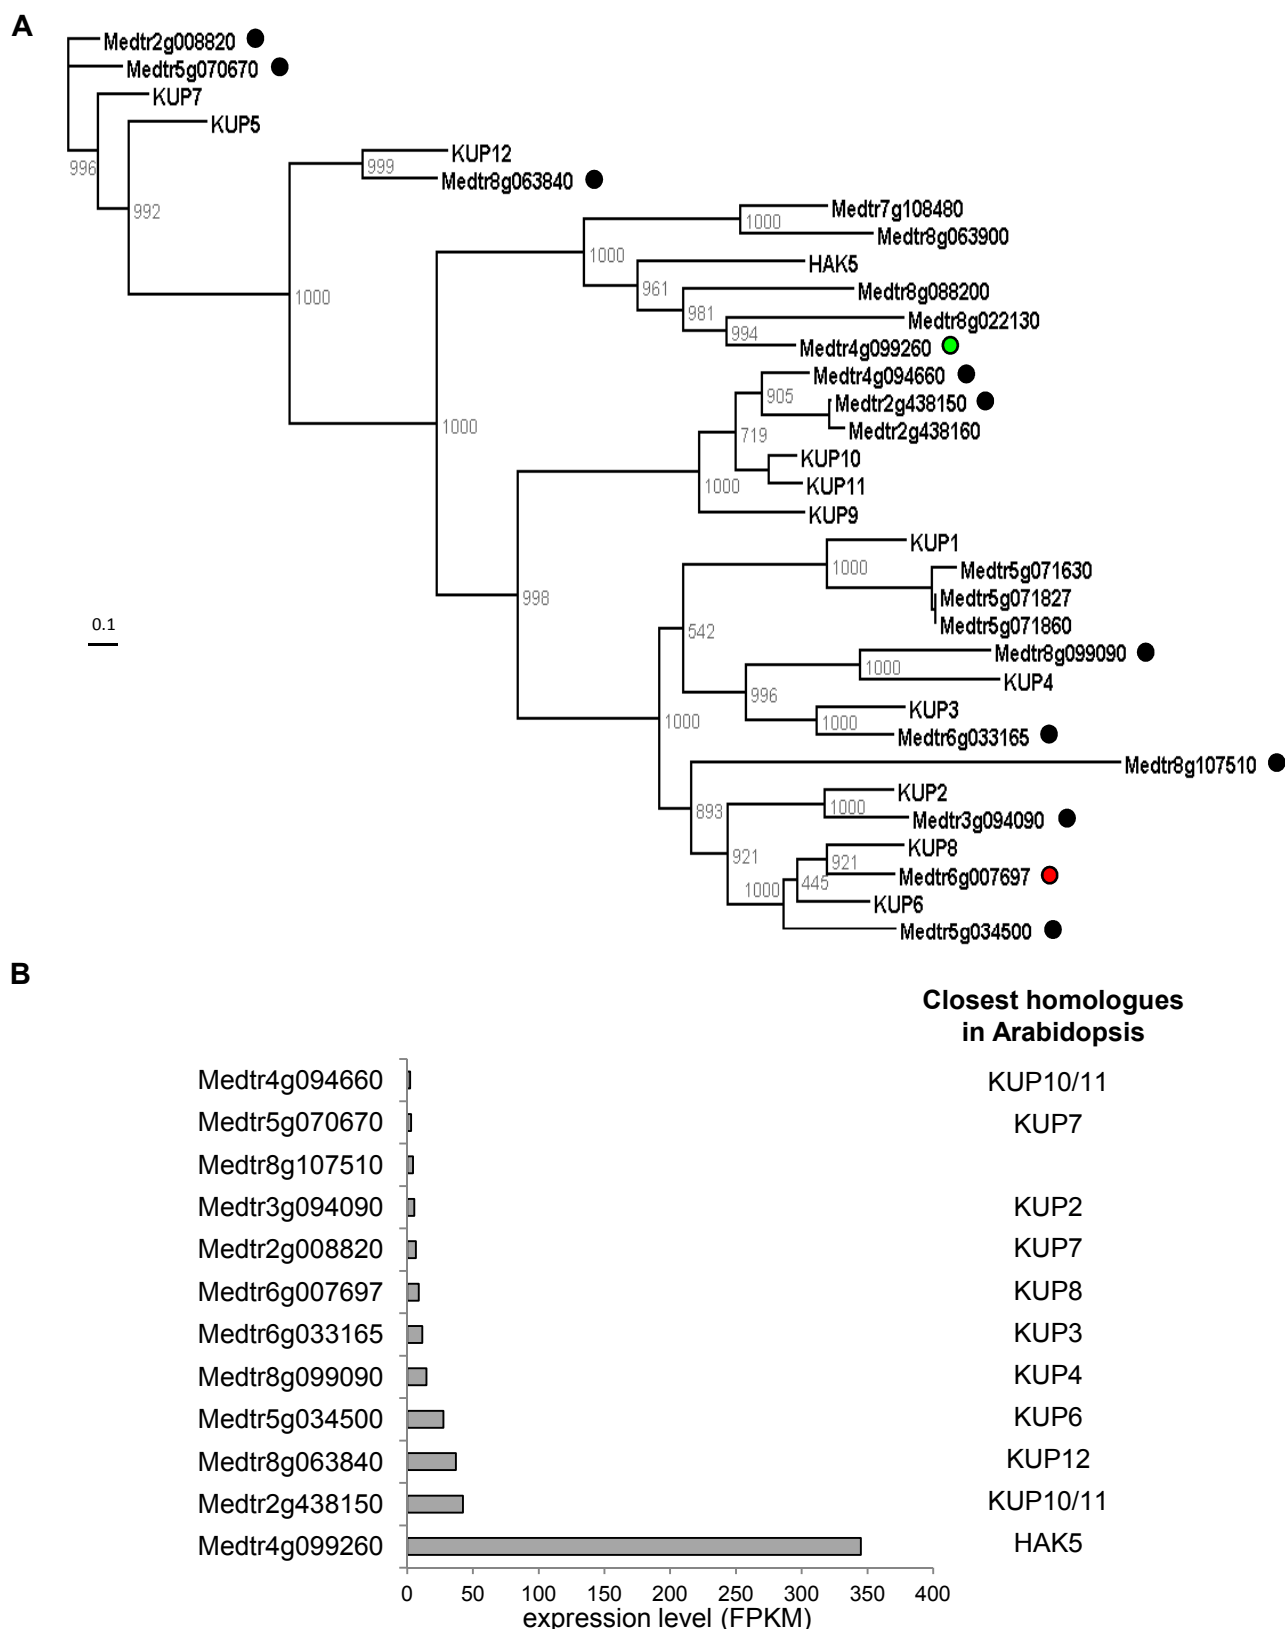

**Figure S12: The HAK/KUP/KT potassium transporter family in *Medicago truncatula* genome and its members displaying expression in root hairs. (A)** Phylogenetic relationship of *A. thaliana* and *M. truncatula* HAK/KUP/KT proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red, green and black circles correspond to genes induced, repressed or not regulated by the NF treatments, respectively. **(B)** Relative expression (in FPKM) of *M. truncatula* HAK/KUP/KT genes in control root hairs.

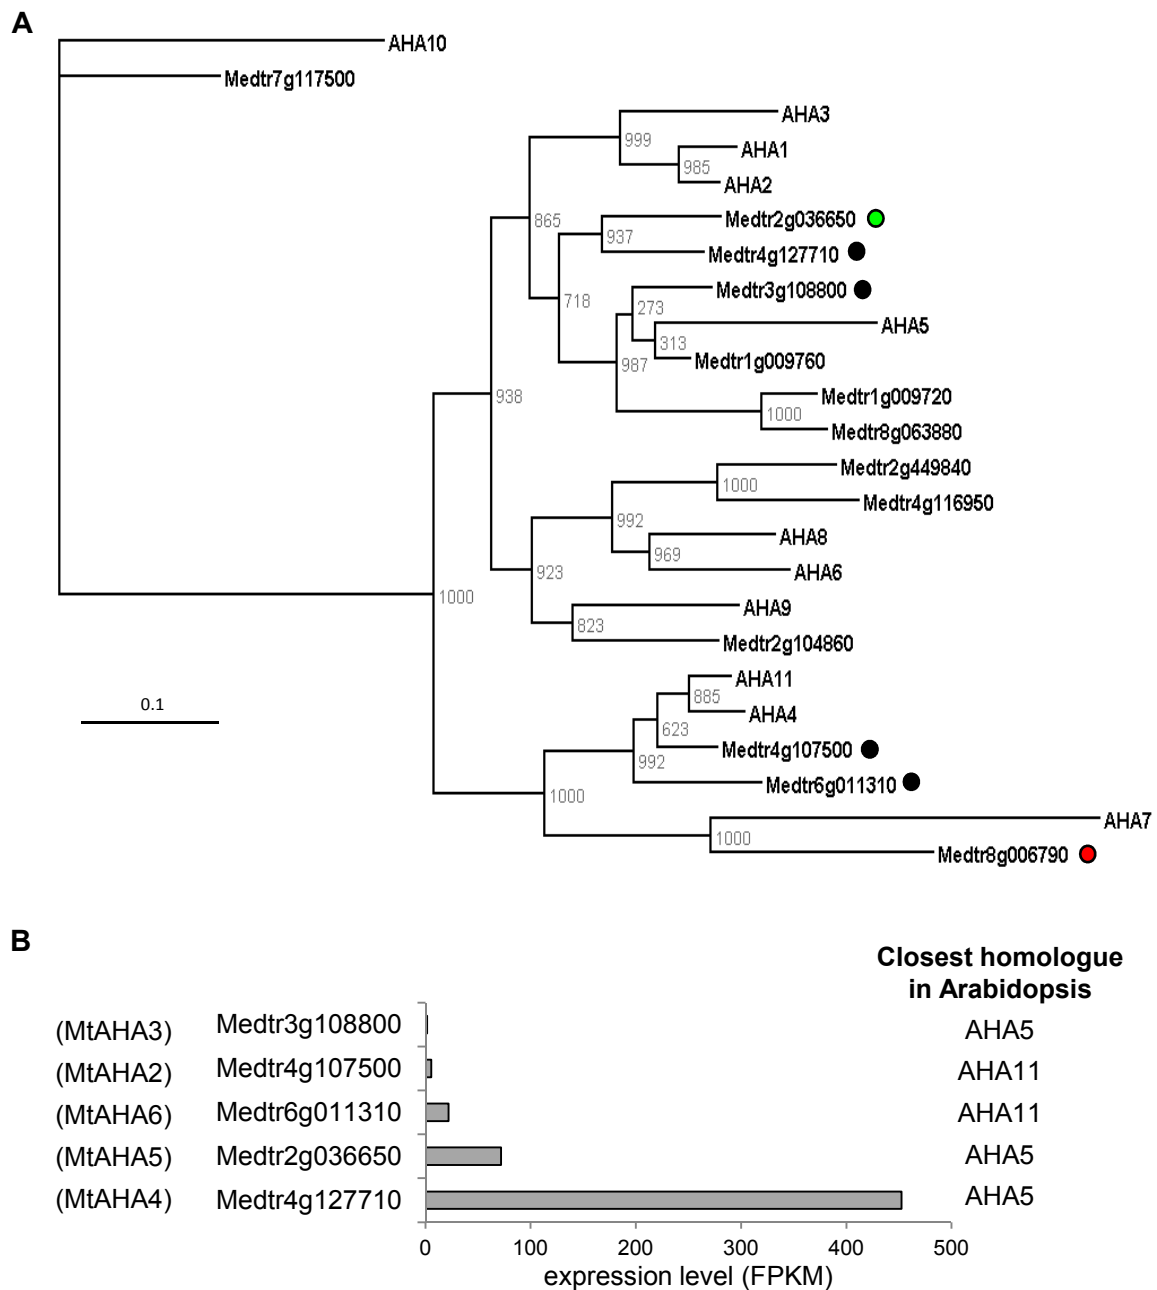

**Figure S13: The AHA proton pump family in *Medicago truncatula* and its members displaying expression in root hairs. (A)** Phylogenetic relationship of *A. thaliana* and *M. truncatula* AHA proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red, green and black circles correspond to genes induced, repressed or not regulated by the NF treatments, respectively. **(B)** Relative expression (in FPKM) of *M. truncatula* AHA genes in control root hairs.

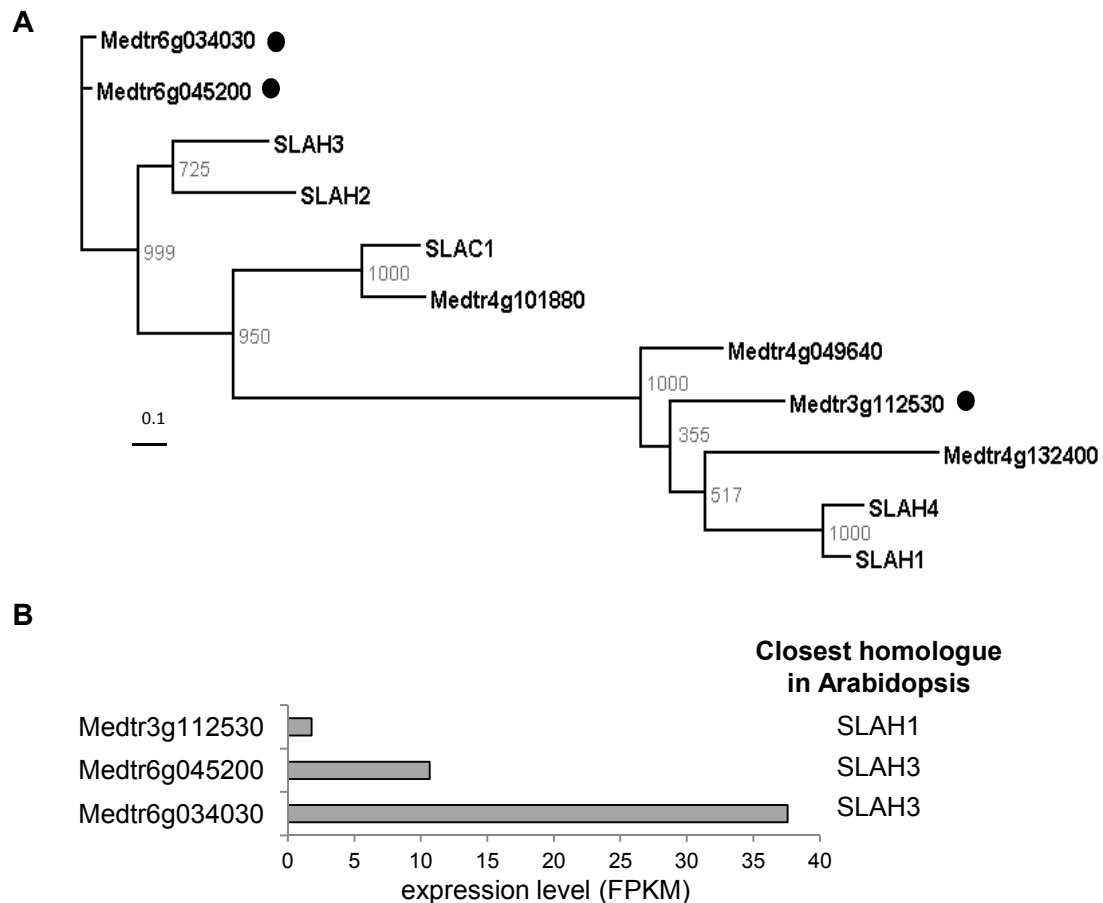

**Figure S14: The SLAC anion channel family in *Medicago truncatula* and its members displaying expression in root hairs. (A)** Phylogenetic relationship of *A. thaliana* and *M. truncatula* SLAC proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with black circles (not regulated by NF treatments). **(B)** Relative expression (in FPKM) of *M. truncatula* SLAC genes in control root hairs.

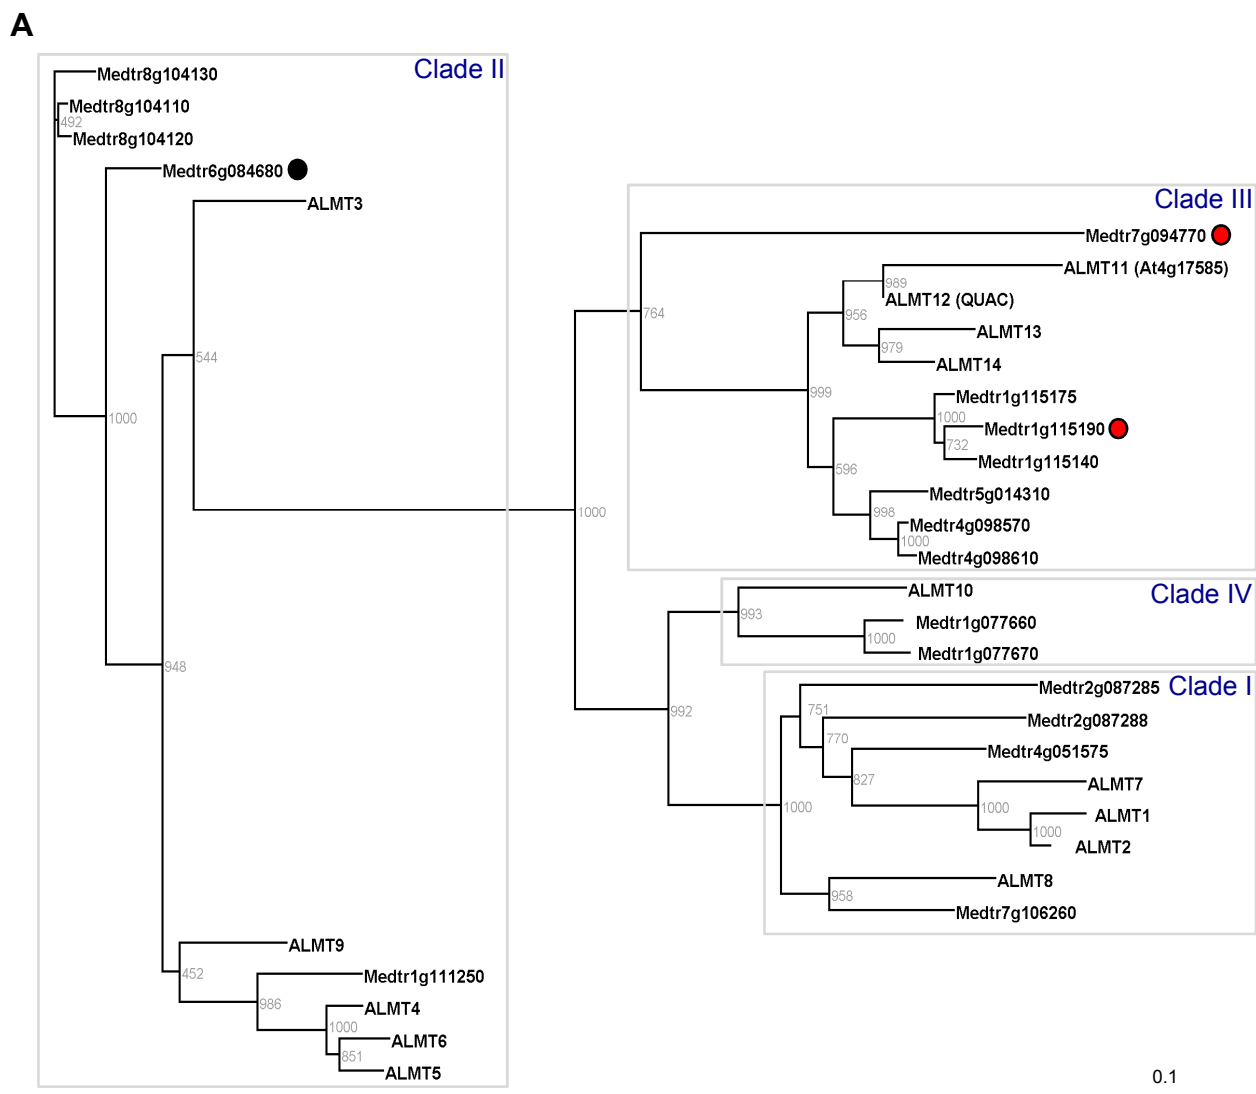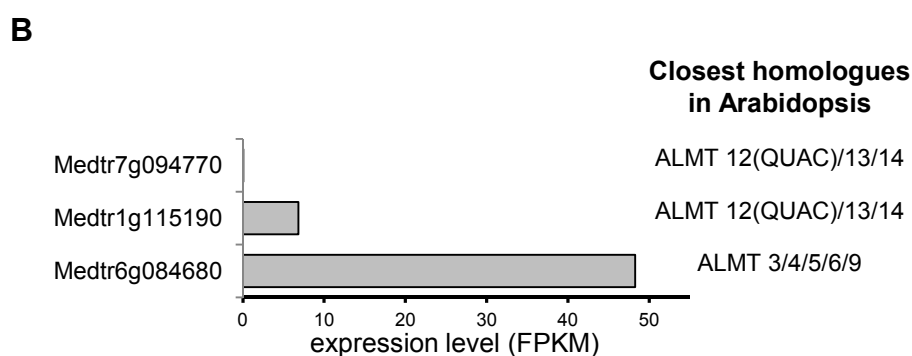

**Figure S15: The ALMT anion channel family in *Medicago truncatula* and its members displaying expression in root hairs.** (A) Phylogenetic relationship of *A. thaliana* and *M. truncatula* ALMT channels. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red and black circles correspond to genes induced not regulated by the NF treatments, respectively. (B) Relative expression (in FPKM) of *M. truncatula* ALMT genes in control root hairs.

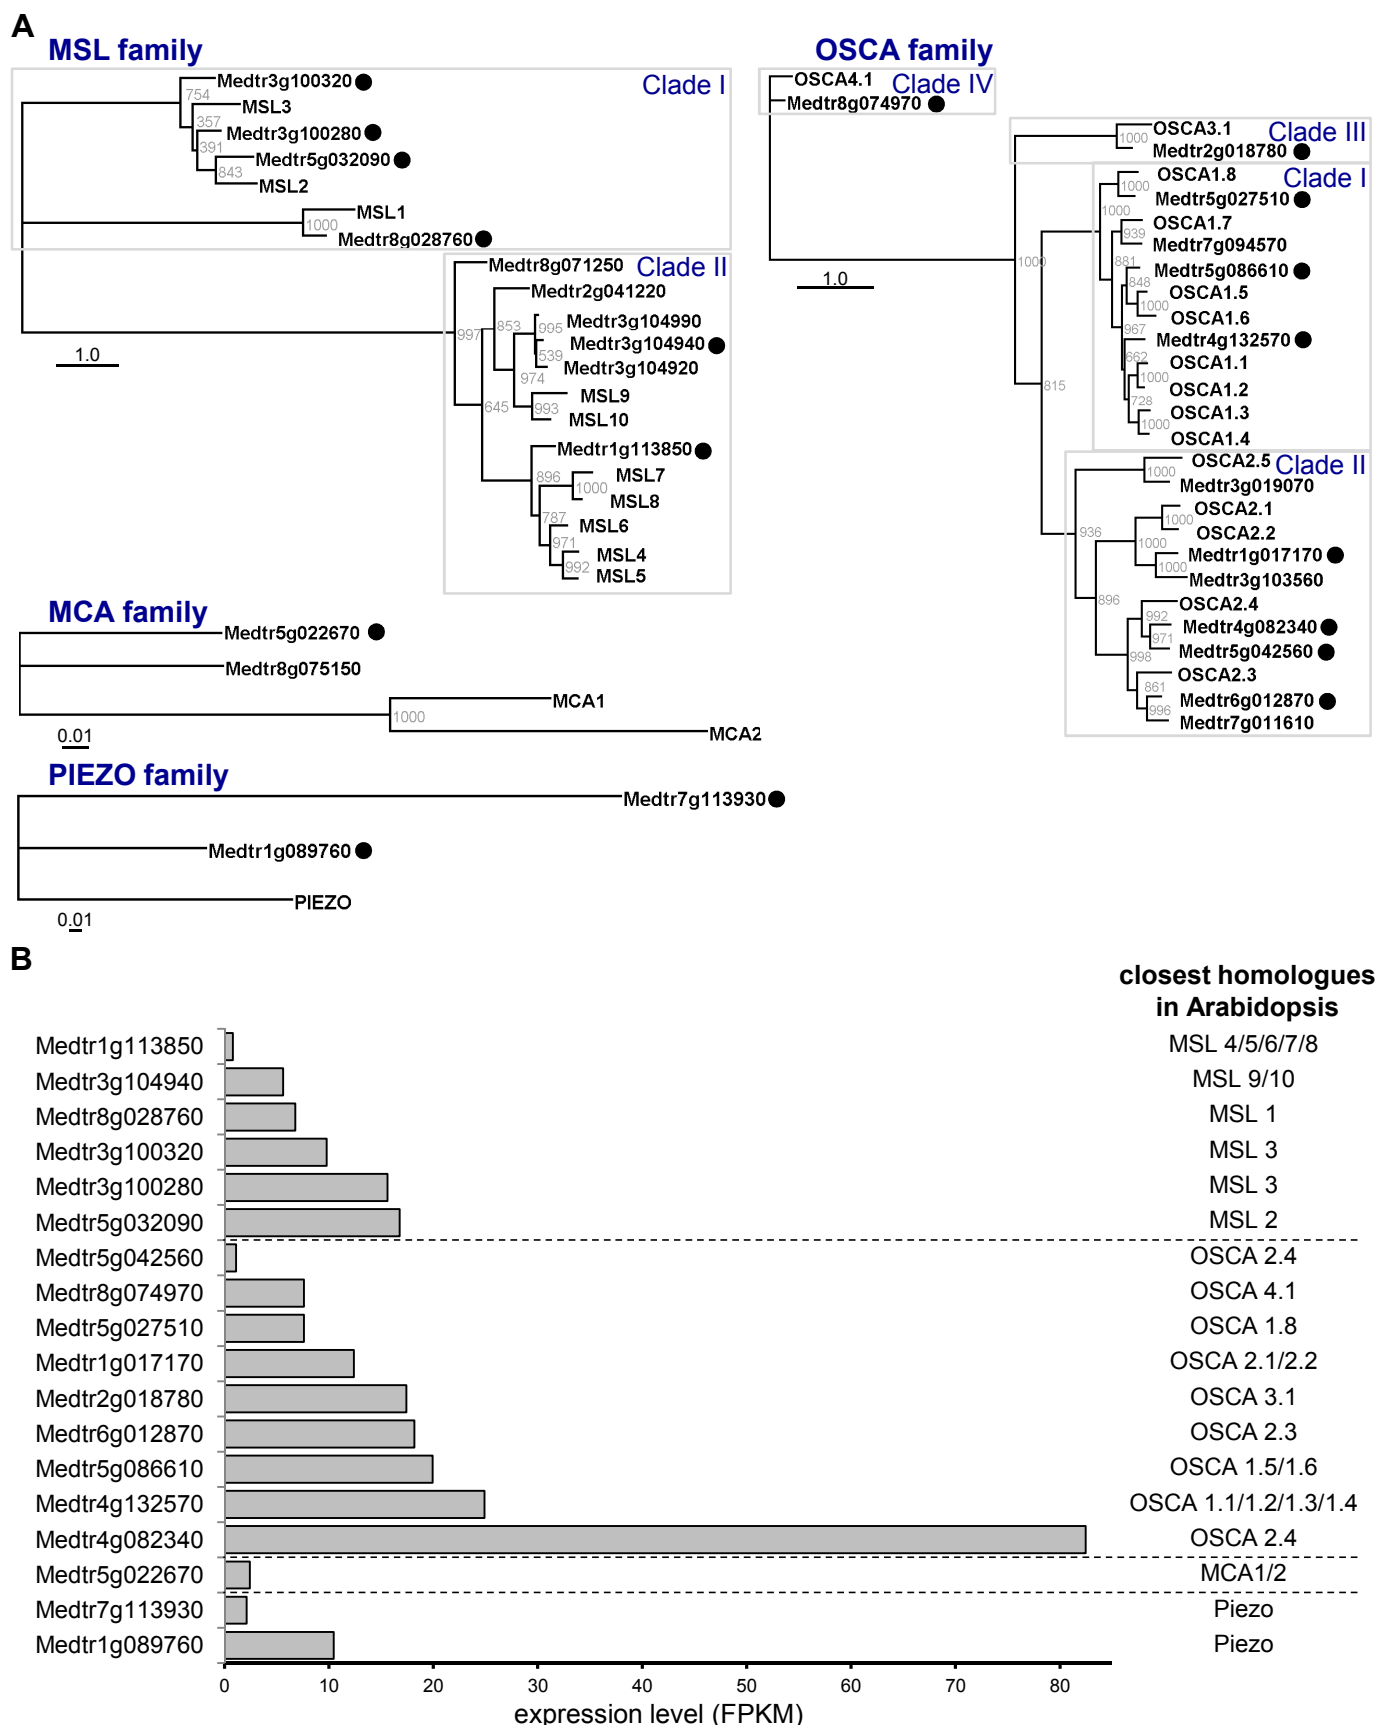

**Figure S16: Mechanosensitive and osmosensitive channels identified in the *Medicago truncatula* genome and its members displaying expression in root hairs.** (A) Phylogenetic relationship of MSL (upper left panel), OSCA (upper right panel), MCA (middle panel) and PIEZO (lower panel) channels in *A. thaliana* and *M. truncatula*. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with black circles (not regulated by NF treatments). (B) Relative expression (in FPKM) of *M. truncatula* MSL, OSCA, MCA and Piezo genes in control root hairs.

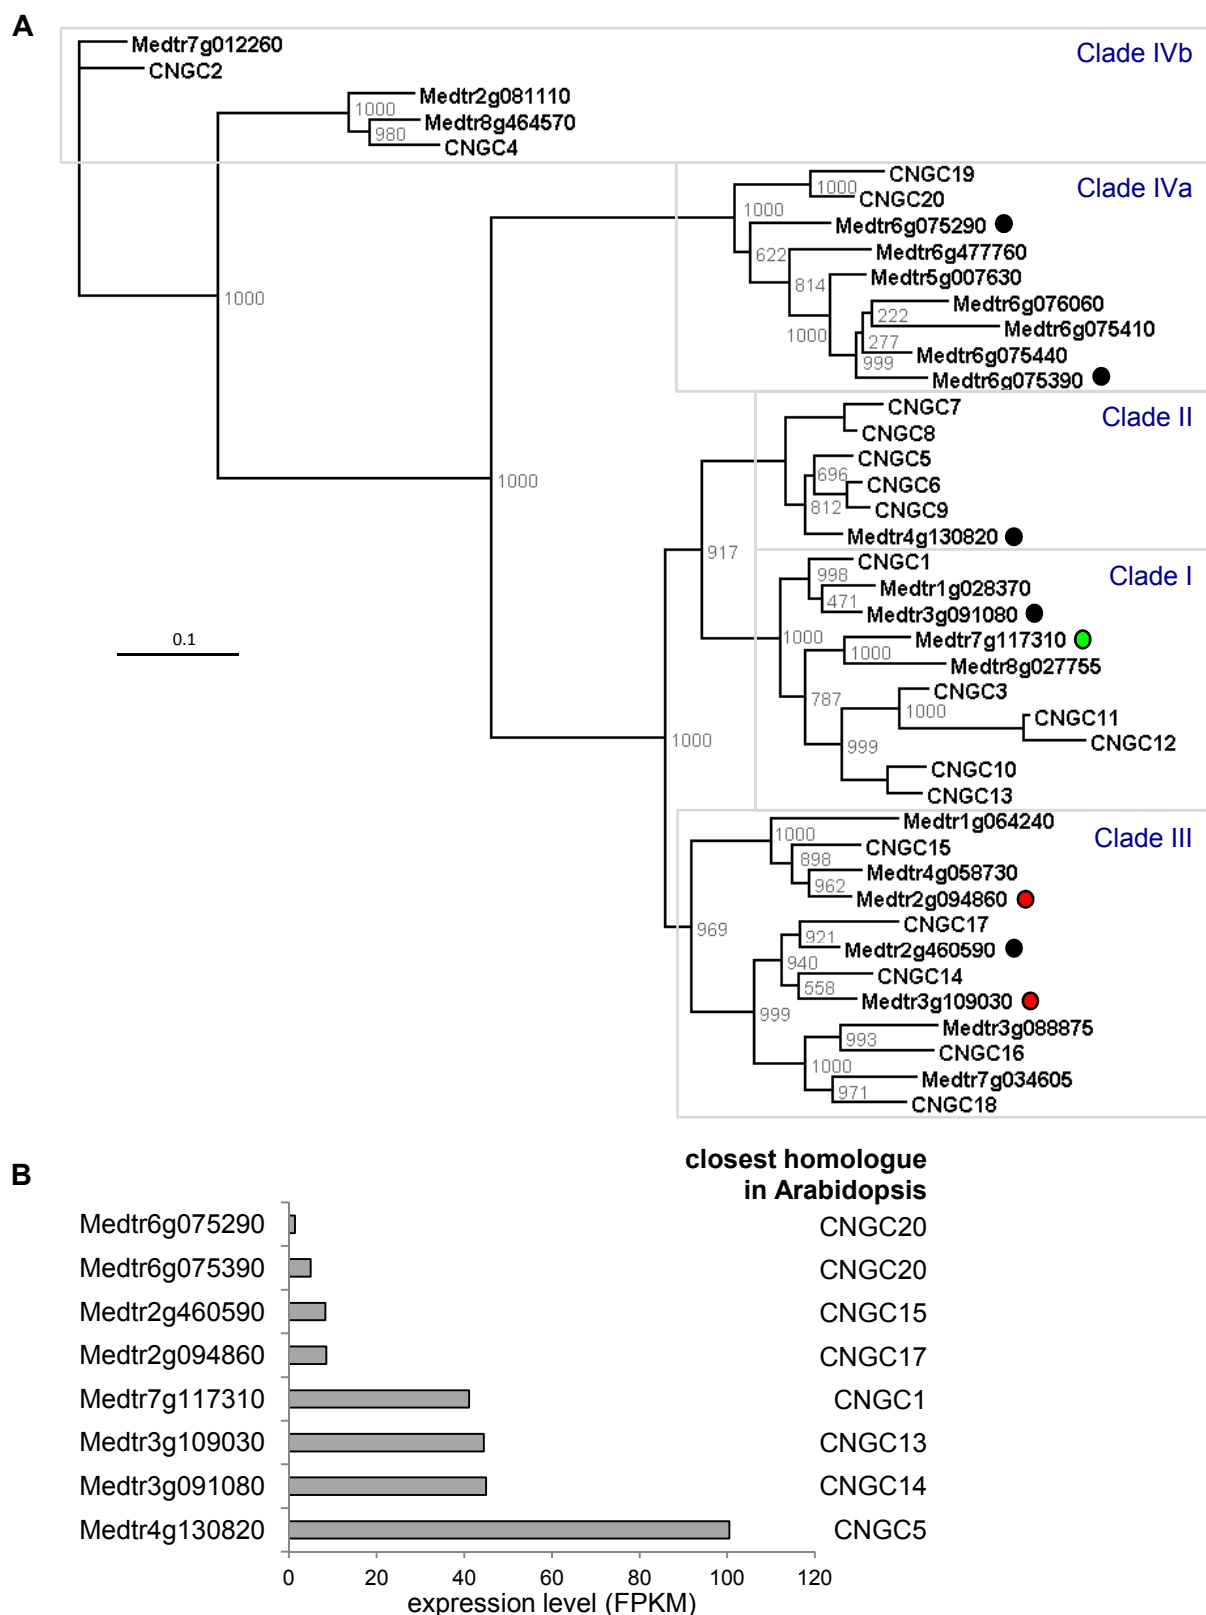

**Figure S17: The CNGC ion channel family in *Medicago truncatula* and its members displaying expression in root hairs.** (A) Phylogenetic relationship of *A. thaliana* and *M. truncatula* CNGC proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red, green and black circles correspond to genes induced, repressed or not regulated by the NF treatments, respectively. (B) Relative expression (in FPKM) of *M. truncatula* CNGC genes in control root hairs.

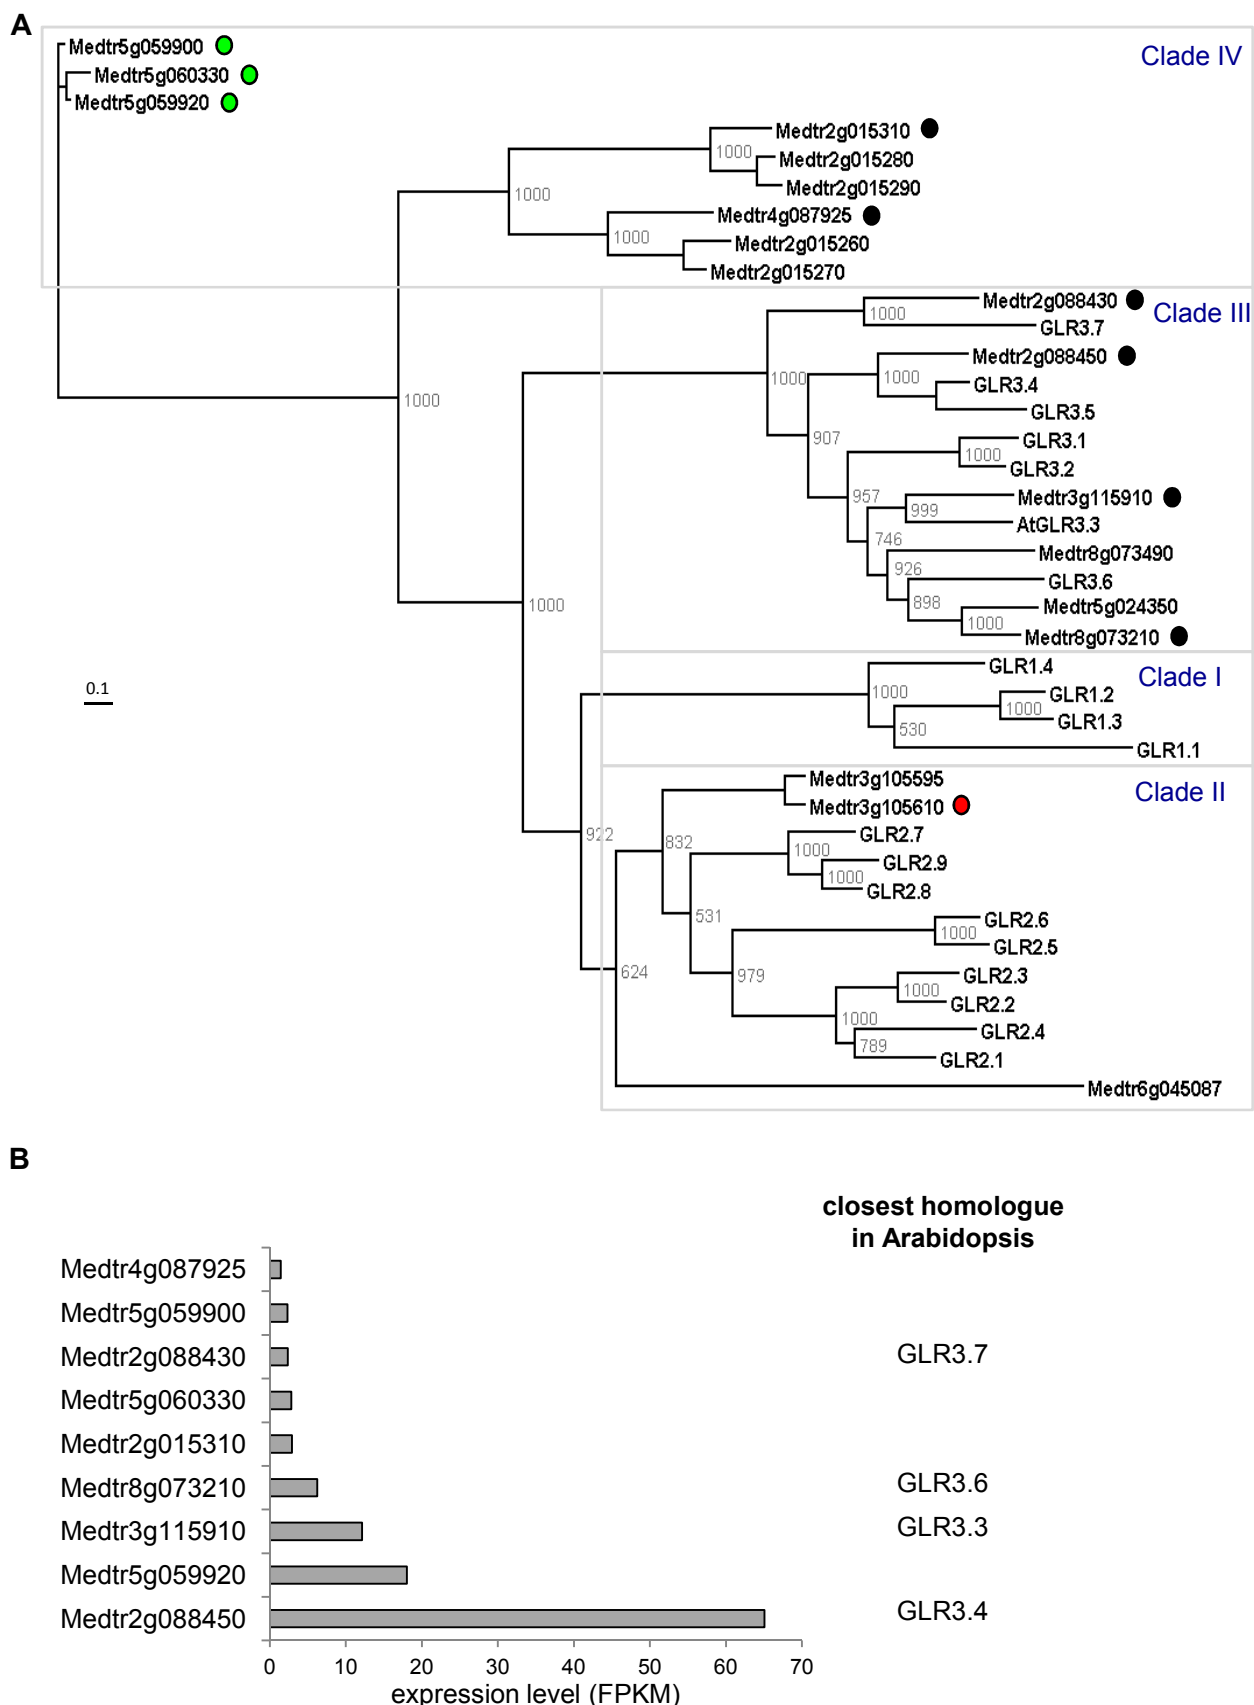

**Figure S18: The GLR ion channel family in *Medicago truncatula* and its members displaying expression in root hairs.** (A) Phylogenetic relationship of *A. thaliana* and *M. truncatula* GLR proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red, green and black circles correspond to genes induced, repressed or not regulated by the NF treatments, respectively. (B) Relative expression (in FPKM) of *M. truncatula* GLR genes in control root hairs.

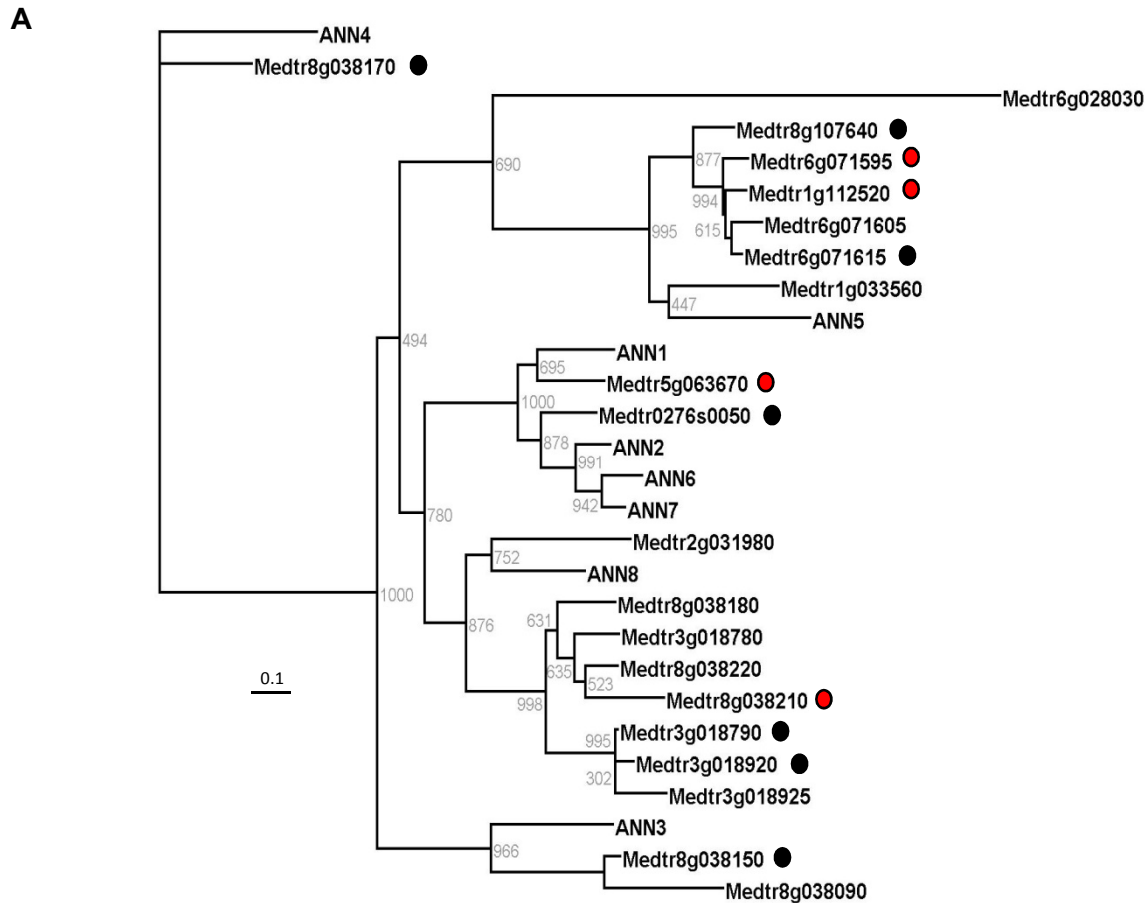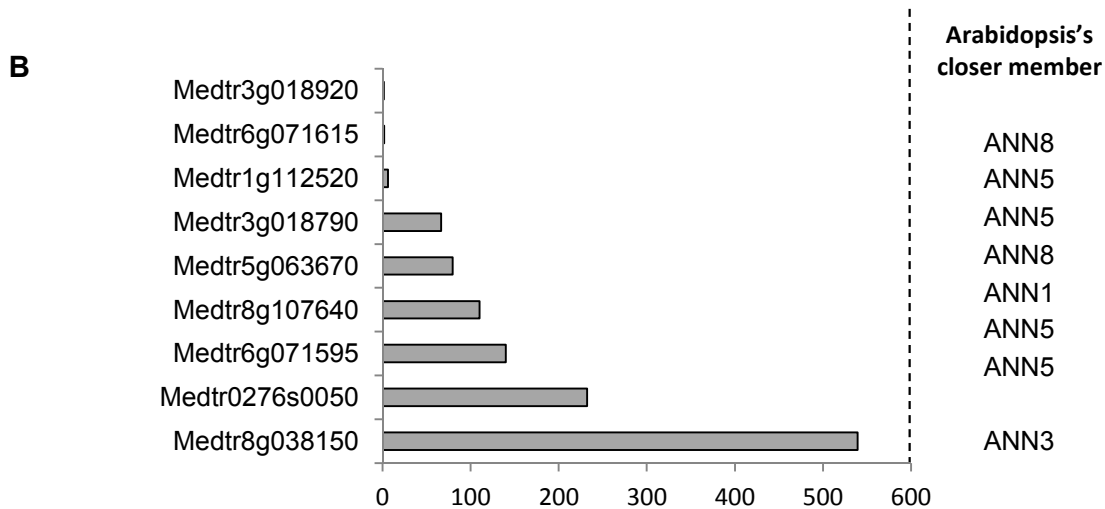

**Figure S19: The ANN gene family in *Medicago truncatula* and its members displaying expression in root hairs. (A) Phylogenetic relationship of *A. thaliana* and *M. truncatula* ANN proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: red and black circles correspond to genes induced or not regulated by the NF treatments, respectively. (B) Relative expression (in FPKM) of *M. truncatula* ANN genes in control root hairs.**

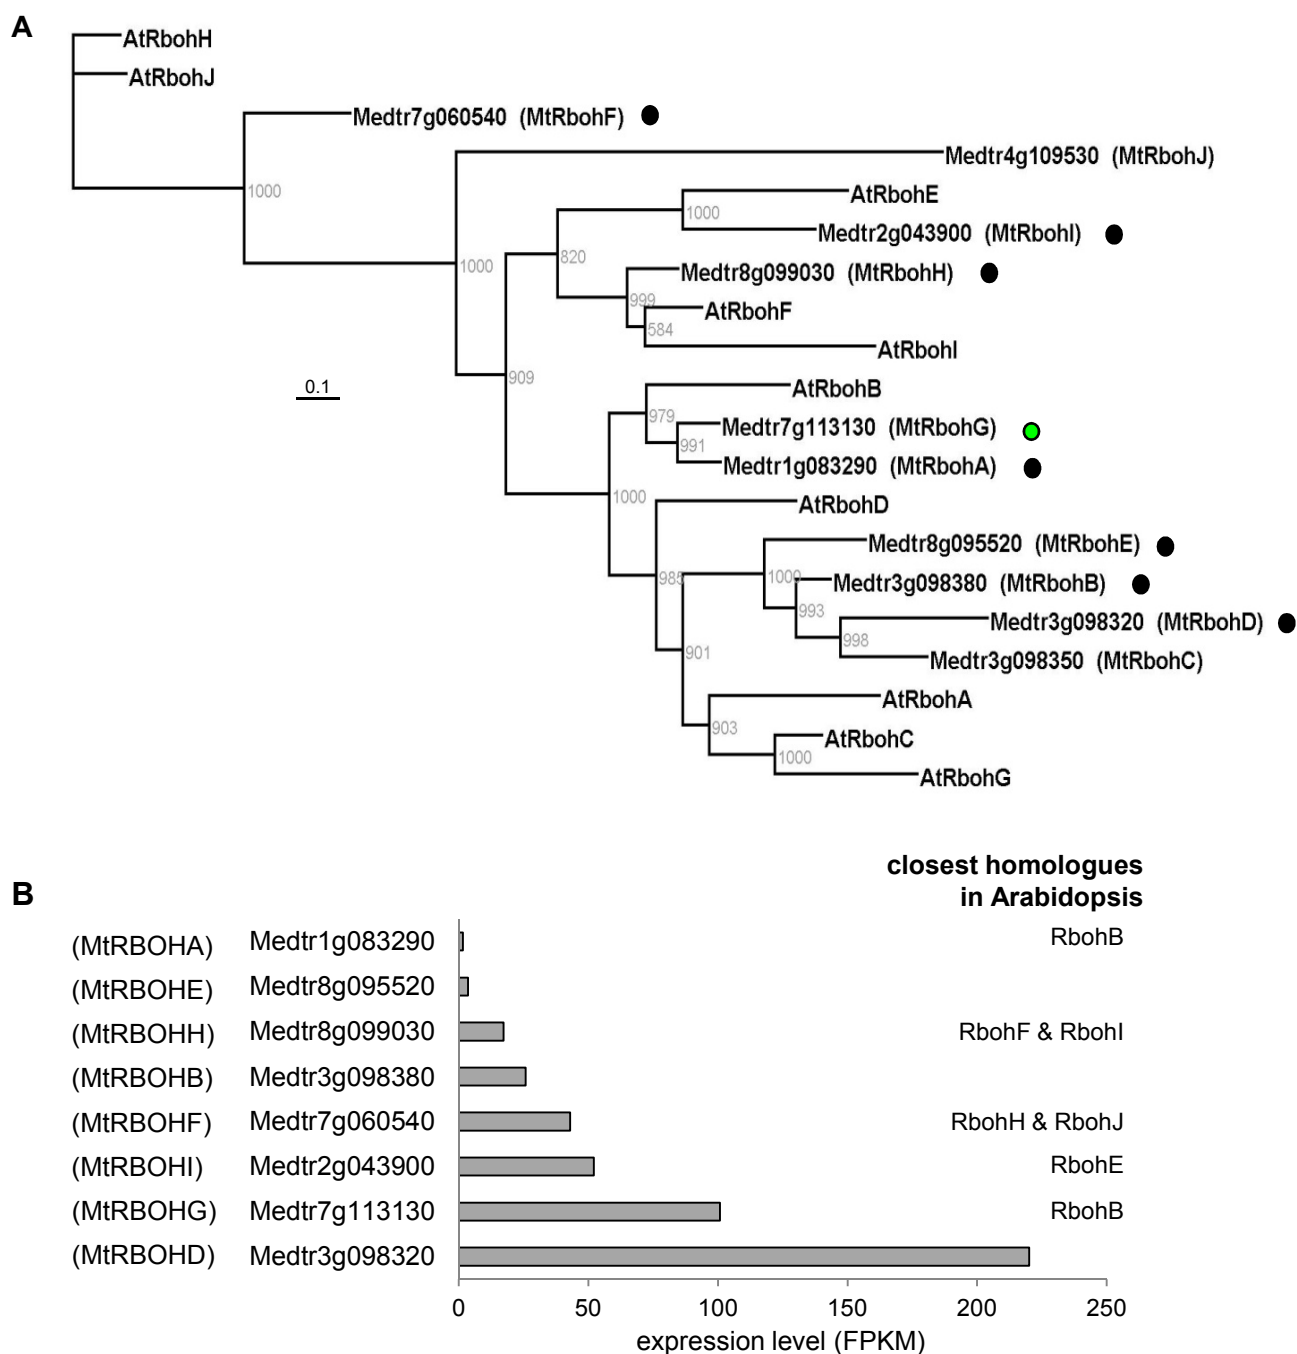

**Figure S20: The NADPH oxidase family in *Medicago truncatula* and its members displaying expression in root hairs. (A)** Phylogenetic relationship of *A. thaliana* and *M. truncatula* RBOH proteins. Genes expressed in root hairs (FPKM value  $\geq 1$ ; see Table S2) are labeled with colored circles: green and black circles correspond to genes repressed or not regulated by the NF treatments, respectively. **(B)** Relative expression (in FPKM) of *M. truncatula* RBOH genes in control root hairs.

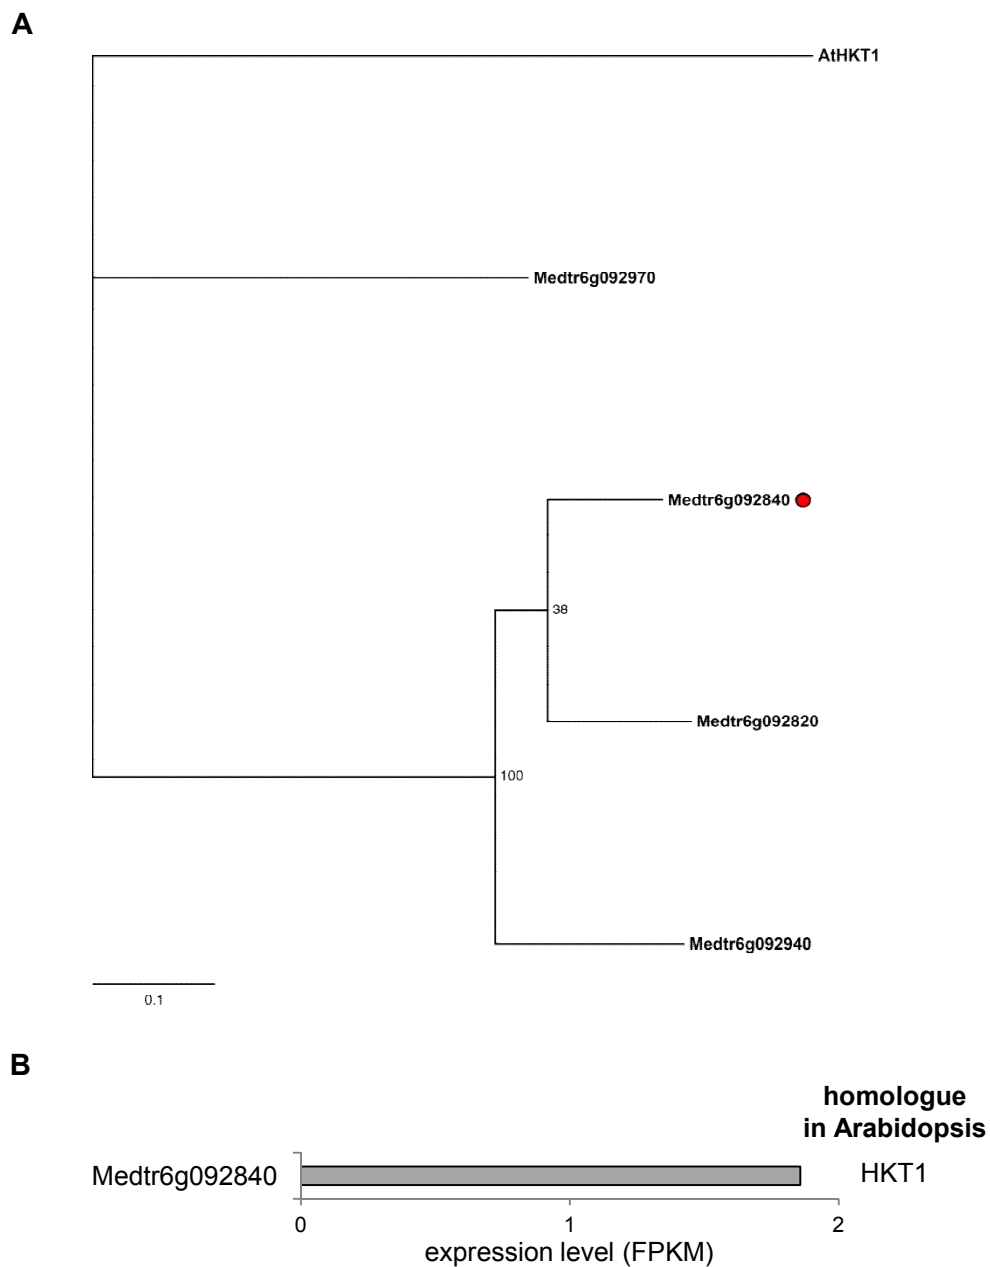

**Figure S21: The HKT transporter family in *Medicago truncatula*.** (A) Phylogenetic relationship of, *A. thaliana* and *M. truncatula* HKT proteins. Red circle: gene expressed in root hairs (>1 FPKM). This gene is induced by NF treatment. (B) Relative expression (in FPKM) of this gene in control root hairs.

How the deposited data were processed for this re-analysis (not part of the article)

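Root hairs were taken from Medicago truncatula roots treated with water or with Nod factors (NF) for 4 h or 20 h, each sample from the pooled root hairs of 100 plants. The count files used here come from the authors, who trimmed the read pairs, aligned them to the Mt4.0v1 transcripts with Bowtie 2 in local mode and counted, as deposited, the pairs with both mates unambiguously on the same gene. The deposited counts are whole numbers per transcript and were not normalized. The length of each transcript is given in the same files. The text uses 5 libraries: control replicate 2 and replicates 1 and 2 of NF 4 h and NF 20 h. Control replicate 1 is not analysed here. All libraries are used whatever their values. A file pairing locus tags with RefSeq symbols shares no identifier with the count files and was not used here.

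CPM values were computed here by dividing each count by the total of its library. FPKM was computed here from CPM and the deposited transcript length, and differs in method from the FPKM of the paper. Genes are named by their Medtr identifier. The floor of a count of 3 and the depth of each library are given with the data. Wilson intervals are at 95% confidence.

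The main fit used edgeR 4.0.16 in R 4.3.3 with library-size normalization, the filter of edgeR by group and 1 coefficient per treatment. NF 4 h and NF 20 h were each compared with the control, and NF 20 h with NF 4 h, by the quasi-likelihood test. With a control of 1 library, the residual degrees of freedom (2) come from the NF pairs. A gene is called at a Benjamini-Hochberg adjusted p under 0.05. The pairing of libraries comes from the replicate numbers in the labels; the second fit adds this number as a block and keeps 1 residual degree of freedom. Alternatives used DESeq2 1.42.0 with its Wald test, the exact test of edgeR, TMM factors, DESeq2 size factors, no filter, a minimum count in every library, only the groups compared, a stricter limit of 0.01, a 2-fold limit, and the fits with 1 NF library left out. These alternatives were set before the data were examined. Added afterwards were DESeq2 with the replicate block, the FPKM limit for detection and the correlation coefficient not squared. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

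The rule for the genes given by name was written in advance. It takes each gene the paper names in a statement about the RNA-seq data, the genes of its RT-qPCR table, and for each comparison the 4 genes with the largest increase and the 4 with the largest decrease among the called genes with a mean of at least 1 CPM whose NF libraries lie on the same side of the control. For NF 20 h against NF 4 h, both libraries of one treatment had to lie on the same side of both libraries of the other. Members of families are otherwise given as counts and ranges. Outside this rule, both PIEZO genes are named, as the whole of their family, and the closing section names genes of the paper's ion transport table whose tabulated values disagree with the counts, which were chosen after the values were seen. Gene sets come from the supplementary tables of the paper and were compared with the other genes at a mean of at least 1 CPM by Fisher's exact test, two-sided. The response of the NF treatments was read against a single control library, so a value of the control carries no measure of its own spread.

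The fits were tested on simulated data, with 200 of 22091 genes changed by a log2 fold change of 2. Without a simulated replicate effect 84.5% of the changed genes were recovered against the control and 96.5% between the NF treatments. With one, 63.0% and 89.0% were recovered without the block and 93.5% and 97.0% with it. This effect was the same in all replicate 1 libraries, and the dispersion was lowered along with it. The gain with the block was thus built in. Genes that had not been changed made up at most 5.53% of those called. No deviation of the single control library was simulated, and genes of the same level had the same dispersion. The share of false calls therefore does not cover errors from the control library.

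Gene ontology results were not computed, since no table pairs the genes with terms. The RT-qPCR measurements, the phylogenies and the raw reads were not used here, and neither is the lane of each library known from the text of the paper.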

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

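No test in this part was chosen after its own result was seen, but all were written after the number of genes called by each fit and the median shift under each normalization had been seen. Of the genes given by name, 7 stand out because their levels differ between NF 20 h and NF 4 h in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, a comparison the paper does not report, with both libraries of one time on the same side of both libraries of the other (n = 2 each). Higher at 20 h were Medtr4g097470 (8.27, adjusted p = 0.0412 without and 1.18e-05 with the replicate block), Medtr4g109580 (4.75, adjusted p = 0.0471 without and 7.16e-05 with the replicate block), Medtr7g074220 (4.67, adjusted p = 0.0471 without and 0.000113 with the replicate block) and Medtr6g088715 (4.16, adjusted p = 0.0471 without and 0.000120 with the replicate block), as log2 ratios from the edgeR test. Lower at 20 h were MtPT1, that is Medtr1g043220 (−1.71, adjusted p = 0.0471 without and 5.85e-05 with the replicate block), Medtr6g016470 (−4.16, adjusted p = 0.0471 without and 0.000138 with the replicate block) and Medtr4g094550 (−3.30, adjusted p = 0.0412 without and 1.18e-05 with the replicate block) in the same edgeR test.

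After thinning all libraries to the smallest one, the log2 ratios of these 7 genes were between 0.968 and 1.02 times their full values, so library depth does not carry the difference. With TMM factors 0 of the 7 changed sign. Another scaling shifted the median log2 fold change by at most 0.0392. The ratios of the 7 genes ran from −4.16 to −1.71 and from 4.16 to 8.27. These values argue against scaling by library size as the source of the difference for these genes. MtPT1 belongs to a family with near-identical copies whose shared pairs were not counted. A change with the time since NF addition remains a hypothesis.

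At 4 h 31 genes (2 up, 29 down) and at 20 h 33 genes (9 up, 24 down) were called that are absent from the paper's table of responding genes, and stand out as responses that the paper does not report. They make up 20.5% and 10.2% of the genes called. Most are weakly expressed: 25 and 23 of them reach a mean of 1 CPM, and the median level is 1.52 and 1.39 CPM. With the replicate block, 100% of these 64 responses kept an adjusted p under 0.05 and their sign. The block kept all 151 and 325 genes called without it, so this test cannot tell whether the difference between replicate numbers carries these responses. They rest on the same single control library, and whether a second control library would lower their number was not tested. No biological explanation was tested.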

How the results depend on the processing

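None of the alternatives named in this part was added after the values were seen, except DESeq2 with the replicate block, the FPKM limit and the uncorrected correlation coefficient R. The cause was not tested for any change given here. The number of genes called at 4 h (151), at 20 h (325) and between the times (11) was 565, 893 and 706 with DESeq2, 863, 1322 and 918 with the exact test of edgeR, 440, 717 and 308 with no expression filter, and 1650, 2706 and 1952 with the replicate number as a block. DESeq2 with the replicate block gave 985, 1429 and 1200. With only the groups compared in the fit there were 369 genes at 4 h and 622 at 20 h. Requiring at least 10 counts in every library gave 87 genes at 4 h and 0 between the times (2072 at an unadjusted p under 0.05). An adjusted p under 0.01 left 0, 0 and 0 genes, where 2051, 2607 and 2356 had an unadjusted p under 0.05. Leaving out 1 library of the other time gave from 360 to 368 genes at 4 h and from 631 to 632 at 20 h. With TMM factors and DESeq2 size factors in edgeR, and with a 2-fold limit, these counts stayed within 1.5 times the values without them.

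The share of upregulated genes at 4 h (76.8%) was 54.0% with the exact test, 69.1% with no filter, 88.5% with at least 10 counts in every library, 65.0% with only the groups compared and 57.4% with the replicate block. At 20 h (74.8%) it was 63.3% with DESeq2, 49.4% with the exact test, 68.6% with DESeq2 size factors in edgeR, 61.6% with no filter, 60.5% with only the groups compared and 55.0% with the replicate block. The overlap of upregulated genes (37.0%) was 49.5% with DESeq2, 47.4% with the exact test, 49.5% with no filter and 43.7% with the replicate block, and that of downregulated genes (23.2%) was 9.84% with at least 10 counts in every library. Of the genes that the paper lists for 4 h only, the number that differed between the times (0, with 71 at an unadjusted p under 0.05) was 36 with DESeq2, 37 with the exact test, 12 with no filter and 68 with the replicate block. For 20 h only (3) it was 306, 334, 130 and 596 in the same order, and 0 with at least 10 counts in every library (571 at an unadjusted p under 0.05).

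The odds ratio of the nutrition genes kept its direction and its side of 0.05 in all alternatives run. That of the ion signaling genes (2.05) passed 0.05 (Fisher's exact test, two-sided, here and for the sets that follow) with DESeq2 (2.53, p = 0.0105), the exact test of edgeR (2.94, p = 0.00132), no filter (2.40, p = 0.0353) and the replicate block (2.68, p = 0.000126). That of the peroxidases (3.15) passed it, by Fisher's exact test, with DESeq2 (7.11, p = 7.62e-08), the exact test of edgeR (6.63, p = 8.33e-08), no filter (3.80, p = 0.00428), at least 10 counts in every library (4.76, p = 0.0292), only the groups compared (6.90, p = 8.33e-06) and the replicate block (5.49, p = 9.20e-09). That of the legume-specific genes (1.26) passed it, by Fisher's exact test, with DESeq2 (1.32, p = 0.0484), the exact test of edgeR (1.38, p = 0.0144), all tested genes (1.53, p = 0.0388) and the replicate block (1.48, p = 0.000384).

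For single genes, 1494 log2 fold changes were computed under the alternatives: 1335 kept their direction and their side of the threshold, 4 became weaker, 114 stronger and 25 moved without a call, and 16 changed sign. With the replicate block the sign changed for MSL Medtr1g113850 at 20 h (0.095), MtAHA4 at 20 h (0.083), MtRR4 at 4 h (0.21), the AtHAK5 homolog at 20 h (−0.036), MtNPF6.7 at 4 h (−0.018), MCA at 20 h (0.062), the cystatin gene at 4 h (0.12), LRR Medtr4g014160 at 4 h (0.027), CAP Medtr2g435490 at 4 h (0.40) and PNT Medtr3g069500 at 4 h (−1.15). With DESeq2, TMM factors and DESeq2 size factors in edgeR it changed for MtRR4 at 4 h (0.0083, 0.0061 and 0.0062) and for ARF Medtr7g062540 at 4 h (0.038, 0.035 and 0.038). None of these genes was called under the settings that changed the sign. The weaker ones are MtAMT1;1 at 20 h, with only the groups compared and without NF 4 h replicate 1 or 2, and Medtr6g088715 between the times with only the groups compared. Of 117 values of detection, replicates and components, 106 stayed within 1.5 times and 11 moved.

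Leaving out a library of the groups compared leaves an arm with 1 library, so only the log2 fold change was computed there and no call was made, and the control could not be left out. The choice of TMM factors in place of library size shifted the median log2 fold change by at most 0.0392.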

Differences from the paper's values

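The values of the paper in this part come from its text and, for log2 fold changes, from its supplementary tables. After each value stand the alternatives set before the data were examined that came within a tolerance of the paper's value, and the other alternatives run for it did not. Values within this tolerance can still lie well apart from the paper's, and a gap is called closed in this sense only. The percentage of detected genes responding at either time was 2.00 against the paper's 10, and it was 7.46 with the edgeR exact test. Here the number of genes called at 4 h was 151, with the paper at 779, and it was 565 with DESeq2 and 863 with the edgeR exact test, while DESeq2 with replicate block, chosen after seeing the values, gave 985. With 325 here, the number of genes called at 20 h differs from the paper's 1525, and it was 1322 with the edgeR exact test, while DESeq2 with replicate block, chosen after seeing the values, gave 1429. A value of 116 stands against the paper's 614 for the number of genes called upwards at 4 h, and it was 431 with DESeq2 and 466 with the edgeR exact test, while DESeq2 with replicate block, chosen after seeing the values, gave 704. The number of genes called downwards at 4 h was 35 against the paper's 165, and it was 134 with DESeq2, 136 with no filter, 129 with only the groups compared, 123 without NF 20 h replicate 1 and 122 without NF 20 h replicate 2. Here the number of genes called upwards at 20 h was 243, with the paper at 896, and it was 653 with the edgeR exact test, while DESeq2 with replicate block, chosen after seeing the values, gave 865. With 82 here, the number of genes called downwards at 20 h differs from the paper's 629, and it was 669 with the edgeR exact test, while DESeq2 with replicate block, chosen after seeing the values, gave 564. A value of 32 stands against the paper's 184 for the number of genes called at 4 h only in both directions, and it was 165 with DESeq2 and 267 with the edgeR exact test. The number of genes called at 4 h only upwards was 19 against the paper's 128, and it was 100 with DESeq2 and 105 with the edgeR exact test. Here the number of genes called at 4 h only downwards was 13, with the paper at 56, and it was 65 with DESeq2, 60 with no filter and 59 with only the groups compared. With 206 here, the number of genes called at 20 h only in both directions differs from the paper's 867, and it was 726 with the edgeR exact test. A value of 146 stands against the paper's 349 for the number of genes called at 20 h only upwards, and it was 235 with DESeq2 and 292 with the edgeR exact test. The number of genes called at 20 h only downwards was 60 against the paper's 518, and it was 434 with the edgeR exact test.

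Here the number of macronutrient transport genes up at either time was 4, with the paper at 17, and it was 19 with the replicate block. With 4 here, the number of macronutrient transport genes down at either time differs from the paper's 10, and it was 11 with the edgeR exact test and 7 with no filter. A value of 3 stands against the paper's 10 for the number of ion signaling candidates up at either time, and it was 7 with the edgeR exact test and 11 with the replicate block. The number of ion signaling candidates down at either time was 0 (9 down at an unadjusted p under 0.05) against the paper's 5, and it was 4 with the edgeR exact test. The paper's 9 stands beside 0 here (12 at an unadjusted p under 0.05) for the number of peroxidases up at 4 h, and it was 7 with DESeq2 and 8 with the edgeR exact test. With 0 here (5 at an unadjusted p under 0.05), the number of peroxidases down at 4 h differs from the paper's 5, and it was 5 with the replicate block. A value of 3 stands against the paper's 12 for the number of peroxidases up at 20 h, and it was 8 with the edgeR exact test and 18 with the replicate block. The number of peroxidases down at 20 h was 0 (11 at an unadjusted p under 0.05) against the paper's 8, and it was 9 with the edgeR exact test and 10 with the replicate block. The paper's 16 stands beside 3 here for the number of peroxidases up at either time, and it was 11 with DESeq2, 14 with the edgeR exact test and 21 with the replicate block. With 10 here, the number of legume-specific genes responding more than 2-fold at 4 h differs from the paper's 26, and it was 31 with DESeq2, 31 with the edgeR exact test, 21 with no filter and 18 with only the groups compared. A value of 26 stands against the paper's 74 for the number of legume-specific genes responding more than 2-fold at 20 h, and it was 57 with DESeq2, 69 with the edgeR exact test and 92 with the replicate block. The number of members detected in the AHA family was 8 against the paper's 5, and no alternative set before the data were examined closed the gap, while an FPKM limit of 1, chosen after seeing the values, gave 7. The paper's 5 stands beside 8 here for the number of members detected in the PHT1 family, and it was 6 with a limit of 2 CPM, while an FPKM limit of 1, chosen after seeing the values, gave 7. With 3.07 here, the fold decrease of MtAHA5 at 4 h differs from the 5 in the paper's text, which gives no time. No alternative set before the data were examined closed the gap. The paper's supplement, however, gives MtAHA5 a log2 fold change of −1.62 at 4 h, as found here (−1.62).

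Log2 fold changes for which no alternative set before the data were examined closed the gap were those of MtPT1 (Medtr1g043220) 0.54 against the paper's −1.26 at 4 h and −1.16 against the paper's −3.00 at 20 h, MtAMT1;1 (Medtr1g045550) −0.32 against the paper's −0.64 at 4 h and −1.03 against the paper's −1.39 at 20 h and PHO1 homolog (Medtr1g075640) 0.38 against the paper's −0.032 at 20 h. Likewise open were those of GORK/SKOR homolog (Medtr5g077770) 0.17 against the paper's −0.10 at 4 h and 0.037 against the paper's −0.28 at 20 h, HKT (Medtr6g092840) −1.28 against the paper's −0.65 at 4 h and 1.17 against the paper's 1.76 at 20 h and MtNRT2.2 (Medtr4g057865) 0.94 against the paper's 0.37 at 20 h. To these add MtNRT2.1 (Medtr4g057890) 1.91 against the paper's 1.41 at 4 h and 1.14 against the paper's 0.61 at 20 h, MtNAR2.2 (Medtr4g104700) 2.203 against the paper's 1.84 at 4 h and 1.51 against the paper's 1.12 at 20 h and MCA (Medtr5g022670) −0.33 against the paper's −0.024 at 4 h. Also left open were those of MtRbohG (Medtr7g113130) −0.19 against the paper's −0.57 at 4 h and −0.91 against the paper's −1.32 at 20 h, NF-X1 (Medtr4g027040) −0.28 against the paper's −0.83 at 20 h and HAP2 (Medtr1g056530) 12.12 against the paper's 9.26 at 4 h and 11.90 against the paper's 9.00 at 20 h. In the same case were PRI (Medtr5g045470) 7.90 against the paper's 8.35 at 20 h, FER1 (Medtr5g083170) 0.59 against the paper's 1.32 at 4 h and 0.29 against the paper's 0.98 at 20 h and SPK1 (Medtr4g129010) 2.62 against the paper's 3.29 at 4 h and 3.00 against the paper's 3.62 at 20 h. Likewise open were those of gibberellin 2-oxidase (Medtr1g086550) 2.94 against the paper's 3.48 at 4 h and 2.37 against the paper's 2.87 at 20 h and Medtr6g045097 10.61 against the paper's 8.75 at 4 h. HAP2 and Medtr6g045097 had 0 counts in the control here, so the size of their ratios is undetermined and no gap can be read from them. For each gene of this list given at both times, the paper's value lies on the same side of that here. The comparisons at 4 h and 20 h share the control, for which the paper used both libraries and the values here only replicate 2. The other gaps can thus come from the control library left out.

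The log2 fold change came within the tolerance under the settings named for PHO1 homolog (Medtr1g075640) at 4 h, 0.51 against the paper's 0.13, and 0.19 without NF 4 h replicate 2, and for MSL (Medtr1g113850) at 20 h, −0.021 against the paper's 0.12, and 0.095 with the replicate block. Settings that closed the gap are also given for ALMT (Medtr1g115190) at 4 h, 0.32 against the paper's 0.59, and 0.50 without NF 4 h replicate 2, and for ALMT (Medtr1g115190) at 20 h, 0.94 against the paper's 1.17, and 0.98 without NF 20 h replicate 2. MtSULTR1.1 (Medtr2g008470) at 20 h had −0.075 against the paper's 0.041. Without NF 20 h replicate 2 it had 0.63, which has the paper's sign but lies further from its value. The gap was also closed for ALMT (Medtr7g094770) at 20 h, 6.81 against the paper's 7.97, and 7.22 without NF 20 h replicate 2. It closed as well for MtAHA4 (Medtr4g127710) at 4 h, 0.0024 against the paper's −0.078, and −0.066 without NF 4 h replicate 2, and for MtNRT2.2 (Medtr4g057865) at 4 h, 1.77 against the paper's 1.24, and 1.53 without NF 4 h replicate 1. The log2 fold change came within the tolerance under the settings named for MtNAR2.1 (Medtr4g104730) at 20 h, 0.86 against the paper's 0.63, and 0.77 with the replicate block and 0.83 without NF 20 h replicate 1, and for MCA (Medtr5g022670) at 20 h, −0.010 against the paper's 0.27, and 0.062 with the replicate block and 0.076 without NF 20 h replicate 1. Settings that closed the gap are also given for cystatin (Medtr5g088770) at 4 h, −0.045 against the paper's −0.36, and −0.20 without NF 4 h replicate 2, and for cystatin (Medtr5g088770) at 20 h, −0.56 against the paper's −0.91, and −0.78 without NF 20 h replicate 2. The gap was also closed for NF-X1 (Medtr4g027040) at 4 h, 0.090 against the paper's −0.43, and −0.36 without NF 4 h replicate 2, and for PRI (Medtr5g045470) at 4 h, 8.79 against the paper's 9.28, and 9.00 without NF 4 h replicate 2. It closed as well for RMS1 (Medtr3g109610) at 4 h, 4.48 against the paper's 5.18, and 4.87 without NF 4 h replicate 2, and for RMS1 (Medtr3g109610) at 20 h, 6.32 against the paper's 6.98, and 6.38 without NF 20 h replicate 2. The log2 fold change came within the tolerance under the settings named for KUP8 (Medtr6g007697) at 4 h, 1.47 against the paper's 1.73, and 1.58 without NF 4 h replicate 2, and for KUP8 (Medtr6g007697) at 20 h, 1.56 against the paper's 1.78, and 1.61 without NF 20 h replicate 2. Settings that closed the gap are also given for MAPKKK (Medtr2g023890) at 4 h, 2.00 against the paper's 2.26, and 2.04 with DESeq2, 2.04 with TMM factors, 2.04 with DESeq2 size factors in edgeR and 2.13 without NF 4 h replicate 2, and for Medtr0118s0070 at 4 h, 9.98 against the paper's 8.81, and 9.42 with the replicate block and 9.19 without NF 4 h replicate 1. The gap was also closed for Medtr0118s0070 at 20 h, 12.17 against the paper's 10.96, and 11.73 with the replicate block and 11.91 without NF 20 h replicate 1.

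The paper ranks MtRbohF with MtRbohD at the top of the Rboh family in root hairs, while here MtRbohF had 124 CPM in the control against 159 CPM of MtRbohG. It places both NAR2 genes far above other nitrate transport genes, while here MtNAR2.2 had 7.24 CPM in the control against 122 CPM of MtNPF6.7. It gives MtPT1 as decreasing after NF, from both control libraries. Against control replicate 2 alone MtPT1 rose at 4 h (log2 fold change 0.54) and fell at 20 h, a gap that does not contradict the paper. It gives MtRR9 as induced, where the test without the replicate block did not call it (1.01 at 20 h). It gives MtSULTR1.1 and MtSULTR1.2 as decreasing, and the test without the block called neither (−0.85 and −0.90 at 4 h). It gives MtAHA5, MtRbohG and MtNRT2.2 as responding, and the test without the block called none of them (−1.62 at 4 h, −0.91 at 20 h and 1.77 at 4 h). The paper finds upregulation less frequent at the later time. The shares here were close at both times without the block (76.8% and 74.8%) and with it (57.4% and 55.0%). DESeq2 gave 76.3% and 63.3%, with the direction of the paper. The difference between the times was not tested. Among legume-specific genes called at 20 h it finds a minority upwards, while here this depends on the setting. The share was 57.7% without the block, and its Wilson interval (38.9 to 74.5%) includes the paper's share. Here it was 44.6% with the block, 43.9% with DESeq2 and 34.8% with the exact test of edgeR. It was 42.9% with no filter, 40.0% with only the groups compared and 48.4% with DESeq2 size factors in edgeR. TMM factors (51.7%), at least 10 counts in every library (70.0%) and no 2-fold limit (57.7%) gave a majority. The paper finds no repetition bias on the first and second components of all its libraries before normalization. Here the first and second components did not separate the NF libraries by replicate number either. The third, with 23.4% of the variance, did. With TMM factors and a prior count of 2 the first component separated them as well. The paper gives Medtr7g116710 as induced early, and at 4 h it was not called without the block (1.24).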

Other observations

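Chosen only after the result was seen were the test of the sequencing lane, the test of genes higher in replicate 2, and the wording that defined the list of genes of lignifying cells. The differences between replicate 2 and replicate 1 of NF 4 h and NF 20 h were correlated across 17061 genes, and no biological explanation was tested for it, since the design gives none. The correlation was 0.610 after thinning all libraries to the smallest, 0.613 without the 100 genes with most counts (16961 genes left) and 0.601 within 20 bins of transcript length, so library depth, a few abundant genes and transcript length do not carry it. With TMM factors it was 0.614. Scaling shifts all genes of a library together and so gives no correlation across genes, which argues against scaling by library size as its source. A list of 4 stele genes had a median difference of 0.13 at percentile 86.4 of 10000 random lists matched on expression, and a list of 22 genes of lignifying cells a median of −0.03 at percentile 41.7, so neither list stands apart. The paper gives 3 libraries per lane on 2 lanes without the lane of each library, and the observed 0.615 cannot be told apart from an effect of the sequencing lane.

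In both NF treatments 7 genes were at least 4 times higher in replicate 2 than in replicate 1, and 0 were as much higher in replicate 1. All 7 (100%, 95% Wilson interval 64.6 to 100%) were also higher in control replicate 2 than in both replicate 1 libraries of NF, against 37.6% of other genes of similar level. A source common to the replicate 2 libraries, control included, is a candidate explanation that this value of 100% cannot separate from others, since the genes were chosen for their excess in replicate 2 and there is 1 control library. None of them is in the paper's table of responding genes, and 0 were called downwards.

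Log2 fold changes here and in the paper's table of responding genes had the same sign for 100% of the genes at both times (786 and 1531 genes), with r = 0.983 and 0.986 across genes, which are not independent replicates, and a median absolute difference of 0.202 and 0.202. The remaining difference at 20 h had a correlation of −0.0087 with the replicate difference of NF 4 h (1673 genes). With the replicate block the median absolute difference was 0.217 where it was 0.196 without it (1715 genes). A replicate difference shared with the NF pairs therefore does not account for the remaining difference. Whether the control replicates differ in another way was not tested, since control replicate 1 is not analysed here. Of the 1531 genes of the table at 20 h, 81.9% had an unadjusted p under 0.05 and the paper's sign, while 19.1% passed the adjusted threshold and 85.8% did with the block. A candidate explanation for the lower number of genes called is the spread between replicates as estimated with 2 residual degrees of freedom. The 81.9% cannot decide this, since the paper chose these genes from data that include the same libraries. On these libraries the exact test of edgeR called 863 genes at 4 h and 1322 at 20 h, so the number depends on the test. The test behind the paper's own adjusted p values is not named there, so other explanations remain.

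Of 866 genes that the paper lists for 20 h only, 74.9% had the same sign at 4 h, against 71.6% of the other genes at a mean of at least 1 CPM. This share cannot separate a response at one time only from a threshold passed at one time and just missed at the other. Compared directly between the times by the edgeR quasi-likelihood test, 3 of the 866 differed without and 596 with the replicate block. Whether the times differ for these genes thus depends on the block.

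Among 7279 pairs of adjacent genes, 15 pairs responded in the same direction, where 1000 shuffles of the responses gave a median of 2 and a maximum of 8. Without pairs of the same annotation 7 remained (7110 pairs, median 2, maximum 8), so reads shared between adjacent copies cannot be told apart from a response by local gene clusters, which remains a hypothesis at these values.

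In the paper's table of ion transport genes, Medtr4g082340 and Medtr1g017170 carry the same log2 fold changes, as do Medtr4g033395 and Medtr4g033385, while the counts give 0.42 and 0.16 at 4 h for the first pair and 0.71 and 0.80 for the second. The paper's FPKM of Medtr8g038170 is 0 in the control, where its level here lies between 3242 and 4271 CPM across the libraries. The paper's own FPKM of Medtr1g112520 is 6.04 in the control, where 15.6 was computed from the counts.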
